# Interplay between bacterial 5′-NAD-RNA decapping hydrolase NudC and DEAD-box RNA helicase CsdA in stress responses

**DOI:** 10.1128/msystems.00718-23

**Published:** 2023-09-14

**Authors:** Milda Mickutė, Renatas Krasauskas, Kotryna Kvederavičiūtė, Gytė Tupikaitė, Aleksandr Osipenko, Algirdas Kaupinis, Monika Jazdauskaitė, Raminta Mineikaitė, Mindaugas Valius, Viktoras Masevičius, Giedrius Vilkaitis

**Keywords:** RNA modification, RNA hydrolase, DEAD-box helicase, RNA cap, NAD-RNA

## Abstract

Both prokaryotic and eukaryotic RNAs can be 5′-capped by the metabolite nicotinamide adenine dinucleotide (NAD). Nudix hydrolases, such as bacterial NudC, specifically remove NAD-caps; however, the molecular and cellular functions of these epitranscriptomic modulators remain elusive. Here, we discuss the roles of NudC under stress conditions and the effects of extracellular cues on the NAD epitranscriptome. Our proteome-wide analysis detected the proteins associated with the RNA degradosome as well as ribosomes and stress-responsive proteins in a NudC interactome. Moreover, we confirmed the physical association of NudC with the cold shock DEAD-box RNA helicase CsdA and the RNA chaperone Hfq. Interestingly, knocking out *csdA* similar to ∆*nudC* leads to an increased number of identified 5′-NAD-RNA species compared to wild type, exposing CsdA as a new player in a potentially unexplored layer of NAD-epitranscriptomic landscape. Mass spectrometry analysis also revealed the drastic up-regulation of 5′-NAD-RNA in response to cold. Furthermore, the inactivation of NudC in bacteria changes the levels of sRNA and protein-coding transcripts associated with bacterial chemotaxis and flagellar assembly pathways. We experimentally demonstrate that the decapping hydrolase NudC suppresses the flagellar movement, while CsdA stimulates it. Thus, the interplay between NudC and CsdA regulates bacterial mobility and coordinates stress-avoidance behavior.

**IMPORTANCE:**

Non-canonical 5′-caps removing RNA hydrolase NudC, along with stress-responsive RNA helicase CsdA, is crucial for 5′-NAD-RNA decapping and bacterial movement.

## INTRODUCTION

A nicotinamide adenine dinucleotide (NAD^+^) cap represents a common 5′-terminal RNA modification that is conserved across different species, ranging from Gram-negative and Gram-positive bacteria to yeast, plants, and humans (1). In contrast to the well-known protective 7-methylguanosine (m^7^G) cap that protects mature eukaryotic mRNAs from degradation, NAD-cap can promote both RNA stabilization in bacteria (2, 3) and RNA decay by DXO/Rai1 family enzymes in yeasts and plants/human cells, respectively (4 – 6). Over the last few years, it has been shown that 5′ termini can also be coupled with another metabolic nucleoside polyphosphate, flavin adenine dinucleotide (FAD), 3′-desphospho-coenzyme A (dpCoA), dinucleoside polyphosphates (Np_n_N) as well as uridine diphosphate (UDP) sugars (7 – 10), suggesting a possible layer of metabolite-mediated epitranscriptomic regulation of gene expression and *vice versa*. Indeed, it was demonstrated that disulfide stress induces protective nucleoside tetraphosphate capping of RNAs in *Escherichia coli*, whereas decapping triggers rapid RNA degradation (7). Since bacteria lack a canonical eukaryotic m^7^G-type cap, the ubiquitous redox coenzyme NAD (43% of all caps except Np_n_N) and the precursor of muramic acid in bacterial cell walls, UDP-N-acetylglucosamine (49% of all caps except Np_n_N), appear to be the predominant 5′-modifications for adenosine- or uridine-initiated nascent transcripts in *E. coli*, respectively (10), as well as stress-related Np_n_N (e.g., m7Gp_4_Gm) alarmones detected in a comparable amount (9). Growth phase-dependent alterations in total RNA NAD^+^-capping as well as significant variations in the modification of individual transcripts under the different growth phases detected in *E. coli* bacteria indicated that the protective modification of certain RNA pools could be important to swiftly adapt cells to physiological changes (11). However, the biological roles of NAD^+^-cap on RNA and how internal intake or stress factors impact the (de)NADding processes have remained unclear.

A few families of structurally dissimilar 5′-NAD-RNA decapping (deNADding) enzymes have been identified, including nucleoside diphosphate linked to another moiety X (Nudix) hydrolases generating the nicotinamide mononucleotide and 5′-monophosphorylated RNA in bacteria or mammals (class II deNADding enzymes) (2, 3, 12) and DXO/Rai1 proteins catalyzing the removal of the intact NAD^+^ moiety in yeasts, plants, and humans (class I deNADding enzymes) (4, 5). Deletion of their coding genes causes a substantial boost in global NAD-capped RNA levels, demonstrating that decapping enzymes actively modulate the genome-wide composition of cellular 5′-NAD-RNA (4 – 6, 13). Notably, recent studies suggest that each of two mammalian deNADding enzymes, Nudix hydrolase Nudt12 and DXO, modulates individual subsets of NAD^+^-capped RNA, changing RNA modification levels under glucose deprivation and heat-shock stress conditions, respectively (12). In *Arabidopsis*, the phytohormone abscisic acid-mediated remodeling of NAD^+^ transcriptome is independent of DXO1, indicating that there are additional factors regulating the turnover of specific subsets of 5′-NAD-RNA in response to environmental signals and stresses. Interestingly, even small amounts of 5′-NAD-RNA are sufficient to activate RDR6-dependent post-transcriptional gene silencing (5).

In *E. coli*, the NAD^+^ moiety appears to protect the 5′ termini of RNA, thus enhancing cellular RNA stability (2). Nevertheless, the significance of NAD^+^-cap as well as the effect of deNADing enzymes on bacterial biological function and physiology have remained elusive. To address this lack of knowledge, we examined changes in the 5′-NAD-RNA level under cold shock. Then, we analyzed the interactome of bacterial NudC hydrolase, the enzyme that removes protective NAD^+^, NADH, and dpCoA 5′-caps (8, 14), at ambient and low temperatures. Because bacteria rely on RNA-binding proteins and their complexes to post-transcriptionally adjust gene expression, the identification of putative NudC interaction partners and ultimately multiprotein complexes can have general implications for the understanding of deNADding regulation and/or mechanisms needed for the adaptation of bacteria to altered environmental conditions. Among others, we found an association of NudC with the cold shock DEAD-box RNA helicase CsdA (15) and the RNA chaperone Hfq (16), suggesting that the deNADing protein may play a role in modulating RNA landscapes and/or protein synthesis and thus potentially improve cell fitness in stress conditions. We used NAD captureSeq (∆*nudC* and ∆*csdA* strains) and RNA sequencing (∆*nudC* strain) to illuminate the presence of hitherto unknown NudC- and CsdA-mediated mechanisms regulating cellular epitranscriptomic and transcriptomic profiles. Finally, we showed that NAD capping and the abundance of individual sRNAs could be dynamically regulated in response to environmental and genetical changes, thus affecting these processes, and discovered the link between bacterial motility and the RNA-demodifying NudC hydrolase.

## RESULTS

### The level of total NAD^+^-capped RNA elevates under cold shock conditions in *E. coli*

Previous studies using individual *Escherichia coli* K-12 strains, DH5α, Top10, or MG1655, have revealed considerably divergent amounts of 5′-NAD-RNA, ranging from 2.2 to 120 fmol/μg of total RNA (10, 13, 17). Still, it is difficult to directly compare the RNA modification levels reported by different groups, which use diverse experimental conditions and detection methods. To assess whether the amount of total NAD^+^-capped RNA differs among various *E. coli* strains belonging to two distinct phylogenetic subgroups at the stationary phase of growth (Fig. S1), we estimated the amount of NAD^+^ conjugated to RNA by high-performance tandem liquid chromatography-mass spectrometry (HPLC-MS/MS) after total cellular RNA treatment with nuclease P1 in two K-12 derivatives, BW25113 and TOP10, and three widely used B lineages, B^E^, BL21, and BL21(DE3)RIL (Fig. 1A; Fig. S2; Table S1). We found that the extent of NAD^+^-capped RNA is 2–5-fold higher in B strains except BL21(DE3)RIL (9.7–14.5 fmol/µg of total RNA) than in K12 (2.9–4.2 fmol/µg of total RNA), suggesting that common ancestry rather than further mutations impacts the modification level. Notwithstanding the close genetic relationship (18), a large difference was detected between BL21 and its descendant BL21(DE3)RIL, which contains the λDE3 prophage and carries an IPTG-inducible gene for T7 RNA polymerase. The leakage expression of the bacteriophage polymerase (19) may likely lead to the elevated synthesis of 5′-capped RNA in this strain. Indeed, a previous *in vitro* study had demonstrated that single polypeptide T7 polymerase initiated RNA synthesis with NAD^+^ substantially more efficiently than multi-subunit *E. coli* polymerase (19).

**FIG 1:**
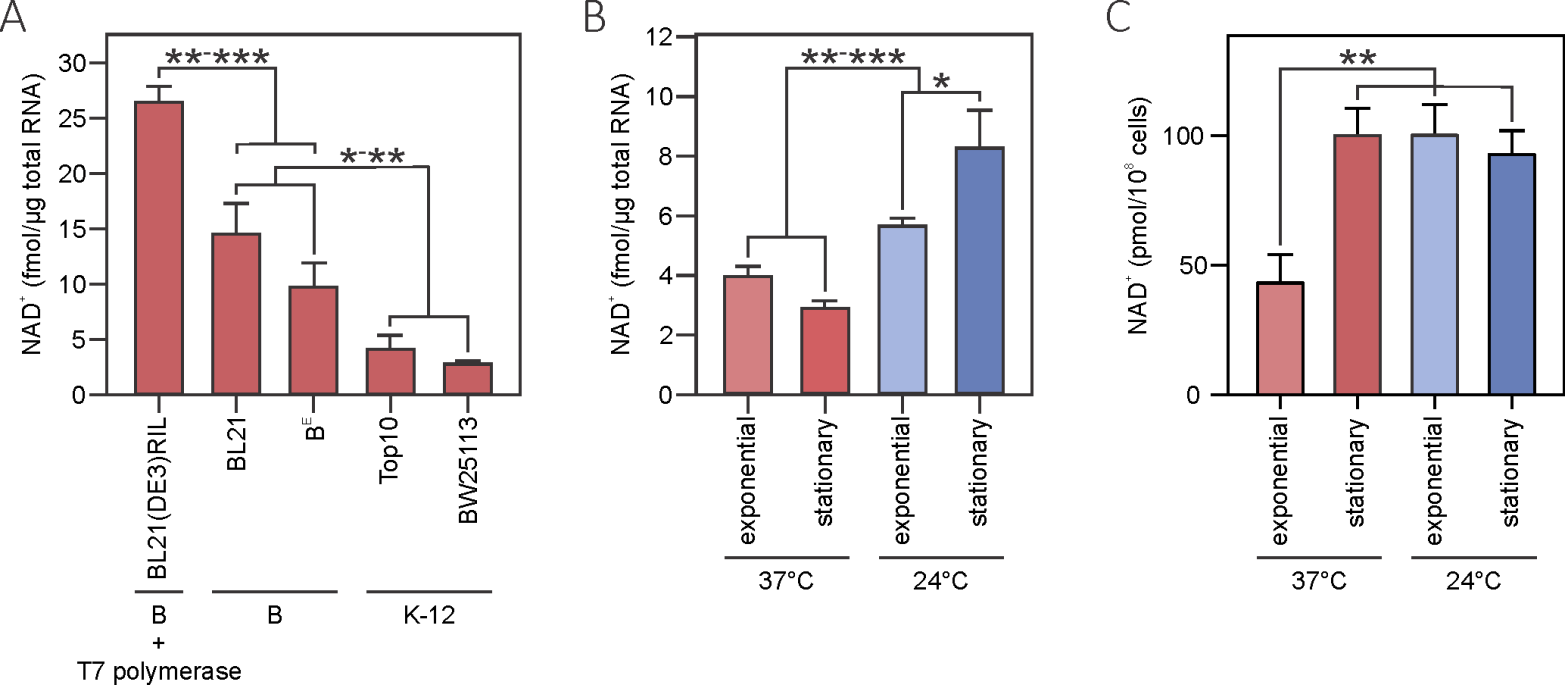
Assessment of the total level of 5′-NAD^+^-RNA modification at ambient and low temperatures in *E. coli*. (**A**) The amount of 5′-NAD^+^-RNA detected in selected *E. coli* B and K-12 strains at the stationary growth phase at 37°C using HPLC-MS/MS analysis. The levels of 5′-NAD^+^-RNA (**B**) and cellular NAD^+^ (**C**) in the BW25113 strain at different growth phases and temperatures. All experiments were performed in triplicate. The significance was calculated using the Welch *t*-test and pairwise comparisons, *P < 0.05, **P < 0.01, ***P < 0.001.

A detailed analysis of modification changes during stress conditions was performed using BW25113, which is the parent strain for the *E. coli* K-12 Keio collection of single gene knockouts (20). We quantified the total amount of NAD^+^ moieties on RNA during the active bacterial growth, exponential phase, and under starvation conditions, the late stationary phase, at optimal and low temperatures (Fig. 1B; Fig. S1; Table S1). We observed a marked elevation in the yield of NAD^+^-capped RNA when the temperature was lowered from 37°C to 24°C. Stationary-phase bacteria exposed to cold contained nearly 3-fold higher amount of modified RNA than cultures incubated at 37°C, suggesting that 5′-NAD-RNA could be regulated by extracellular cues. Notably, when the stationary phase of growth was compared to the exponential, a substantial increase in NAD^+^ capping was observed only in BW25113 cells grown at a lower temperature. In contrast to a previous study that reported phase-dependent changes in MG1655 (increased modification levels at the stationary phase) using genome-wide RNA sequencing (11), our HPLC-MS/MS analysis displayed negligible variation at 37°C. Thus, it is plausible that NAD^+^-capping/decapping could be differently controlled in certain *E. coli* strains.

It was shown that NAD/NADH caps are incorporated during the transcription initiation of bacterial and eukaryotic RNA when an RNA polymerase uses the metabolic nucleotide in place of ATP (8). The efficiency of this modification depends on the [NADH]/[ATP] ratio *in vitro* (8), and the 5′-NAD-RNA level appears to correlate with the intracellular concentration of free NAD(H) in human HEK293T cells *in vivo* (13, 19). The free NAD^+^ concentration measured by the NAD^+^/NADH quantification kit remained constant throughout the growth cycle of *E. coli* BW25113 cells at low temperatures and was similar to that of the stationary phase at 37°C. The level of NAD-capped RNA increased up to ~3-fold in cold-exposed bacteria (Fig. 1B and C; Table S1), suggesting that intracellular NAD^+^ homeostasis is not a conclusive factor in regulating the level of modified RNA during cold stress in these bacteria. Supporting this assumption, the level of NAD^+^-capping was not affected despite a 2-fold reduction in free NAD^+^ amount at the exponential phase compared to the stationary phase at 37°C. Alltogether, these findings imply post-transcriptional control of 5′-NAD-RNA abundance in response to stresses.

### DEAD-box RNA helicase CsdA is an interaction partner of the 5′-NAD-RNA decapping protein NudC

Nudix hydrolase NudC can efficiently remove the NAD^+^, NADH, and dpCoA caps but does not affect the conventional initiating nucleotides (2, 8). Thus, this enzyme may play a key role in the regulation of 5′-NAD-RNA level during the adaptation of *E. coli* to low temperatures and stress. Because the majority of cellular processes are executed by multicomponent protein assemblies, we first looked for binding partners of polyhistidine-tagged NudC (NudC-His) at 16°C using the affinity-tag pull-down technique (Fig. 2A, left gel). The fusion protein was expressed in the BL21(DE3)RIL strain containing the highest amount of 5′-NAD-RNA (see above), or the recombinant enzymatically active NudC-His (Fig. S3) was added to the soluble fraction of cell lysate. In both samples, we detected a clear band of enriched protein with a molecular mass near 70 kDa on SDS-PAG, which was absent in the control experiment containing a parental vector without an insert. A similar band, though of lower intensity, was also observed in the 37°C assay (Fig. 2A, right gel) and in experiments with the BW25113 strain at 16°C (Fig. S4A). As these bands were discretely cut out and analyzed by mass spectrometry, we identified the DEAD-box RNA helicase CsdA (also known as DeaD) as a potential interactor of NudC. In agreement with our results, the expression of CsdA, which is implicated in various cellular processes at low temperatures, is highly enhanced during cold shock (21). Remarkably, CsdA has been reported to associate with integral components of the RNA degradosome, such as RNase E, establishing the ‘cold shock degradosome’ (22). To assess whether the newly identified interaction is mediated by the common target of both proteins—the RNA molecule, we performed a pull-down experiment with BL21(DE3)RIL cells expressing NudC-His after treatment with RNAse A (Fig. S3B). The presence of the CsdA band on the gel (Fig. 2B) indicates that the formation of a stable NudC-CsdA complex can occur independently of RNA binding. Because the expression of active NudC could potentially induce changes in the levels of NAD-RNAs or free NAD, which might affect protein localization and interaction with binding partners, we constructed the plasmid carrying the NudC catalytic mutant. In this mutant, the glutamic acid (E178) within the Nudix motif was replaced by a glutamine, rendering the hydrolase inactive (23). A pull-down experiment with NudC(E178Q) reconfirmed the NudC-CsdA interaction at low temperature (Fig. S4C), demonstrating that the interaction between NudC and DeaD does not require the hydrolase activity.

**FIG 2:**
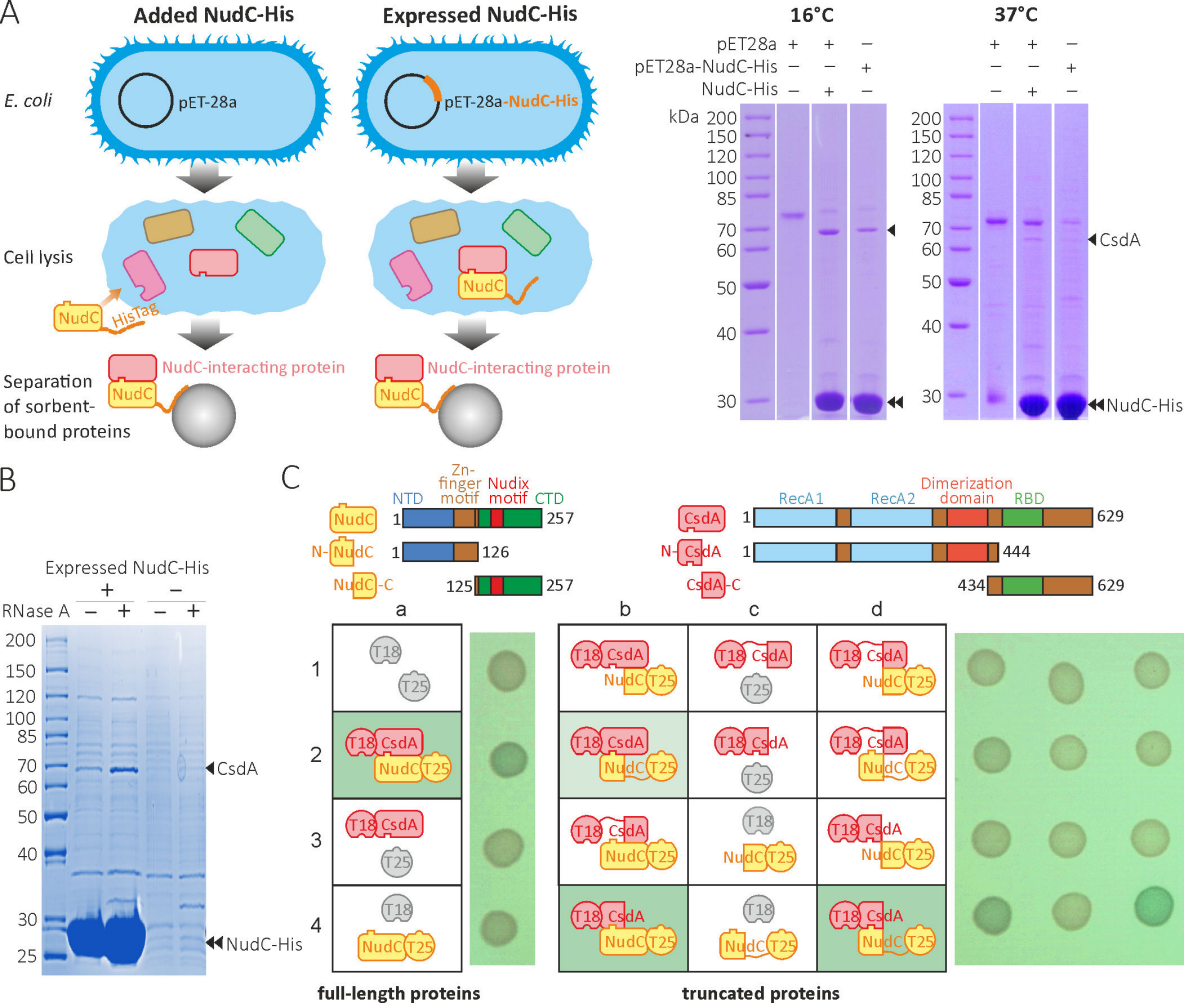
Bacterial NudC hydrolase interacts with the DEAD-box helicase CsdA *in vivo* and *in vitro*. (**A**) On the left, an experimental scheme for the isolation of NudC-interacting proteins. Purified NudC-His was either directly added to bacterial lysates or expressed inside the cells. After incubation with Ni^+2^-sepharose sorbent, the beads were washed four times, and proteins that co-purified with NudC-His were separated by SDS-PAGE and analyzed by MS. On the right, the pull-down assays from *E. coli* BL21(DE3)RIL cells grown at 16°C or 37°C. The experiments were repeated independently at least three times, and the representative results are provided. (**B**) The expressed NudC-His from *E. coli* BL21(DE3)RIL directly interacts with CsdA *in vivo* with no need for an RNA intermediate (see Fig. S4B for the experimental scheme). (**C**) The BATCH study of the NudC-CsdA interactions *in vivo* using proteins fused with T18 or T25 adenylate cyclase subunits. Physical interactions between full-length proteins and/or N-terminal regions yielded blue colonies on LB agar plates with X-Gal (**a2, b2, b4, and d4**). Domain structure of CsdA and NudC proteins and their truncated variants are shown schematically at the top: NTD, N-terminal domain; CTD, C-terminal domain; RecA1, RecA2, helicase-specific domains; RBD, RNA-binding domain. At least three independent transformations were made, and representative results are shown.

To confirm the direct interactions between NudC and CsdA *in vivo*, we applied the bacterial adenylate cyclase-based two-hybrid system (BACTH). We first compared the binding preferences of proteins with T18 or T25 adenylate cyclase subunits fused to different termini of NudC and CsdA (Fig. S5A). Since the T18-NudC/CsdA-T25 pair displayed the strongest positive signal, we used this tagging variant (N-terminal T18 fused to NudC and C-terminal T25 fused to CsdA) to precisely map the NudC and CsdA interaction regions (Fig. 2C; Fig. S6A). Only the N-terminal regions of both proteins revealed robust interaction signals, while both C-terminal constructs failed to bind their partner’s full-length or truncated forms, indicating physical contact between the N-terminal surfaces of NudC and CsdA. The positive interactions were specific since strains containing all protein constructs with their corresponding partner’s empty vector control formed white colonies. The BACH experiment with the truncated N-NudC protein, which lacks the C-terminal domain with the Nudix motif, reaffirms that the formation of the NudC-DeaD interaction does not depend on the catalytic activity of the hydrolase.

### Proteome-wide profiling of the NudC interactome

Apart from CsdA, a couple of additional, though fainter, bands were specifically observed in NudC-His-containing samples (Fig. 2A and B; Fig. S4A), therefore we decided to perform a proteome-wide screen of the NudC interactome using an improved affinity-tag pull-down technique. After washing off proteins not bound to nickel-charged resin, we added 8 M urea and incubated for 10 min at 8°C to elute NudC-associated proteins. Thus, the overwhelming majority of NudC-His and other directly immobilized proteins remained captured on the beads and were omitted from LC-MS^E^-based identification analysis. The interactomes were deciphered by either expressing NudC-His in live cells or adding the purified protein to the *E. coli* BL21(DE3)RIL lysate grown at optimal or cold temperatures. We identified 56 potential NudC interaction partners that could be divided into five major groups (Table 1 and Additional file 1). Reassuringly, we detected CsdA protein in all tested conditions. In addition, a few other proteins co-purified with NudC appeared to be associated with the RNA degradosome: the 3′-exoribonuclease polynucleotide phosphorylase (PNPase), a cold-induced protein essential for *E. coli* and *Bacillus subtilis* growth at low temperatures (22, 24), and the RNA chaperone Hfq, a major post-transcriptional regulator modulating mRNA stability and translation through mechanisms usually mediated by small regulatory RNAs (25). Notably, the resident RNA helicase of the RNA degradosome, RhlB, which is pivotal for promoting the RNA degradation at 37°C, as well as ribonuclease E (RNase E) were not detected, indicating that NudC, together with the aforementioned interaction partners, may perform functions unrelated to the degradosome. The interaction between NudC and Hfq was confirmed by a bacterial two-hybrid analysis (Fig. 3A; Fig S5B and S6). Further BACTH complementation assays using the truncated proteins revealed that the RNA chaperone binds to the N-terminal region of NudC, which has also been shown to bind another RNA degradosome protein, CsdA, in the aforementioned experiments. Nevertheless, NudC-His expressed in an Hfq-deficient strain at low temperature successfully pulled down CsdA (Fig. 3B), suggesting that Hfq does not contribute to the physical interaction between NudC and CsdA proteins *in vivo*.

**TABLE 1:** NudC interactome determined by LC-MS^E^-based identification analysis of proteins captured with externally added or internally expressed His-tagged NudC^*a*^

Functional group	UniProt accession number	Name of interacting protein	Purified NudC-His added to lysate		NudC-His expressed in *E. coli* cells	
			16°C	37°C	16°C	37°C
RNA degradosome	A0A140N4Y7	CsdA helicase	+++	++	+++	++
	A0A140NGK1	RNA chaperone protein Hfq			+	+
	A0A140N5F4	Polyribonucleotide nucleotidyltransferase	++		++	
Stress-response chaperones	A0A140N9U7	Cold-shock chaperone protein YdfK	++		+++	
	A0A140NCD4	UspA domain protein UspG (UP12)		+	++	++
Protein-folding chaperones	A0A140NET2	Trigger factor			+++	+++
	A0A140NFZ9	Chaperone protein DnaJ	+++	+++		++
	A0A140N6A5	Heat-shock chaperone protein ClpB			+	+
	A0A140ND61	Heat-shock chaperone protein HtpG			++	++
	A0A140N1Q5	Small heat shock protein IbpA	++	++		
Transcription and translation	A0A140NF01	Transcription termination factor Rho			+	+
	A0A140NFM7	50S ribosome subunit protein L1	+++	+++	+++	+++
	A0A140N7J1	50S ribosome subunit protein L2	+++	+++	+++	+++
	A0A140N3G7	50S ribosome subunit protein L3^*b*^	+++	+++	+++	+++
	A0A140N5K8	50S ribosome subunit protein L4	+++	+++	+++	+++
	A0A140NDV1	50S ribosome subunit protein L9	+++	+++	+++	+++
	A0A140NDB6	50S ribosome subunit protein L10	++	++		
	A0A140NF32	50S ribosome subunit protein L11	++	++		+
	A0A140N598	50S ribosome subunit protein L13	++	++	++	++
	A0A140N711	50S ribosome subunit protein L15	+++	+++	+++	+++
	A0A140N6Z2	50S ribosome subunit protein L16	++	++	++	++
	A0A140N4M0	50S ribosome subunit protein L17	++	+++	+++	+++
	A0A140N4L0	50S ribosome subunit protein L18	++	++	++	++
	A0A140N6T7	50S ribosome subunit protein L19	+++	+++	+++	+++
	A0A140NBS1	50S ribosome subunit protein L20	++	++	++	++
	A0A140N5D7	50S ribosome subunit protein L21	+++	+++	+++	+++
	A0A140N2S3	50S ribosome subunit protein L22	++	++	++	++
	C6EGE8	50S ribosome subunit protein L23				+
	A0A140N340	50S ribosome subunit protein L27			++	++
	A0A140N3L9	50S ribosome subunit protein L28	++		++	++
	A0A140N7F5	50S ribosome subunit protein L29	++		++	
	A0A140NAZ2	50S ribosome subunit protein L32	++		+++	+++
	A0A140NHV0	50S ribosome subunit protein L34	++	++	++	++
	A0A140NBA5	30S ribosome subunit protein S1	+	+	++	++
	A0A140NFK2	30S ribosome subunit protein S2			+	++
	A0A140N4K1	30S ribosome subunit protein S3	++	++	++	++
	A0A140N548	30S ribosome subunit protein S4	+++	+++	+++	+++
	A0A140N6Z9	30S ribosome subunit protein S5	++	++	++	+++
	A0A140NGG7	30S ribosome subunit protein S6	+	+	++	++
	A0A140N6W8	30S ribosome subunit protein S7			++	++
	A0A140N2Z9	30S ribosome subunit protein S9	+	+	++	++
	A0A140N7L9	30S ribosome subunit protein S11	++	++	++	++
	A0A140N4H3	30S ribosome subunit protein S12^*c*^	++	++	++	++
	A0A140N5B4	30S ribosome subunit protein S13	++	++	++	++
	A0A140N811	30S ribosome subunit protein S15			+	+
	A0A140NGH1	30S ribosome subunit protein S18	+	+	++	++
	A0A140N528	30S ribosome subunit protein S19			++	++
	A0A140NFU3	30S ribosome subunit protein S20	++	++	+++	++
	A0A140N8B4	30S ribosome subunit protein S21	++	++	++	++
	A0A140N3T4	Translation initiation factor IF-2			+	++
Metabolism and other	A0A140N3S1	CRM domain-containing protein			++	++
	A0A140NEF7	Phosphopentomutase		++	++	+
	A0A140N4R6	Uncharacterized protein			+	+
	A0A140N9H5	tRNA/rRNA methyltransferase (SpoU)				+
	A0A140NA80	Succinate dehydrogenase flavoprotein	++	++	+	++
	A0A140NEQ0	Clp protease ATP-binding subunit ClpX			+	+
	A0A140NF86	Protease ATPase subunit HslU			++	++

^*a*^ Only proteins detected in at least two of three biological replicates and not present in control samples without NudC are shown. +, ++, and +++ indicate 0.5–1, 1–5, and 5–100 fmol of protein detected, respectively.

^*b*^ Samples with NudC had nine times higher protein concentrations than the controls.

^*c*^ Samples had four times higher protein concentrations than the controls.

**FIG 3:**
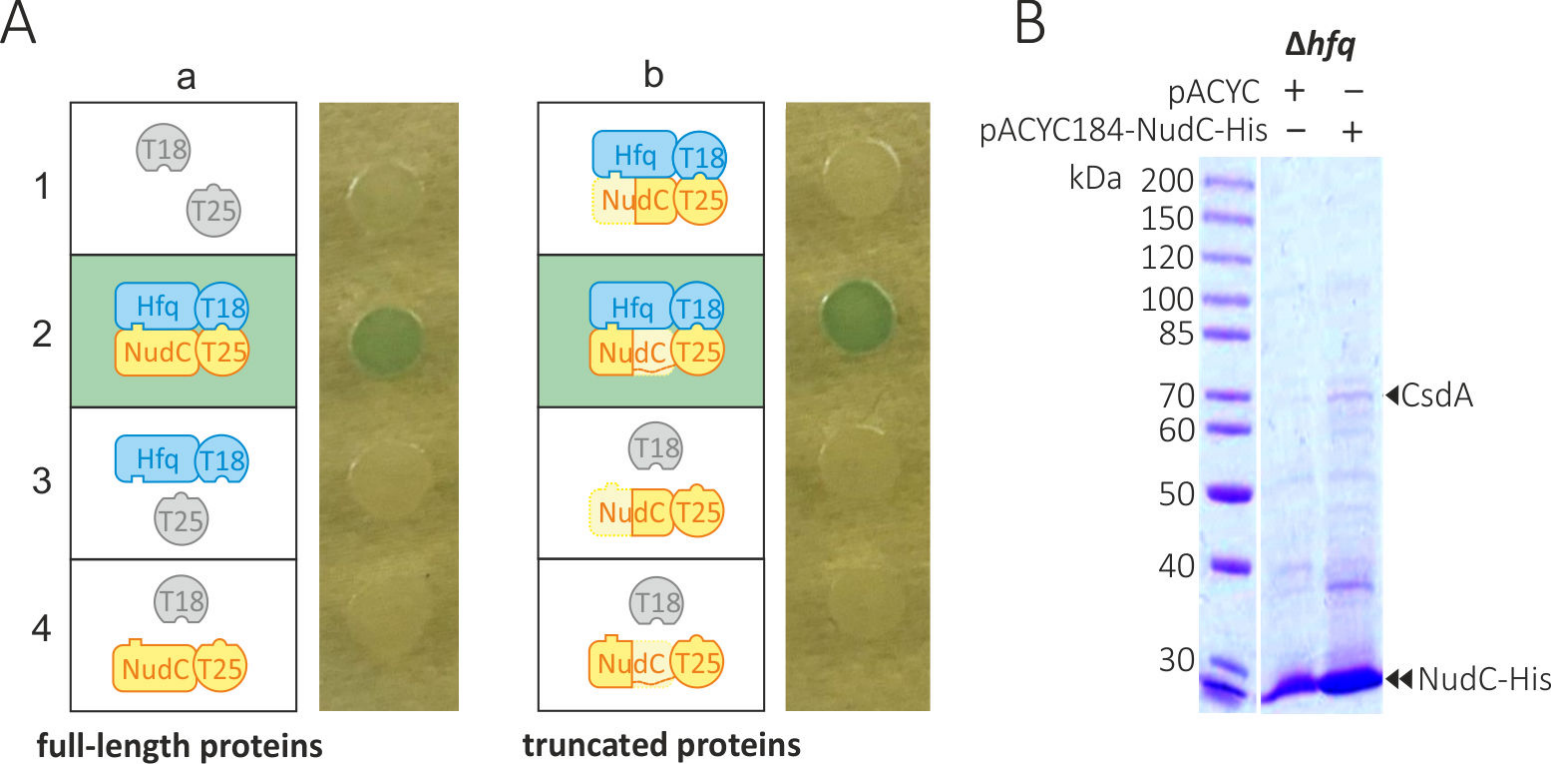
Identification of direct contacts between NudC and the RNA chaperone Hfq. (**A**) NudC forms a complex with Hfq (a2) using its N-terminal domain (b2). At least three independent transformations were made, and representative results are shown. (**B**) Hfq is not essential for the formation of a CsdA-NudC complex *in vivo* since NudC interacts with CsdA in Hfq-deficient JW4130 cells at 16°C.

The potential interactome also included two additional stress-responsive proteins—the cold shock chaperone protein YdfK, which is drastically up-regulated in low temperature-shifted bacteria (26), and the universal stress protein UspG (also known as UP12) (27). We hypothesized that the protein-folding chaperones belonging to the third group bind a fraction of misfolded recombinant NudC, although further studies are needed to prove this convincingly.

Roughly two-thirds of the identified proteins (39 out of 57) were ribosome proteins and translation initiation factors, suggesting a possible implication of NudC in translation-related processes (Table 1). The hydrolase extracted about 80% of ribosome proteins that are located in both 50S and 30S subunits, hinting that the NudC-ribosome interaction occurs in a complex that possibly includes a supplementary factor, e.g., RNA or protein, such as CsdA, linked to ribosome biogenesis (28) (Fig. S7).

Taken together, the interactome results show that NudC appears to be implicated in various macromolecular metabolic processes, especially the ones associated with cellular responses to cold.

### NudC localization and phenotypic analysis of cells with impaired *nudC* and *csdA* expression

In an attempt to determine the impact of the NudC and CsdA proteins on cold tolerance, we compared the growth rates of wild-type (wt) and the Nudix hydrolase or the cold shock DEAD-box RNA helicase-lacking bacteria under different temperature conditions. In accordance with a previous report (28), the growth of ∆*csdA* and ∆*csdA*∆*nudC* was inhibited at low temperatures, while ∆*nudC* maintained a normal growth rate (Fig. S1 and S8A). Overexpression of CsdA, but not NudC protein, rescued the growth defect in *∆csdA* and *∆csdA∆nudC* strains (Fig. S8B).

Protein localization in a living cell can provide additional insights into its function therefore, we examined the cellular distribution of NudC and two of its interactors, CsdA and the large ribosomal subunit protein L9, as well as RNase E (a core scaffold element of the RNA degradosome was used to investigate if the degradosomal association is present for NudC), fused with enhanced cyan or yellow fluorescent proteins (ECFP or EYFP, respectively) (Fig. 4; Fig. S9). Visualization of a fluorescent signal by an upright microscope confirmed that RNase E is tethered to the bacterial inner membrane (Fig. S10). This result agreed well with a recent study showing that degradosomes form membrane-associated punctate bodies (29). On the contrary, ECFP-tagged NudC, CsdA, and L9 have been localized to the cytoplasm, while unfused fluorescent proteins were observed in both the nucleoid and the cytoplasm. Strains expressing the NudC-ECFP and CsdA-ECFP fusion proteins in the Δ*nudC* and Δ*csdA* backgrounds, respectively, could rescue the deletion phenotypes—increased motility of Δ*nudC* cells (this phenotype is described below) and slow growth of Δ*csdA* at low temperatures, indicating the presence of fluorescent protein tags does not disrupt their functionality (Fig. S11). The diffuse cytoplasmic distribution of NudC and CsdA suggests that their functions may not solely rely on the degradosome, if indeed they are associated with this process. Given that NudC and CsdA are not exclusively confined to the degradosome, it is plausible that they have the ability to perform their functions, at least partially, independently of the degradosome.

**FIG 4:**
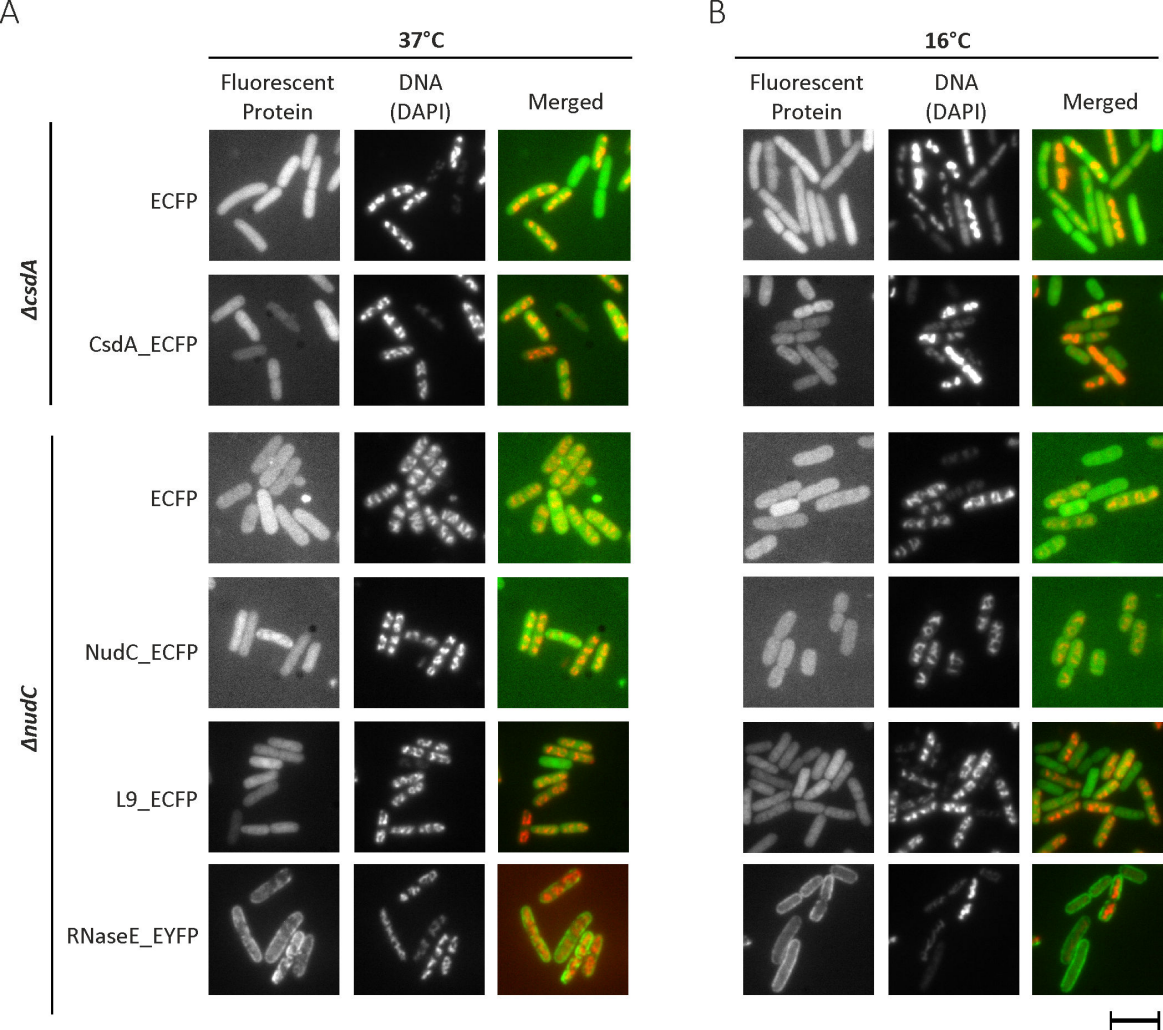
Cellular localization of NudC and CsdA tagged with the ECFP protein. Strains Δ*nudC* and Δ*csdA* deficient in NudC and CsdA, respectively, were complemented with plasmids encoding either fluorescent protein ECFP alone or C-terminal ECFP fused to NudC, CsdA, and ribosomal protein L9. RNA degradosome component RNaseE was fused to EYFP. Following induction with optimized concentrations of arabinose, the subcellular distribution of the fluorescent protein was evaluated either at 37°C (**A**) or after a 30 min shock at 16°C (**B**) using a fluorescence microscope. Nucleoids were stained using a blue-fluorescent DNA-specific dye 4′,6-diamidino-2-phenylindole (DAPI). Representative pictures from two independent replicas are shown. Scale bar: 5 µm.

### Both NudC and CsdA proteins impact NAD modification of RNAs

To determine the effect of NudC and its interaction partner CsdA on RNA modification under cold shock conditions, we compared the global 5′-NAD-RNA levels in wt and mutant strains. The total amount of 5′-NAD-RNA was considerably higher in ∆*nudC* deletion strains at low temperatures, reaffirming the key role of this protein in 5′-NAD level regulation (Fig. S8C). Conversely, ∆*csdA* deletion did not have a substantial effect on the modification levels, suggesting that on a global scale, CsdA is not essential for deNADing. Still, we proposed that NudC could contribute to the cold response by adjusting the activity of CsdA on specific RNAs and/or *vice versa*; CsdA could modulate the stability of NAD modification.

To thoroughly assess the outcome of *nudC* and *csdA* depletion on the 5′-RNA modification with NAD at the level of individual transcripts, we performed NAD captureSeq (30) using total RNA extracted from exponential-phase cultures. In +ADPRC samples, ADP ribosylcyclase replaced NAD^+^ moieties with 4-pentyn-1-ol, followed by biotinylation of the alkyn via azide-alkyne cycloaddition; in contrast, in −ADPRC samples, the enzyme was absent. Principal component analysis (PCA) revealed that 5′-NAD-RNA-enriched samples from different strains (+ADPRC) form separate PC2, which accounts for 18% of the variation, clusters and have distinct scores for PC1 (for 60% of the variation) relative to −ADPRC controls (Fig. 5A); 293, 397, and 352 RNA species were considered significantly enriched over the background in the wt, ∆*nudC*, and ∆*csdA*, respectively, after applying a log2-fold change (+ADPRC/−ADPRC) cut-off of ≥1 (to select high-confidence 5′-NAD-RNAs, we added the proviso that a log2-fold change ≥2 must be revealed in at least one of the three strains), an adjusted *P* value <0.05, and a base mean level of reads ≥10 (Fig. 5B and Additional file 2). Altogether, we identified a total of 426 modified RNAs, 95% of which were protein-coding mRNAs and 5% small regulatory RNAs (sRNAs). The majority of 5′-NAD-RNAs (64%) were detected in all samples (Fig. 5C). As expected, 114 (27%) of transcripts undiscovered in wt were present in ∆*nudC*. Surprisingly, approximately half of them (31) were also detected in CsdA-deficient cells. Moreover, 19 of the 5′-NAD-RNAs were only observed in the ∆*csdA* strain, signifying that CsdA, perhaps in conjunction with NudC, can also modulate the NAD epitranscriptomic landscape in *E. coli*.

**FIG 5:**
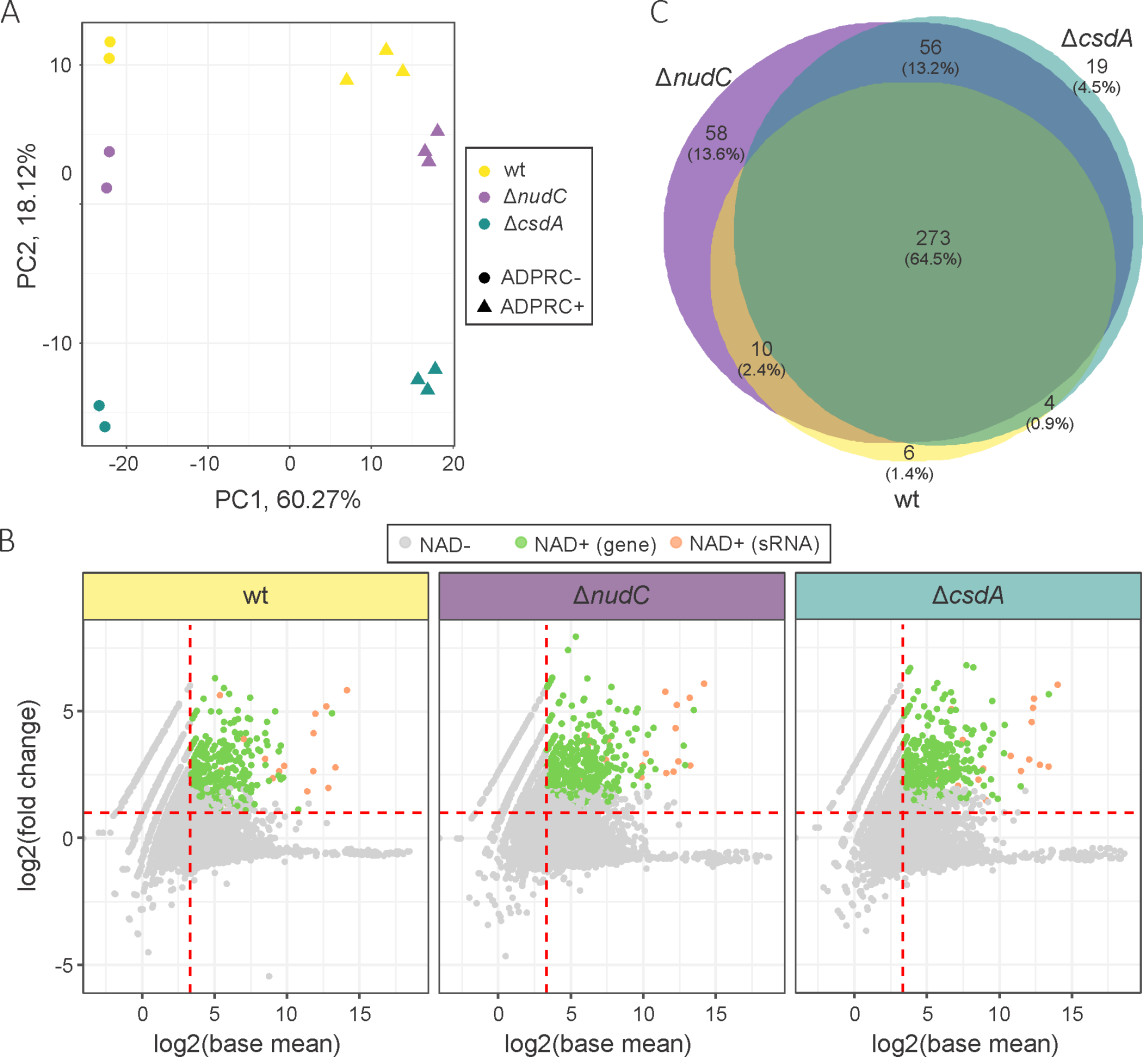
Results of NAD captureSeq. (**A**) Principal component analysis of sequencing data. +ADPRC and −ADPRC samples treated or not with ADP ribosylcyclase in the presence of 3-azido-1-propanol, respectively. (**B**) Scatter plots showing the abundance of significantly enriched 5′-NAD-RNAs in the wt, *∆nudC*, and *∆csdA* strains. Adjusted *P* value <0.05, base mean level of reads ≥10. (**C**) Venn diagram representing the overlap of 5′-NAD-RNAs identified in the wt, *∆nudC*, and *∆csdA* strains. wt, wild-type BW25113; *∆nudC* and *∆csdA, E. coli* mutant strains defective in *nudC* and *csdA* genes, respectively.

The compilation of three published data sets (2, 32, 11) yielded a total of 302 5′-NAD-RNAs in several *E. coli* strains grown to exponential or stationary phases. The comparison revealed that the majority of RNA species detected in our work (54% and 41% of all RNAs and sRNAs, respectively) were recognized as being NAD-modified for the first time (Fig. S12). We propose that this different composition may result from dissimilar environmental (cold), mutational (*∆nudC* and *∆csdA*), and genetic (diverse strains) conditions acting on them.

The NAD captureSeq method is non-quantitative, and thus the obtained data sets of enrichment values may not be reliable enough to quantify modification changes among strains. Since small RNAs were highlighted as important stress-response regulators (33), we further aimed to compare the abundance and modification level of three selected sRNAs (ChiX, DsrA, and GcvB) isolated from stationary phase BW25113 wt, Δ*nudC*, Δc*sdA*, and double deletion Δ*nudC*Δ*csdA* strains cultivated at 24°C as well as wt strains grown at 37°C (Fig. 6; Table S2) using a Northern blot experiment. To assess the total amount of particular sRNA, the RNA samples subjected to analysis were separated on a conventional denaturing polyacrylamide gel, while acryloylaminophenyl boronic acid (APB) affinity gel electrophoresis (34) enabled the evaluation of the 5′-NAD-RNA/unmodified RNA ratio in the sample (Fig. S13). The blots of wt samples exhibited a clear increase in the proportion of 5′-NAD-RNA at 24°C only for DsrA, indicating that a limited pool of cellular RNAs undergoes a substantial non-canonical capping alteration as a response to the changing environmental conditions (Fig. 6A). We suggest that this particular pool could be responsible for the aforementioned cold-induced increase in the global level of NAD-capped RNA (Fig. 1B). Accordingly, a 2-fold increase in the proportion of 5′-NAD-RNA together with a 6.5-fold change in the RNA amount (Table S2) led to a 13-fold higher cellular concentration of NAD-capped DsrA at 24°C than at 37°C. Noticeably, whereas DsrA synthesis is known to be induced at low temperatures (35), it was demonstrated, for the first time to our knowledge, that GcvB expression is also under temperature control, at least during the entry of bacteria into the stationary phase (5.6-fold higher level when bacteria were grown in cold). The expression of GcvB as well as ChiX at 24°C was affected oppositely by the deletion of *nudC* and *csdA* genes (Fig. 6B). In contrast, the level of these sRNAs in the double mutant was similar to that in the wt strain, indicating that a balance between two proteins may determine the production and/or turnover of certain sRNAs. This crosstalk could potentially take place in the RNA degradome, given previous observations that GcvB is mainly degraded by RNase E (36).

**FIG 6:**
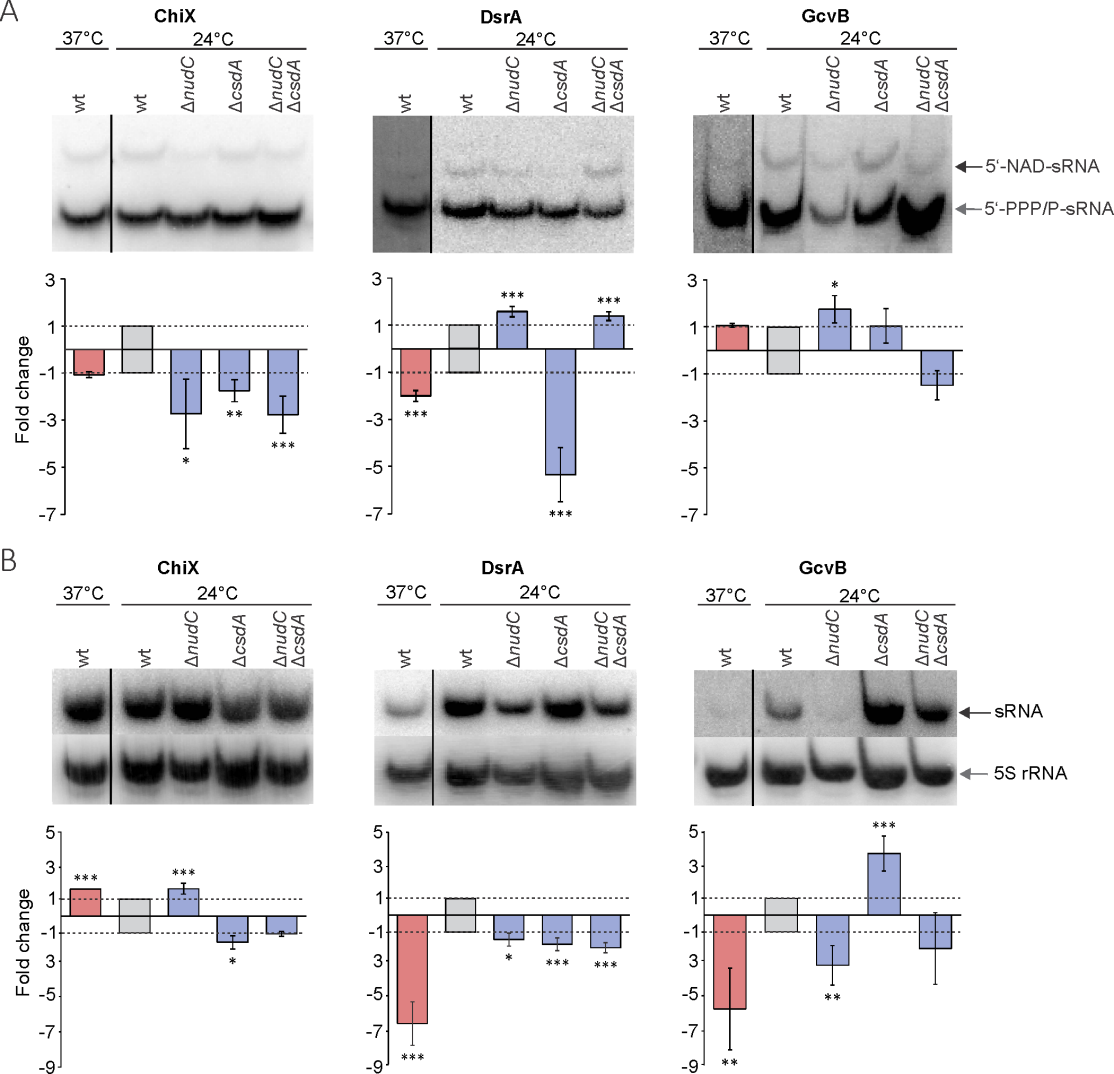
The effect of temperature and NudC or CsdA protein deletion on the 5′-NAD modification level and the amount of particular sRNA. (**A**) Northern blot analysis of three 5′-NAD-capped small RNAs. 5′-NAD-RNA and 5′-PPP/P-RNA were separated on an 8% denaturing PAA gel containing 0.5% APB. The relative amount of 5′-NAD-sRNA was evaluated with respect to the wt strain at 24°C after the correction for 5′-PPP/P-RNA. (**B**) The total amount of sRNA depends on the presence of NudC hydrolase and CsdA helicase. RNA purified from bacteria grown to an early stationary phase was fractionated on a 10% denaturing PAA gel, and the amount of particular sRNA was calculated relative to the wt strain at 24°C after the correction for 5S rRNA loading control. Three independent biological replicates were used to calculate the mean ± SD. The significance of the observed changes as compared to the wt strain at 24°C was calculated using logistic regression analysis. ***P < 0.001, **P < 0.01, *P < 0.05.

Contrary to expectations of higher yield, the NAD-capping level of ChiX, one of three tested sRNAs, was reduced in the Δ*nudC* strain (Fig. 6A; Table S2). This result suggests that other factors could regulate the modification level of certain RNAs. It is worth noting that in the case of these three NAD-capped sRNAs, the effect of *nudC* deletion on 5′-NAD-RNA and its total level was of the opposite sign, while the lack of CsdA protein had a similar impact on both subsets of RNA. To our surprise, the inactivation of *csdA* also caused a decrease in 5′-NAD-RNA levels, especially substantial in the case of DsrA (more than 5-fold). In double-knockout cells, the DsrA modification recurred to the level of the Δ*nudC* strain (Fig. 6A), despite minor variation in intracellular RNA concentration (Fig. 6B). Consequently, CsdA may act to protect this particular modified sRNA from (i) degradation or (ii) decapping by NudC. Still, further examination is needed to properly assess the CsdA effects on specific sRNAs.

### NudC hydrolase affects the bacterial transcriptome landscape

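RNA from 6 Escherichia coli samples was sequenced, 3 from strain BW25113 (wt) and 3 from ΔnudC, in which a kanamycin resistance cassette replaces nudC. BW25113 is a K-12 laboratory strain, the parent of a collection of single-gene deletions, and nudC encodes the hydrolase that removes the NAD cap from RNA. Both strains were grown in LB at 24°C. The authors depleted rRNA, fragmented the remaining RNA with zinc to 100 to 400 nucleotides and made libraries with molecular identifiers from 140 ng of RNA over 9 PCR cycles, sequenced in pairs. They trimmed the reads with Trim Galore and aligned them to the BW25113 genome with HISAT2. They then removed PCR duplicates with UMI-tools and estimated coverage and FPKM per transcript with StringTie. The values used here are those coverages and FPKM, for 4624 transcripts. The setting for strand is not given in the sources used here, but ryeA and sdsR, small RNAs that overlap on opposite strands, had 2999 to 3508 and 20.9 to 59.0 FPKM. Such unequal values can come from strands told apart at that place, but also from how reads were divided between overlapping transcripts. Read counts were not used here, so depth is given as aligned bases, the coverage multiplied by the length of each transcript. The sum was 250, 228 and 250 Mb in wt replicates 1, 2 and 3 and 269, 258 and 310 Mb in ΔnudC replicates 1, 2 and 3. The means were 243 and 279 Mb (2-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The median tested transcript held 6798 to 8047 aligned bases in the wt libraries and 8343 to 11497 in the ΔnudC libraries, and 91 to 148 transcripts were listed at 0. tRNA took 29.9 to 32.8% of the bases in wt and 25.4 to 32.0% in ΔnudC, rRNA 18.4 to 20.7% over all 6 libraries and sRNAs 6.72 to 7.18%. FPKM were scaled between the libraries by the median of ratios (factors of 0.933 to 1.13). Then log2(FPKM + 1) was tested with limma for the 3284 transcripts with a mean of at least 5 FPKM. A transcript was called at an adjusted p under 0.05 and a fold change of at least 2. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low transcripts. No source used here says that the 3 samples of a strain came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.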

To determine the underlying RNA abundance changes induced by NudC hydrolase, we carried out whole RNA sequencing of wt and Δ*nudC* bacteria grown at 24°C until the exponential phase, where cell division proceeds at a constant rate. The PCA plot of data sets showed a clear separation of the wt and mutant samples (Fig. 7A), suggesting that NudC might modulate the RNA pool during cold-stress conditions. 

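The transcripts that weighed most on the first principal component, all higher in wt, were BW25113_RS26265, gadA, nudC, BW25113_RS18205 and gadE. gadA encodes a glutamate decarboxylase of acid resistance, and gadE encodes an activator of the same genes. On the side of ΔnudC the largest weights were those of hemE, an enzyme of haem synthesis, the small RNA motR, and cheB, tap and motB of chemotaxis and motility. BW25113_RS26265 had the largest weight (-0.218), and its value is uncertain, since it overlaps the small RNA csrC on the same strand and was high in wt replicates 1 and 3 only. The first component held 62.0% of the variance of the 500 most variable transcripts and the second 13.1%. Scores on the first component were -9.98, -8.93 and -12.4 for wt replicates 1, 2 and 3 and 11.1, 9.92 and 10.3 for ΔnudC replicates 1, 2 and 3, a difference with p = 0.1 in a 2-sided exact permutation test. The second component parted wt replicate 1 (7.58) from wt replicate 2 (-8.74), while the other 4 libraries lay between -0.995 and 2.13. Correlations of log2 values were 0.991 to 0.994 between libraries of one strain and 0.981 to 0.984 between the strains.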

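nudC lies from 4186831 to 4187604 on the plus strand of the BW25113 chromosome. It had 29.6, 25.4 and 29.4 FPKM in wt replicates 1, 2 and 3 and 2.46, 4.05 and 2.74 FPKM in ΔnudC replicates 1, 2 and 3. After scaling this was 29.5 ± 2.26 FPKM (SD, n = 3) in wt and 2.96 ± 0.919 FPKM in ΔnudC, a log2 fold change of -2.96 (standard error 0.19, adjusted p = 3.4e-05 from limma). The next gene after nudC on its strand is hemE, which encodes uroporphyrinogen decarboxylase of haem synthesis. It had the largest rise among called transcripts, from 44.6 ± 2.52 to 220 ± 1.45 FPKM (log2 fold change 2.28, standard error 0.079, adjusted p = 2.5e-06). nfi, which encodes the DNA repair enzyme endonuclease V and follows hemE, rose from 29.3 ± 2.30 to 123 ± 2.59 FPKM (log2 fold change 2.04, adjusted p = 7.7e-06). Among called transcripts the lowest log2 fold change was that of gadA, from 615 ± 85.2 to 76.2 ± 12.7 FPKM (log2 fold change -3.00, adjusted p = 7.7e-06). That of nudC (-2.96) was close to it, and the ratio of mean scaled FPKM was larger for nudC, whose low level the log2(FPKM + 1) scale understates. Reads of gadA can be shared with its near-identical copy gadB, so the level of each is uncertain. Of 5 genes next to nudC, 2 rose (hemE and nfi), 1 fell and 2 were not called, with the same counts when adjusted over the list alone (camera adjusted p = 0.00477, and adjusted p = 0.109 with an estimated correlation). The gene that fell was rsd, the anti-sigma factor gene on the minus strand beside nudC, from 279 ± 16.9 to 118 ± 5.95 FPKM (log2 fold change -1.23, adjusted p = 3.6e-05), and its log2 fold change was -0.98 with TPM. yjaG, after nfi, had a log2 fold change of 0.98 (standard error 0.099, adjusted p = 0.000375), just under the threshold of fold change. It passed the threshold with FPKM as deposited (1.11), with TPM (1.13) and without wt replicate 3 (1.02), ΔnudC replicate 1 (1.00) or ΔnudC replicate 2 (1.04). hupA, the next gene, which encodes a subunit of the DNA-binding protein HU, had a log2 fold change of 0.03 (adjusted p = 0.889), and -0.04 without wt replicate 3. In all, 46 transcripts were higher and 45 lower in ΔnudC. In each of these 91 the 3 libraries of one strain lay above the 3 of the other, as they did in 939 of the 3284 transcripts tested (28.6%, where chance gives 10%). An adjusted p under 0.05 alone was reached by 280 transcripts, 156 higher and 124 lower, and by 185 without ΔnudC replicate 3. With FPKM as deposited, where the median log2 fold change of all transcripts was 0.12, 66 were higher and 41 lower (61.7% higher against 50.5% after scaling), and with TPM, where that median was 0.18, 53 were higher and 27 lower (66.3%). A pseudocount of 10 left 27 higher, and a minimum mean of 50 FPKM left 15 higher and 28 lower.

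**Figure D1:**
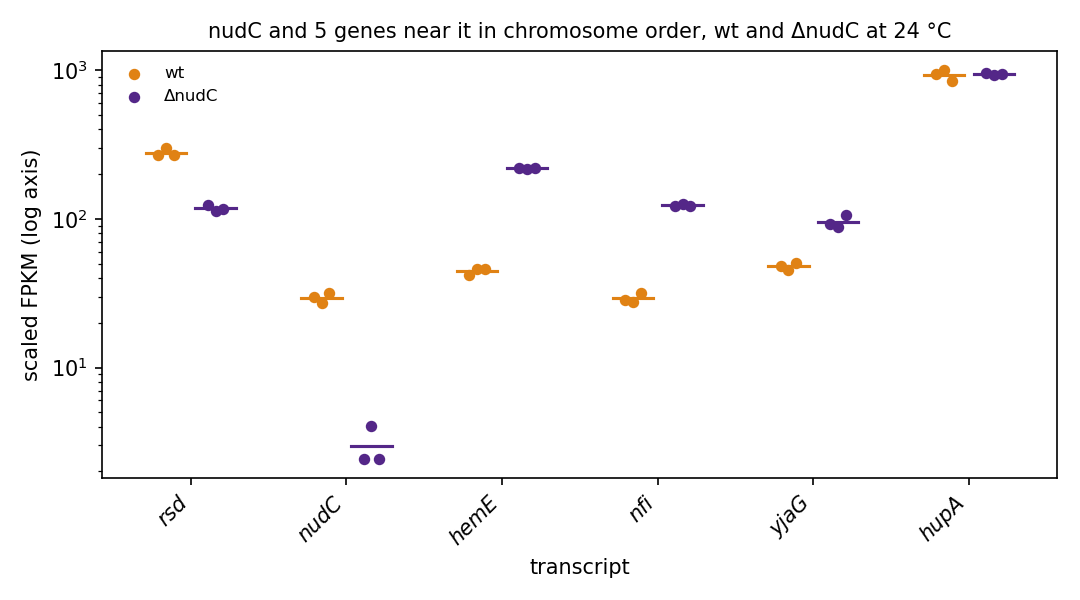
Scaled FPKM on a log axis for rsd, nudC, hemE, nfi, yjaG and hupA, in the order of their places on the chromosome. Each point is 1 library (3 of wt and 3 of ΔnudC) and each line the mean of a strain; hemE has means of 44.6 in wt and 220 in ΔnudC, and nudC of 29.5 and 2.96.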

The comparative transcriptomic analysis, using a cut-off criteria base-2 log fold-change threshold of ≥1 and an adjusted *P* value below 0.05, revealed significant differential expression of 90 transcripts in the Δ*nudC* strain, of which an equal number (45) were up- and down-regulated (Fig. 7B and Additional file 3). We identified 78 protein-coding genes, 10 sRNA genes, and 2 pseudogenes. 

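Of the 6 small RNAs that fell, 3 lie among the acid resistance genes, gadF, arrS and gadY. gadF, an sRNA encoded just after gadE, fell from 12060 ± 1709 to 2308 ± 385 scaled FPKM (SD, n = 3; log2 fold change -2.39, standard error 0.146, adjusted p = 2.8e-05 from limma). arrS, an sRNA encoded beside gadE on the other strand, fell from 4067 ± 1302 to 768 ± 201 (log2 fold change -2.38, adjusted p = 0.000376). isrB fell from 158 ± 21.2 to 65.9 ± 7.03 (log2 fold change -1.25, adjusted p = 0.000274), and an sRNA at the narK locus from 110 ± 16.6 to 50.5 ± 6.35 (log2 fold change -1.11, adjusted p = 0.00112). fnrS, which is transcribed when oxygen is low, fell from 227 ± 29.7 to 112 ± 33.6 (log2 fold change -1.06, adjusted p = 0.0166). The values of gadF, isrB and the narK sRNA are uncertain. gadF lies within BW25113_RS18205 on the opposite strand (91 bases), isrB shares 87 bases with azuC and the narK sRNA 63 bases with narK. fnrS was not called without wt replicate 2 (adjusted p = 0.0580) or 3 (adjusted p = 0.0589). Its log2 fold change was under the threshold without ΔnudC replicate 3 (-0.78), with FPKM as deposited (-0.92), with TPM (-0.81) or with a pseudocount of 10 (-0.99). By type, 76 of 2959 protein-coding genes were called (41 higher, 35 lower), 10 of 117 sRNAs (4 higher, 6 lower), 4 of 79 genes without a symbol (1 higher, 3 lower) and 1 of 9 other RNAs (lower). limma called 0 of 14 pseudogenes, 0 of 84 tRNAs and 0 of 22 rRNAs, of which 3 pseudogenes, 0 tRNAs and 0 rRNAs had an unadjusted p under 0.05. The genes without a symbol were BW25113_RS18205 (-2.89), BW25113_RS26070 (-1.36, with 4 bases shared with cueR), BW25113_RS25930 (-1.22) and BW25113_RS26200 (1.13), and the other RNA was BW25113_RS23060 (-2.34). Apart from gadY, fnrS and BW25113_RS18205, the transcripts named here were chosen after their values were seen.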

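deaD, the gene of the DEAD-box RNA helicase CsdA, had 68.7 ± 1.98 scaled FPKM (SD, n = 3) in wt and 56.1 ± 4.79 in ΔnudC, a log2 fold change of -0.29 (standard error 0.093) with an adjusted p of 0.0976 from limma and an unadjusted p of 0.0125. In the alternatives tried it ranged from -0.34 to -0.06, with adjusted p from 0.0422 to 0.869. hfq, which encodes the RNA chaperone of sRNAs, had a log2 fold change of -0.25 (standard error 0.066, adjusted p = 0.0576). Of 15 genes of the cold shock list, which holds deaD, limma called 0, and 4 had an unadjusted p under 0.05 (1 higher, 3 lower). The list's median log2 fold change was -0.02 (camera adjusted p = 0.344). cspG, which encodes a cold shock protein, had a log2 fold change of -0.51 (adjusted p = 0.0476) and was not under 0.05 when adjusted over the list alone, and cspI, its relative, had -0.66 (adjusted p = 0.0763). ydfK, a cold shock gene, had 0.30 (adjusted p = 0.673), and -0.06 without wt replicate 2. Of 16 genes of RNA decay, the ribonucleases and the partners of the degradosome, limma called 0, also when adjusted over the list alone, and 6 had an unadjusted p under 0.05 (2 higher, 4 lower; median log2 fold change -0.08, camera adjusted p = 0.344). The largest log2 fold change of that list was 0.40, of rnd, which encodes ribonuclease D (adjusted p = 0.101).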

Notably, *nudC* knockout does not affect the transcription of *csdA*. To further evaluate hydrolase-mediated transcriptomic changes, Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analyses were used. 

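Genes of the chemotaxis signal relay rose together in ΔnudC. cheA, the histidine kinase gene, rose from 16.8 ± 5.19 to 62.3 ± 7.38 scaled FPKM (SD, n = 3; log2 fold change 1.87, standard error 0.206, adjusted p = 0.000584 from limma). cheW, which couples CheA to the receptors, had a log2 fold change of 1.86 (adjusted p = 0.000419), cheY, the response regulator that acts on the flagellar motor, 1.74 (adjusted p = 0.000162), and cheZ, its phosphatase, 1.68 (adjusted p = 0.000375). Of 17 tested genes of the chemotaxis list, 13 rose, 0 fell and 4 were not called, with the same counts when adjusted over the list alone (camera adjusted p = 3.7e-21, and adjusted p = 0.078 with an estimated correlation). The 4 not called were aer and the transport genes dppA, mglB and rbsB, with log2 fold changes of 0.46, 0.74, 0.67 and 0.29, named after their values were seen. Of 12 tested genes of flagellar assembly, 10 rose, 0 fell and 2 were not called, flhD and flhC, also when adjusted over the list alone (camera adjusted p = 6.7e-16, and adjusted p = 0.0649 with an estimated correlation). The other 28 of its 40 genes were under the minimum level. Of 17 tested genes of sulfate assimilation and cysteine synthesis, 6 rose, 0 fell and 11 were not called, again also when adjusted over the list alone (camera adjusted p = 1.2e-13, and adjusted p = 0.0649 with an estimated correlation). At an adjusted p under 0.05 from limma alone, 11 of the 17 were higher, the 6 called among them, and 0 lower (12 higher when adjusted over the list alone). cysH, which encodes the reductase that makes sulfite, rose from 15.5 ± 2.37 to 50.3 ± 6.79 (log2 fold change 1.64, standard error 0.145, adjusted p = 0.000162). cysA and cysW of the sulfate transporter rose with log2 fold changes of 1.57 (adjusted p = 0.000104) and 1.26 (adjusted p = 0.000999), and cysI of sulfite reductase with 1.20 (adjusted p = 0.00027). cysA and cysW share 11 bases on the same strand. In this list up to 10 genes were higher with FPKM as deposited, and with a pseudocount of 10 cysW (0.86) and cysI (0.93) were no longer called. These lists overlap with genes seen in Fig. 7 before the lists were written, so their counts are not independent evidence of a direction.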

KEGG pathway enrichment of differentially expressed genes revealed four categories, three of which—bacterial chemotaxis, flagellar assembly, and two-component system—contain overlapping elements (Fig. 7C; Fig. S14A). 

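The stator genes motA and motB and the receptor genes tar, tap, trg and tsr were higher in ΔnudC. motA and motB encode the part of the flagellar motor that drives rotation. They rose from 17.6 ± 3.28 to 67.7 ± 8.89 and from 9.89 ± 1.68 to 43.4 ± 6.58 scaled FPKM (SD, n = 3), log2 fold changes of 1.89 (standard error 0.154, adjusted p = 0.000104 from limma) and 2.03 (standard error 0.159, adjusted p = 8.0e-05). They share 4 bases on the same strand. Among the receptors, tar, for aspartate, had a log2 fold change of 1.92 (adjusted p = 0.000453), tap, for dipeptides, 2.04 (adjusted p = 4.6e-05), trg, for ribose and galactose, 1.59 (adjusted p = 4.8e-05), and tsr, for serine, 1.14 (adjusted p = 0.00797). cheR, which methylates the receptors, had 1.97 (adjusted p = 5.6e-05). cheB, which removes the methyl groups, rose from 4.13 ± 2.75 to 18.0 ± 2.93 (log2 fold change 2.06, standard error 0.418, adjusted p = 0.0169). cheB was not called after quantile normalization (adjusted p = 0.0505) or without ΔnudC replicate 1 (adjusted p = 0.0575) or 2 (adjusted p = 0.0513). tsr was below the threshold of fold change with TPM (0.94) and a pseudocount of 10 (0.62), and cheB just below it with a pseudocount of 10. Of 8 tested genes of maltose uptake, 3 rose, 0 fell and 5 were not called, also when adjusted over the list alone (camera adjusted p = 0.00402, and adjusted p = 0.239 with an estimated correlation). lamB, the maltose porin, had a log2 fold change of 1.32 (adjusted p = 0.00029). malE, the periplasmic maltose-binding protein that also serves chemotaxis, rose from 33.9 ± 4.56 to 69.5 ± 11.6 (log2 fold change 1.01, standard error 0.147, adjusted p = 0.00332), and malK, the ATPase of the transporter, had 1.04 (adjusted p = 0.0241). malE was under the threshold of fold change without wt replicate 2 (0.96), wt replicate 3 (0.95), ΔnudC replicate 2 (0.94) or ΔnudC replicate 3 (0.93) and with a pseudocount of 10 (0.85). malK was not called without wt replicate 1 (adjusted p = 0.0702), wt replicate 2 (adjusted p = 0.0580), ΔnudC replicate 2 (adjusted p = 0.0838) or ΔnudC replicate 3 (adjusted p = 0.0997), with TPM (0.87) or with a pseudocount of 10 (0.55). 1 gene of the list, lamB, was left without wt replicate 2, ΔnudC replicate 2 or ΔnudC replicate 3.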

Consistently, GO functional classification revealed two dominant groups among the biological process terms associated with cell movement in response to stimulus (Fig. 7D; Fig. S14B and C). Interestingly, the majority of genes controlled by the alternate sigma transcription factor σ^28^, also known as FliA or RpoF, were up-regulated as a result of *nudC* inactivation (Fig. 7E; Fig. S15). This factor coordinates class III flagellar genes (late time of activation) involved in the synthesis of the chemotaxis system and complete flagellum (37). Furthermore, all four σ^28^-dependent sRNAs regulating the timing of flagella biosynthesis (MotR, FliX, FlgO, UhpU) were differentially expressed in our experiment (38). In contrast, only two class II operons (middle time of activation)*—fliAZY* and *flgAMN*, encoding sigma factor σ^28^ and anti-sigma factor FlgM, were significantly up-regulated in the Δ*nudC* strain. 

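Late flagellar genes rose in ΔnudC together with fliA, the gene of σ28 itself. fliA rose from 8.58 ± 3.53 to 31.5 ± 5.44 scaled FPKM (SD, n = 3; log2 fold change 1.81, standard error 0.245, adjusted p = 0.00208 from limma). fliC, which encodes flagellin, rose from 136 ± 28.1 to 483 ± 71.1 (log2 fold change 1.83, standard error 0.159, adjusted p = 0.000145). Of 19 tested genes with σ28 promoters (class III), 16 rose, 0 fell and 3 were not called, also when adjusted over the list alone (camera adjusted p = 1.3e-19, and adjusted p = 0.078 with an estimated correlation). pdeH, a phosphodiesterase of cyclic di-GMP that favours swimming, had a log2 fold change of 1.66 (adjusted p = 0.000829), rdcB (yjcZ) 1.86 (adjusted p = 0.00408) and flxA 1.39 (adjusted p = 0.012). The 3 not called were aer, ycgR, the cyclic di-GMP brake of the motor, with 0.71 (adjusted p = 0.0697), and ymdA, with -0.87 (adjusted p = 0.0153). Without ΔnudC replicate 3, 1 gene of the list, ymdA, was called lower. Here rdcB, flxA, aer, ycgR and ymdA were chosen after their values were seen. Of the genes with both promoters, flgK and flgL, which join hook and filament, had 1.64 (standard error 0.140, adjusted p = 0.000141) and 1.77 (standard error 0.153, adjusted p = 0.000145). fliT and fliS, chaperones of the cap protein and of flagellin, had 1.64 (adjusted p = 0.00343) and 1.32 (adjusted p = 0.0264). fliD, the cap protein gene, had 2.26 ± 0.879 and 4.91 ± 0.142 scaled FPKM, under the minimum level, and a log2 fold change of 0.90 (adjusted p = 0.0807) with no filter. fliS was not called without ΔnudC replicate 1 (adjusted p = 0.0849), 2 (adjusted p = 0.0556) or 3 (adjusted p = 0.0662) or with TPM (0.95). A pseudocount of 10 brought fliS (0.61), flgK (0.96), fliT (0.91) and pdeH (0.83) under the threshold of fold change. rdcB shares 4 bases with crfC, flgL 1 base with flgO, and fliS 1 base with fliT.

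**Figure D2:**
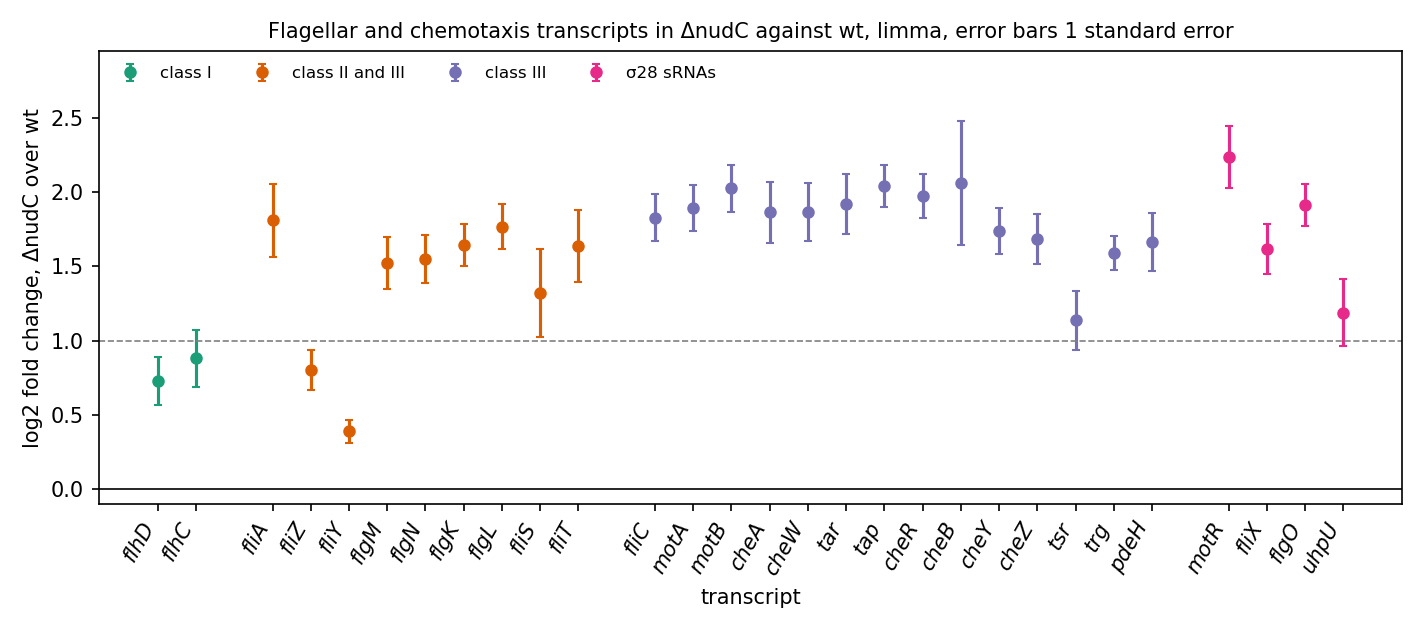
Log2 fold change of flagellar and chemotaxis transcripts in ΔnudC over wt, by class, with 1 standard error from limma as error bar. The dashed line is the threshold of 1, the class III genes drawn lie between 1.14 (tsr) and 2.06 (cheB), and flhD and flhC of class I at 0.73 and 0.88. Of the tested class III genes, flxA and rdcB, which were called, and aer, ycgR and ymdA (-0.87), which were not, are not drawn.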

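The 4 σ28-dependent sRNAs, MotR, FliX, FlgO and UhpU, were all higher in ΔnudC. motR, an sRNA of motility genes encoded ahead of motA, from 1971465 to 1971559 on the minus strand, rose from 52.1 ± 10.8 to 251 ± 67.6 scaled FPKM (SD, n = 3; log2 fold change 2.24, standard error 0.207, adjusted p = 0.000224 from limma), a 4.71-fold rise. fliX, from 1995393 to 1995587 on the minus strand after the end of fliC, rose from 359 ± 38.1 to 1124 ± 277 (log2 fold change 1.62, standard error 0.168, adjusted p = 0.000407). flgO, from 1136442 to 1136519 on the plus strand at the end of flgL, was the most abundant, with 2065 ± 261 in wt and 7810 ± 1255 in ΔnudC (log2 fold change 1.91, standard error 0.141, adjusted p = 5.6e-05). uhpU, from 3839090 to 3839355 on the minus strand at the end of uhpT, rose from 66.5 ± 17.6 to 154 ± 40.5 (log2 fold change 1.19, standard error 0.227, adjusted p = 0.0127). All 4 were called, also when adjusted over the list alone (camera adjusted p = 6.3e-07, and adjusted p = 0.105 with an estimated correlation). The paper, which cites earlier work for this set, had reported all 4 as differentially expressed in the same samples, so the list is not independent evidence of its direction. The values of motR and uhpU are uncertain, since motR shares 37 bases with flhC and uhpU 220 of its 266 bases with uhpT on the same strand. fliX lies directly after fliC, and flgO at the end of flgL, each on the strand of that gene. fliC and flgL had similar log2 fold changes, 1.83 and 1.77. Whether fliX and flgO rose apart from these genes was not tested. For motR, flhC had only 10.5 ± 3.01 scaled FPKM in wt and 19.9 ± 2.32 in ΔnudC. These levels, below those of motR in both strains, argue against reads of flhC as the source of its rise. The paper's Northern blot, which does not depend on how reads are divided, also showed more MotR in ΔnudC. uhpU was not called without wt replicate 2 (adjusted p = 0.0501).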

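In the fliAZY operon the rise was largest in fliA. fliZ, which encodes a repressor of σS-dependent genes, rose from 8.87 ± 0.673 to 16.2 ± 1.00 scaled FPKM (SD, n = 3; log2 fold change 0.80, standard error 0.134, adjusted p = 0.00659 from limma). fliY (tcyJ), a cystine-binding protein gene, rose from 143 ± 9.59 to 188 ± 2.05 (log2 fold change 0.39, standard error 0.078, adjusted p = 0.0158). Both were under the threshold of fold change. In flgAMN, flgM, the anti-σ28 factor, rose from 31.2 ± 7.59 to 90.2 ± 9.68 (log2 fold change 1.53, standard error 0.174, adjusted p = 0.00072). flgN, a chaperone of hook-filament proteins, rose from 28.3 ± 4.75 to 84.8 ± 15.1 (log2 fold change 1.55, standard error 0.164, adjusted p = 0.000449). flgA, a chaperone of the P ring, had 1.53 ± 0.339 and 3.53 ± 0.481, under the minimum level, with a log2 fold change of 0.85 (adjusted p = 0.0621) with no filter. Of 9 tested genes with both FlhDC and σ28 promoters, 7 rose, 0 fell and 2 were not called, also when adjusted over the list alone (camera adjusted p = 9.9e-12, and adjusted p = 0.0649 with an estimated correlation). With a pseudocount of 10, 4 of them were called. None of the 27 class II genes, which encode the hook, basal body and export apparatus, reached the minimum level. Without the filter limma put 0 of the 27 under an adjusted p of 0.05 and 9 under an unadjusted p of 0.05. Of the 27, 25 had a log2 fold change above 0, with a median of 0.49, from -1.04 (fliE) to 1.30 (fliQ, adjusted p = 0.0512), genes chosen after their values were seen.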

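Of 6 sRNAs listed here as regulators of flhDC, 1 fell, gadY, and 5 were not called, also when adjusted over the list alone (camera adjusted p = 0.0125, and adjusted p = 0.358 with an estimated correlation). Of the 6, the paper names McaS, OmrA and OmrB as regulators of flhDC, and none of these was called. mcaS, an sRNA that activates flhDC, had 741 ± 21.1 scaled FPKM (SD, n = 3) in wt and 1233 ± 352 in ΔnudC, a 1.62-fold difference (log2 fold change 0.70, standard error 0.174, adjusted p = 0.0437 from limma). omrA, which represses flhDC, had 5776 ± 331 and 3418 ± 519 (log2 fold change -0.77, standard error 0.123, adjusted p = 0.00518, a 1.70-fold difference). omrB, its close copy with the same target, had 5010 ± 1418 and 2790 ± 484 (log2 fold change -0.82, standard error 0.212, adjusted p = 0.0499, a 1.76-fold difference). omrA and omrB can share reads, so the level of each is uncertain. gadY, which is encoded opposite the end of gadX, fell from 5311 ± 1016 to 1375 ± 189 (log2 fold change -1.94, standard error 0.149, adjusted p = 7.2e-05), while arcZ had -0.09 (adjusted p = 0.758) and oxyS -0.50 (adjusted p = 0.274), both chosen after their values were seen. flhC, a subunit of the master regulator, had 10.5 ± 3.01 in wt and 19.9 ± 2.32 in ΔnudC, 1.84-fold (log2 fold change 0.88, standard error 0.193, adjusted p = 0.0245). Without single libraries the adjusted p of several of these rose over 0.05, with the log2 fold changes in parentheses. flhC had an adjusted p of 0.0065 (log2 fold change 1.09) without wt replicate 2, but 0.0702, 0.0764, 0.0780, 0.0645 and 0.0545 without wt replicate 1, wt replicate 3 and ΔnudC replicates 1, 2 and 3 (log2 fold changes of 0.75 to 0.94). mcaS had 0.0932, 0.117, 0.112 and 0.0964 without wt replicates 1, 2 and 3 and ΔnudC replicate 2 (0.67 to 0.71). omrB had 0.00865 (log2 fold change -1.05) without wt replicate 1, but 0.145, 0.123, 0.0793, 0.0753 and 0.146 without wt replicates 2 and 3 and ΔnudC replicates 1, 2 and 3 (-0.91 to -0.63).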

Still, albeit to a lesser extent (1.7–1.8-fold change), the expression of positive *flhDC* regulator McaS and negative sRNA regulators OmrA and OmrB (39, 40) was up- and down-regulated, respectively, leading to a statistically significant 1.9-fold increase in the amount of mRNA of flagellar transcriptional regulator *flhC*. Thus, the transcription of specific class II operons in the Δ*nudC* strain may also be facilitated by the FlhDC flagellar transcription regulator.

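flhD, which encodes the partner of FlhC in the master regulator of flagellar genes, rose from 17.4 ± 3.37 to 29.4 ± 4.22 scaled FPKM (SD, n = 3), 1.66-fold (log2 fold change 0.73, standard error 0.163, adjusted p = 0.0265 from limma). Of the 2 genes of class I, flhD and flhC, both had an adjusted p under 0.05, also when adjusted over the list alone, and neither reached a fold change of 2 in the main test (camera adjusted p = 0.0123, and adjusted p = 0.239 with an estimated correlation). flhC was called with FPKM as deposited (1.01) and without wt replicate 2. flhD had an adjusted p of 0.0825, 0.0806, 0.0827 and 0.0923 without wt replicate 1, wt replicate 3, ΔnudC replicate 1 and ΔnudC replicate 3 (log2 fold changes of 0.63 to 0.70). The paper reasons that the changes of McaS, OmrA and OmrB led to the rise of flhC mRNA. From this it proposes that FlhDC may also help the transcription of particular class II operons in ΔnudC.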

**FIG 7:**
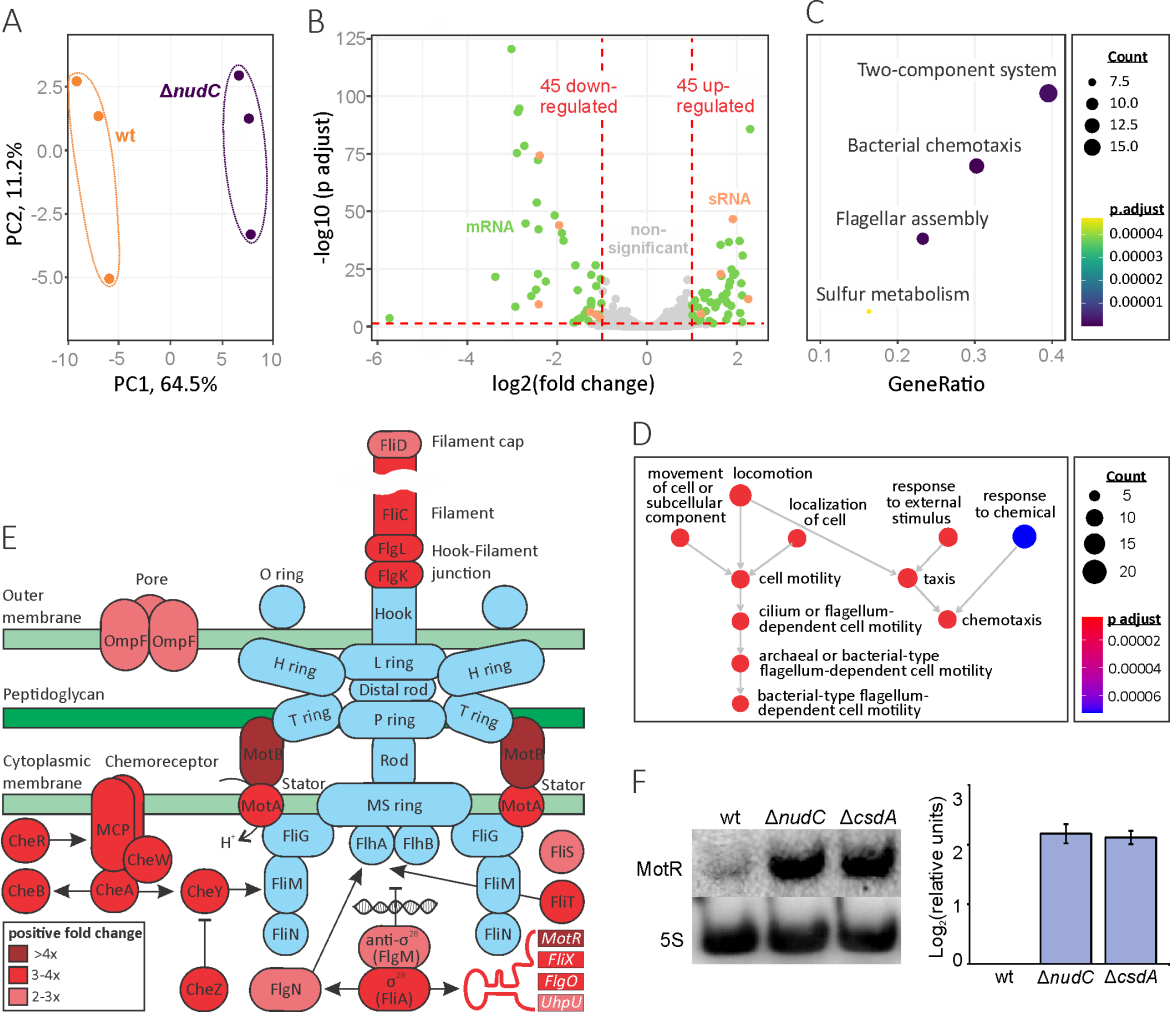
The effect of Δ*nudC* knockout on gene expression. (**A**) PCA analysis of wild-type *E. coli* BW25113 (wt) and Δ*nudC* RNA-seq data sets. (**B**) The Volcano plot of differentially expressed transcripts in the Δ*nudC* strain. Significantly dysregulated mRNAs and sRNAs that passed the ≥1 log2-fold change and <0.05 adjusted *P* value thresholds are shown in green and orange, respectively. (**C**) KEGG pathway functional classification of the differentially expressed transcripts. (**D**) The molecular function category of the GO classification. (**E**) Affected genes on a flagellar model. Proteins and sRNAs (MotR, FliX, FlgO, UhpU) are represented by ovals and rectangles, respectively. The red color depicts the up-regulated genes in the Δ*nudC* strain. (**F**) MotR sRNA expression increases in both Δ*nudC* and Δ*csdA* strains (4.5 ± 0.5- and 4.3 ± 0.3-fold, respectively). 5S rRNA was used as a quantitative control. Three independent biological replicates were used to calculate the mean ± SD.

Northern blot analysis performed using RNA from exponentially growing cultures at 24°C not only reaffirmed an approximately 5-fold augment in *MotR* level in the absence of NudC but also revealed that the lack of functional *csdA* affects the cellular abundance of this Hfq-bound small RNA controlling flagella synthesis and motility (38) (Fig. 7F). On the contrary, we observed a sharp decrease in MotR expression (−21.8 ± 11.3-fold) following the introduction of the NudC-coding plasmid into the cell (Fig. S16A). Although the expression of inactive NudC(E178Q) also impacted the abundance of MotR, the inhibition was not as pronounced (−4.9 ± 4.6-fold). This suggests that catalytic activity, at least to some extent, is necessary for the regulation of this sRNA. This information indicates that NudC and perhaps CsdA could jointly contribute to bacterial movement.

### Effects of NudC and CsdA on bacterial motility

Bacterial motility is often altered as an adaptive response to diverse environmental challenges (41, 42). 

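Summed by class, the flagellar genes had higher levels in the ΔnudC libraries. Class III, which holds flagellin, the motor and the chemotaxis genes, summed to 362 ± 58.5 scaled FPKM (SD, n = 3) in wt and 1210 ± 172 in ΔnudC, a ratio of 3.34. The genes with both kinds of promoter, among them fliA and flgM, summed to 253 ± 19.4 and 520 ± 40.7, a ratio of 2.05. Without fliY (tcyJ), the most abundant of them, they summed to 110 ± 9.96 and 332 ± 42.6, a ratio of 3.02, a sum chosen after the values were seen. The 4 σ28-dependent sRNAs summed to 2543 ± 249 and 9340 ± 1635, a ratio of 3.67. Most of both sums was flgO alone, with 2065 ± 261 in wt and 7810 ± 1255 in ΔnudC, so this ratio is mainly that of flgO. The 27 class II genes of hook, basal body and export, each under the minimum level for the test of single transcripts, summed to 44.0 ± 4.79 and 68.6 ± 10.1, a ratio of 1.56. Of the 27, 6 were higher and 1 lower in every ΔnudC library than in every wt library, where chance gives 10% in both directions together. Of all tested transcripts 28.6% part in this way, but none of the 27 is among them. The share over transcripts under the minimum level was not computed, so no comparison is drawn. flhD and flhC summed to 28.0 ± 6.38 and 49.3 ± 5.86, a ratio of 1.76. For each of these sums the 3 ΔnudC libraries lay above the 3 wt libraries (2-sided exact permutation test, p = 0.1 each, the smallest p that 3 against 3 allow).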

Our results of the comparative transcriptomic analysis showed that the deletion of *nudC* promotes the expression of flagellar components in *E. coli*. Moreover, the universal stress protein UspG, which was identified as one of the NudC-interacting factors, is important for bacterial adhesion and motility (27). With this in mind, we sought to establish the regulatory effects of both NudC and its interaction partner CsdA on the swimming speed of *E. coli* cells. Analysis of the Δ*nudC*, Δ*csdA*, and Δ*nudC*Δ*csdA* strains revealed that only cells without the NudC displayed enhanced motility compared to the wt and Δ*csdA* strains at both normal and low temperatures (Fig. 8A; Table S3). At the same time, this swimming phenotype is not caused merely by the growth defects because Δ*nudC* and wt have similar growth curves (Fig. S17). Remarkably, the Δ*nudC*Δ*csdA* double-deletion strain was devoid of the fastest swimming capacity, suggesting that the intercommunion between NudC and CsdA may play a role in modulating the phenotypic response. Moreover, while the *csdA* mutation slightly slowed down the bacterial growth at 37°C, similar double-mutant and wt growth curves (except for an extended adaptation period in the mutant) indicate that *nudC* inactivation may attenuate the defect of Δ*csdA* at a convenient temperature. Although Δ*csdA* cells spread poorly compared to wt bacteria at 24°C, we propose that this impairment may be caused by a significant reduction in the overall growth of the CsdA-lacking strains at a lower temperature (Fig. S17B) (28). The expression of plasmid-borne *nudC* retarded cell motility in the tested strains, indicating that the deficiency of NudC specifically led to the aberrant Δ*nud*C phenotype (Fig. 8B). To ascertain whether the changes in motility are attributable to the catalytic activity of NudC, we expressed the NudC(E178Q) mutant protein into the Δ*nudC* strain (Fig. S16B). In agreement with the previously demonstrated results for the motility-regulating MotR sRNA (Fig. S16A), the introduction of the catalytically inactive mutant showed intermediate outcomes in terms of movement reduction. Taken together, these results suggest that the changes in motility could be a result of both the catalytic and non-catalytic activities of NudC. In contrast to *nudC*, the expression of *csdA* significantly improved motility in the majority of strains (Fig. 8C; Table S3). Compared to cells with the pZA vector, lower spread area was only observed for wt cells with pZA-CsdA at 37°C, suggesting that bacterial motility depends on temperature and genetic context. Previous studies have shown that alternative cold shock-responsive factors significantly transform cellular RNomic and proteomic landscapes to adapt to low temperatures (43) when *csdA* expression is highly induced (44). Therefore, we suppose that additive modulators of CsdA or NudC activity may be expressed only under specific conditions. The growth analysis revealed no significant differences between strains and confirmed the functional activity of the pZA-CsdA plasmid that rescued the impaired growth of the Δ*csdA* strain at 24°C (Fig. S17).

**FIG 8:**
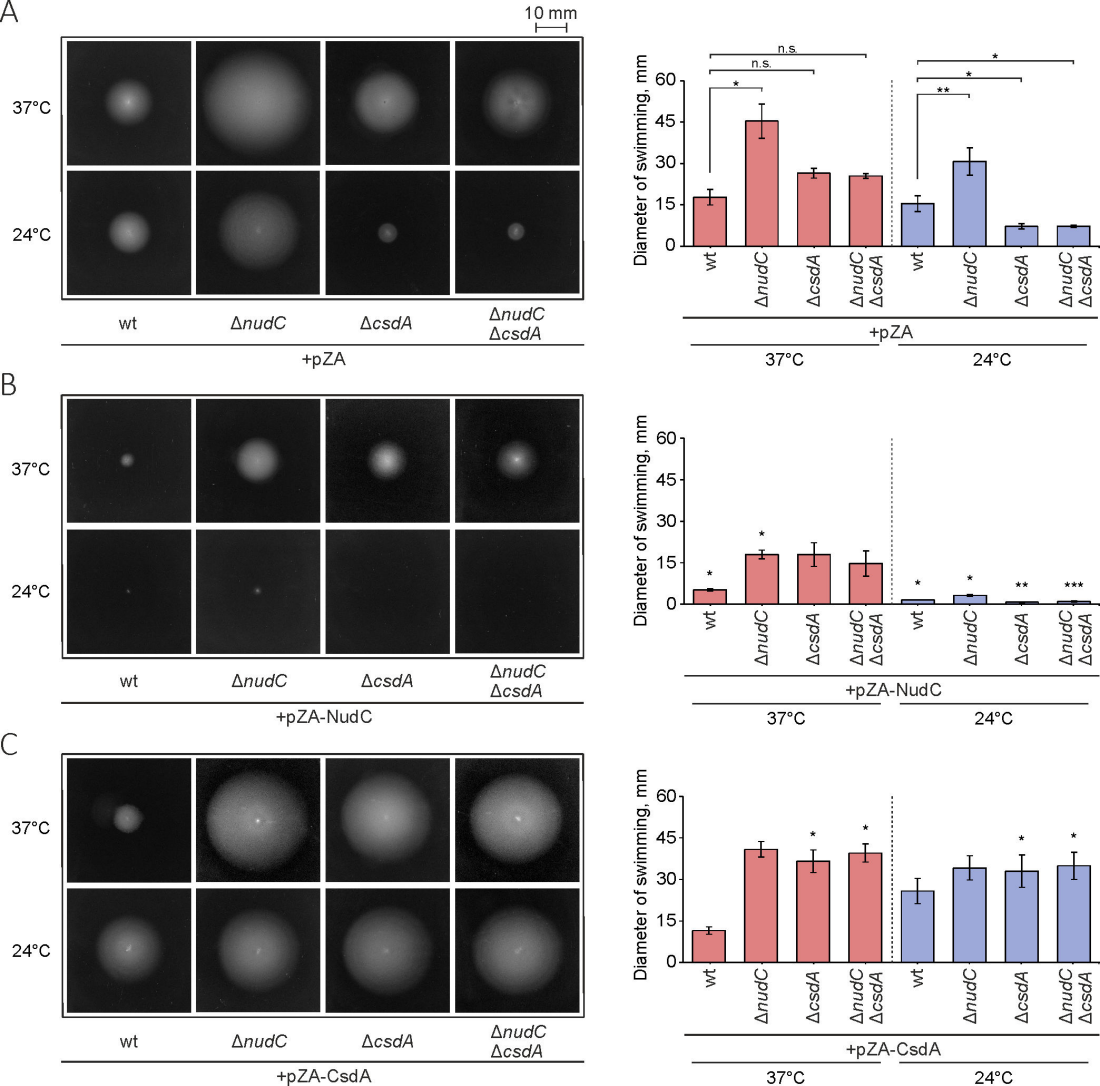
Swimming phenotype of wild-type BW25113 and its derivatives. (**A**) Images of a colony spreading of strains with an empty pZA vector. The effect of plasmid-mediated expression of *nudC* (**B**) and *csdA* fused with *ecfp* (**C**) on bacterial motility. Cells were spotted on soft agar (0.25%) with IPTG and incubated for 16 and 20 h at 37°C and 24°C, respectively. The mean swimming diameter ± SD for each strain was calculated from three biological replicates. *P < 0.05, **P < 0.01, and ***P < 0.001 denote statistical significance as determined using student’s *t*-test. Lines with asterisks indicate a significant difference between the connected bars. Asterisks positioned above bars in the middle and lower plots indicate a significant difference between the corresponding strain with an empty pZA vector. "n.s." denotes non-significant results. See Table S3.

Transmission electron microscopy was applied to assess whether the NudC-dependent motility failures depend on flagella function (Fig. S18). Our data show that the Δ*nudC* cells exhibit hyper-flagellation compared to wt cells. Yet, complementation of Δ*nudC* with the plasmid-based *nudC* gene restored the low flagellar density. Thus, we concluded that the interplay between NudC and CsdA affects factors regulating flagellar density and motility in *E. coli*.

Based on our data, we proposed a model explaining the functional relationship between NudC and CsdA in *E. coli* motility, according to which, free or in complex with an unknown protein (e.g., a potential interaction partner, UspG), NudC triggers a decrease in bacterial motility, while CsdA promotes it. The effect of both proteins may be neutralized after the formation of the NudC-CsdA complex (Fig. S19). In conclusion, we have established a hitherto unknown link between cellular motility and the RNA-demodifying enzyme.

## DISCUSSION

In this work, we demonstrate, for the first time, that a larger portion of RNA in *E. coli* bears the 5′-NAD^+^ modification when grown at lower temperatures. This phenomenon persists also during the stationary growth phase at 37°C and 24°C, despite the similar concentrations of intracellular NAD^+^ cofactor. Our data highlight RNA capping as a selective process functioning as one of the stress response pathways in bacterial adaptation. These results add to the accumulating evidence that links 5′-terminal RNA modification to environmental stimuli, such as disulfide stress (7), hormonal influence (5), growth medium (19, 45), and growth phase (3, 8, 9, 11). Our results emphasize the importance of epitranscriptomic information in a broader sense that reaches beyond genome-coded elements, including promoter sequences (3, 8, 9, 19, 32, 46 – 48). In bacteria, higher RNA modification under particular stress conditions could come with the advantage of increased RNA stability (3, 7, 8) and maybe even guarantee the synthesis of specific RNAs critical under certain environmental circumstances (11) as transcription initiation with NAD^+^ is shown to stimulate the promoter escape (46). Indeed, despite the global increase in the total amount of 5′-NAD-RNA at 24°C, we demonstrate that the modified fraction does respond to the temperature change for just one out of three RNAs analyzed using APB affinity gel electrophoresis. It is DsrA, the sRNA, that stimulates the translation of the stress σ factor RpoS (49), which shows a significant increase in the 5′-NAD-RNA portion and total amount. However, the direction of causal dependence between an increase in NAD modification and total transcription as detected in this publication and earlier work (11) awaits further research, as does the effect of 5′-NAD-sRNA on their target genes (47).

The observation that many potential NudC-interacting proteins, including the most prominent one, CsdA helicase, are related to bacterial stress-response pathways further strengthens the link between epitranscriptomic modification and environmental stimuli. Meanwhile, the proteins associated with the RNA degradosome, again including CsdA, seem to connect NAD-cap decapping with RNA hydrolysis, which is critical for bacterial adaptation. This appears to be particularly important, knowing that NudC has no specific RNA-binding activity (23). We can speculate that the interaction between NudC and the RNA chaperone Hfq additionally directs hydrolase toward Hfq-bound sRNAs, the repertoire of which bears NAD modification (2, 11, 32) and needs fast alterations in an ever-changing environment (50). On the other hand, as the majority of NudC and CsdA proteins are localized throughout the cytoplasm, functions of these proteins must reach far beyond the membrane-anchored RNA degradosome (29). Specifically, NudC associates with ribosome proteins. Along with the fact that both interaction partners, CsdA and Hfq, contribute to ribosome biogenesis and assembly (51 – 53), it supports the notion of the possible involvement of the decapping protein in bacterial translation.

As we provide evidence for direct interaction between NudC and CsdA, it is important to note that other Nudix hydrolases also function in complexes with additional proteins. Indeed, the association of a Nudix family pyrophosphatase with a cold shock DEAD-box RNA helicase, RhlE, has been observed in the aquatic Gram-negative bacterium *Caulobacter crescentus* (54), indicating that cooperative helicase-hydrolase relationships in stress responses may be common in bacteria. *E. coli* 5′-PPP-RNA hydrolase RppH is activated thereupon, forming a heterotetrameric complex with diaminopimelate epimerase DapF (55, 56). The activity of the eukaryotic m^7^G decapping protein Dcp2 is stimulated by Dcp1, interacting through their N-terminal regions (31), similar to NudC and CsdA. We demonstrate that both interacting partners localize in bacterial cytoplasm and their deletions show functional overlap in bacterial motility. Unexpectedly, we discover that the Δ*nudC* increases the swimming speed of *E. coli*, while the absence of CsdA appears to have the opposite effect. To our knowledge, at least two other Nudix enzymes have been shown to regulate bacterial motility, though in the reverse direction. The deletion of *E. coli* Np_n_N-cap hydrolase *apaH* (7, 9) results in a loss of bacterial motility and decreased flagellin synthesis (57), while the plant pathogen *Pseudomonas syringae*, deficient in NudC accumulation, displays severely impaired swimming and swarming abilities (58).

Out of all phenotypes described in NudC*-* and CsdA*-*lacking strains, the most striking one appears to be the effect of both proteins on the multiplicity of NAD-modified RNA species. We show that despite CsdA’s inability to globally regulate the cellular level of RNA NAD capping, a total of 75 5′-NAD-RNA not found in wt have been elucidated in the Δ*csdA* strain, covering almost one-third of the species specific to Δ*nudC* (56 out of 198). Moreover, CsdA affects two out of three NAD-capped sRNAs analyzed in APB gels. CsdA itself does not display hydrolase activity, but it could act as a mediator between NudC and the degradosome. On the other hand, we demonstrated that NudC can both reduce and even increase the amount of NAD-sRNA, depending on the nature of the particular molecules. Although the latter effect contradicts the main enzymatic function of NudC hydrolase (23), an even more drastic one was detected in the deletion strain of the yeast homolog of NudC Npy1. In that particular case, while the number of unique NAD-capped RNAs doubled, the NAD-modification ratio increased only for 164 out of 1,177 RNAs (48). What is more, we revealed that NudC functions as the regulator of not only NAD-modified RNAs but also of their total amount. Similarly, the lack of BsRppH in *B. subtilis* (3), Npy1 in yeast BY4742 (48), and DXO1 in *Arabidopsis thaliana* is known to affect the expression of hundreds of genes (5, 59, 60). In the future, it would be interesting to find out whether the hydrolase activity of bacterial NudC is necessary to cause extensive alterations in transcriptome profiles. A recent study of DXO1, a member of the DXO/Rai1 family in *Arabidopsis*, revealed a non-enzymatic function of this deNADing protein: the activation of RNA guanosine-7 methyltransferase responsible for the methylation of the guanosine cap (61). Together, the data obtained point to both the connection among all forms of RNA as well as the biological functions of 5′-NAD-RNA hydrolases extending far beyond the RNA decapping process.

## MATERIALS AND METHODS

### HPLC-MS/MS analysis of 5′-NAD^+^-RNA

For HPLC-MS/MS analysis, bacterial cultures were grown in LB medium at 37°C or 24°C and collected at specific growth stages after premixing with 1/8 vol of ice-cold STOP solution (5% acid phenol, 95% ethanol). Total RNA was extracted using RNazol RT (RN 190) (Molecular Research Center, Inc.) according to the manufacturer’s recommendations, additionally purified using the RNA Clean & Concentrator-100 Kit (Zymo Research), treated with TURBO DNAse (Invitrogen), and further recovered with the RNA Clean & Concentrator-100 Kit. After splitting into two, half of the sample containing 2.5 µg/µL RNA was treated with 0.05 U/µL P1 nuclease (Sigma Aldrich) for 16 h at 37°C, while the other half was incubated at the same conditions only without the P1 nuclease. The digestion products were purified with a Microcon-10 kDa filter (Millipore) and analyzed by an integrated HPLC/ESI-MS/MS system (Agilent 1290 Infinity/6410B triple quadruple) after loading on a Discovery SH C18 column (Supelco), followed by elution with a linear gradient from 0.02% formic acid in water to 100% acetonitrile. The mass spectrometer was operating in a positive ion mode, and the intensity of modification-specific ion transitions was recorded (*m*/*z* 664.1–542.1). The amount of detected NAD^+^ was evaluated using MassHunter Qualitative Analysis software (Agilent Technologies), normalized according to P1-untreated samples, and quantified based on a calibration curve. All results were calculated from three biological replicates, and their significance was evaluated using the Welch *t*-test and pairwise comparisons.

### Affinity-tag pull-down

For affinity-tag pull-down experiments, *E. coli* BL21(DE3)RIL was transformed with a plasmid containing the *nudC* gene with six histidine residues, pET28a-NudC-His, or a parental vector without the insert, pET28a. The construction of plasmids used in affinity-tag pull-down experiments is detailed in supplementary methods. Selected colonies were inoculated into LB medium with appropriate antibiotics and grown at 37°C and 200 rpm. Overnight bacterial cultures were diluted 100-fold into fresh LB medium supplemented with required antibiotics and grown at 37°C until OD_600_ 0.6–0.8. After induction with 0.1 mM IPTG, bacteria were further grown at 37°C for 4 h or at 16°C for 18 h with shaking at 200 rpm. Bacteria were collected by centrifugation for 15 min at 3,000 × g at 4°C, and pellets were washed with water. For experiments with the BW25113 strain, no plasmid, antibiotic, or inducer was used.

For bacterium lysis, pellets were resuspended in lysis buffer A (10% saccharose, 50 mM Na_2_HPO_4_ × 2H_2_O, 100 mM NaCl, Complete EDTA-free protease inhibitor cocktail tablets (Roche), 0.1% Triton X-100, 0.1 µM pepstatin, pH 7.4) and sonicated with a Vibra cell ultrasonic processor for 6 min, using 1 s pulses and 60% amplitude. The lysates were centrifuged for 20 min at 20,000 × g 4°C, and the supernatants were collected and filtered through a 0.45 µm filter.

Chelating Sepharose Fast Flow sorbent (GE Healthcare) was prepared by removing ethanol and washing two times with an equal volume of autoclaved water, one time with 0.1 M NiSO_4_, and then again five times with autoclaved water. Each time, the supernatant was removed by centrifuging the sorbent for 5 min at 500 × g 4°C. Finally, the sorbent was mixed with an equal volume of lysis buffer B (10% saccharose, 50 mM Na_2_HPO_4_ × 2H_2_O, 100 mM NaCl, pH 7.4).

All further steps were performed at 4°C with three different types of samples: (i) 5 mg of bacteria lysate with expressed NudC-His, (ii) 5 mg of bacteria lysate without, or (iii) with 243 µg of recombinant NudC-His. All three samples were mixed with previously prepared sorbent at a ratio of 8.3:1 and incubated for 1 h 30 min at 8°C. Where indicated, 10 µg of RNase A (Thermo Fisher Scientific) was added during this step. After incubation, the supernatant was discarded by centrifuging the samples for 5 min at 500 × g. Proteins that interact with the sorbent non-specifically were removed by incubating samples with 5 vol of 60 mM imidazole containing lysis buffer B for 5 min and then centrifuging for another 5 min at 500 × g. In total, the previous step was repeated five times. Sorbent beads were incubated with 8 M urea for 10 min at room temperature to remove only co-purified proteins, thus minimizing NudC-His quantity for MS analysis. Alternatively, all the sorbent-bound proteins were separated from the sorbent by heating the samples for 5 min at 95°C and analyzed by SDS-PAGE.

### LC-MS^E^-based protein identification

For band-specific analysis, selected protein bands were cut from SDS-PAGE using a sterile razor blade, sliced into 1–2 mm^3^ pieces, and incubated twice with 200 µL of destaining solution (25 mM NH_4_HCO_3_, 50% CH_3_CN) for 30 min at 37°C. Then, proteins were reduced with 50 mM TCEP in 25 mM NH_4_HCO_3_ for 10 min at 60°C. Cysteine residues were alkylated with freshly prepared 100 mM iodoacetamide in 25 mM NH_4_HCO_3_ for 1 h at room temperature. Samples were washed twice with destaining solution for 15 min at 37°C, dehydrated by incubating with CH_3_CN for 15 min at room temperature, and digested overnight by trypsin at 37°C. Peptides were then collected by centrifugation and further extracted from the gel after incubation with 5% CF_3_COOH and 50% CH_3_CN for 1 h at 37°C.

For the proteome-wide screen, samples were processed in 0.5 mL Amicon Ultra 30k filtration units according to the FASP protocol (62). In brief, each sample was diluted to a volume of 200 µL using freshly prepared urea buffer (8 M urea in 0.1 M Tris–HCl, pH 8.5). Proteins were alkylated with 50 mM iodoacetamide and washed twice with urea and twice with 50 mM NH_4_HCO_3_. Proteins were digested overnight by trypsin at 37°C. Peptides were then collected from a filter by centrifugation, which was further washed with 40 µL 20% CH_3_CN. The eluates were acidified with 10% CF_3_COOH and, together with peptides prepared for band-specific analysis, lyophilized in a vacuum centrifuge. The lyophilized peptides were redissolved in 0.1% formic acid.

The peptide mixture was separated on the Waters Acquity ultra-performance LC system (Waters Corporation, Wilmslow, UK) using an HSS T3 250 mm analytical column at a flow rate of 300 nL/min. LC-(UD)MS^E^ (63) data were acquired in positive ion and resolution mode with SYNAPT G2 using Masslynx (version 4.1) in alternating low energy (MS), coupled with ion mobility separation (IMS), and high energy (MS^E^) modes with a mass scan range from 50 to 2,000 *m*/*z* and scan time set to 0.8 s.

The raw data were processed with the ProteinLynx Global Server (PLGS) version 3.0.1 (Waters Corporation, UK). Raw data were lock mass-corrected using the doubly charged ion of [Glu1]-fibrinopeptide B (*m*/*z* 785.8426) and a 0.25 Da tolerance window. Peak lists were generated using the following parameters: (i) low energy threshold was set to 150 counts; (ii) elevated energy threshold was set to 50 counts; and (iii) intensity threshold was set to 750 counts. Database searching was performed with the PLGS search engine using automatic peptide tolerance and fragment tolerance, with minimum fragment ion matches of one per peptide and three per protein, false discovery rate (FDR) <4%. Trypsin as the cleavage protease was used for data analysis; one missed cleavage was allowed; the fixed modification was set to carbamidomethylation of cysteines; and the variable modification was set to oxidation of methionine. The Uniprot *Escherichia coli* (strain B/BL21-DE3) database downloaded on 12 February 2020 was used for protein identification.

Protein quantification was calculated using the Hi3 method (64) based on the 50 fmol loading of trypsin-digested phosphorylase b (SwissProt P00489).

### BATCH assay

For the analysis of NudC and CsdA protein interactions *in vivo*, the *E. coli* BTH101 strain was chemically transformed with plasmids containing either NudC- or CsdA-encoding genes fused to T18 or T25 adenylate cyclase subunits (65). In total, eight different combinations were made: pUT18C-CsdA/pKNT25-NudC, pUT18C-CsdA/pKT25-NudC, pUT18-CsdA/pKNT25-NudC, pUT18-CsdA/pKT25-NudC, pUT18C-NudC/pKNT25-CsdA, pUT18C-NudC/pKT25-CsdA, pUT18-NudC/pKNT25-CsdA, and pUT18-NudC/pKT25-CsdA. As a control, the *E. coli* BTH101 strain was transformed with plasmids containing just the subunits of adenylate cyclase: pUT18C/pKNT25, pUT18C/pKT25, pUT18/pKNT25, and pUT18/pKT25.

To determine which region of each protein is responsible for the interaction between NudC and CsdA, the BTH101 strain was chemically transformed with another set of plasmid pairs: pKNT25-NudC/pUT18C-CsdA, pKNT25-NudC-N/pUT18C-CsdA-N, pKNT25-NudC-N/pUT18C-CsdA-C, pKNT25-NudC-C/pUT18C-CsdA-N, pKNT25-NudC-C/pUT18C-CsdA-C, pKNT25-NudC/pUT18C-CsdA-N, pKNT25-NudC/pUT18C-CsdA-C, pUT18C-CsdA/pKNT25-NudC-N, and pUT18C-CsdA/pKNT25-NudC-C. As a control, the *E. coli* strain BTH101 was transformed with plasmids that contained only adenylate cyclase subunits (pKNT25/pUT18C), one of the complex-forming proteins and adenylate cyclase subunits (pKNT25-NudC/pUT18C, pUT18C-CsdA/pKNT25) or only a truncated variant of one of the complex-forming proteins and adenylate cyclase subunits (pKNT25-NudC-N/pUT18C, pKNT25-NudC-C/pUT18C, pKNT25/pUT18C-CsdA-C, pKNT25/pUT18C-CsdA-N).

In all transformations, 0.2 µg of each plasmid was used. One microliter of overnight cultures (grown at 37°C) was placed on LB agar plates containing X-gal (40 µg/mL), IPTG (0.5 mM), and appropriate antibiotics and grown at 30°C. Changes in the color of the colonies were registered after 2 days.

For analysis of NudC interaction with Hfq protein, the set of Hfq-encoding gene plasmids fused to T18 or T25 adenylate cyclase subunit was co-transformed with NudC variants. The construction of plasmids used in BATCH assays is detailed in supplementary methods.

### Fluorescence microscopy

Overnight bacterial cultures were diluted 100-fold with fresh LB media supplemented with an inducer (arabinose and/or IPTG) and incubated to reach midlog (OD_600_ ~0.5). Then, 1 mL of the bacterial suspension was washed three times in PBS buffer and fixed with 4% formaldehyde for 5 min in the dark. The bacteria were washed three times with PBS to remove the remaining formaldehyde before being concentrated to 50 µL and subjected to fluorescence microscopy. In the case of cold shock, 1 mL of the bacterial cultures grown to midlog was incubated at 16°C for 30 min before being fixed with 4% formaldehyde and stained with 1 µg/mL (final concentration) DAPI for 5 min. For microscopy, 3 µL of cell suspension was loaded on a slide and visualized at 1,000 × magnification using a WIBA filter for ECFP/EYFP (460–490 nm excitation and 515–550 nm emission) and a MWU filter for DAPI (330–385 nm excitation and >420 nm emission) on a fluorescence microscope Olympus AX70 with a 100×/1.35 oil immersion lens and a CCD camera Orca (Hamamatsu). The experiment was repeated twice. The images obtained at different wavelengths were merged into a single image using Fiji software.

### RNA library preparation and sequencing data analysis

For RNA library preparation, the RNA was purified as described above from the exponential phase bacterial cultures grown in LB medium at 24°C. The quality of extracted RNA was evaluated using the Agilent RNA 6000 Pico Kit (Agilent Technologies).

NAD captureSeq libraries were prepared according to the modified protocol provided by (30). To be precise, after DNA removal, fragmentation (which was prolonged to 3 min), and ADPRC reaction, RNA was purified using the RNA Clean & Concentrator-100 Kit (Zymo Research). For the click reaction, the RNA was purified and precipitated according to the RNA Clean & Concentrator-100 Kit protocol and incubated with 1 mM of CuBr and 9 mM of THPTA. Then, 70–80 µg of biotinylated RNA was mixed with 25 µL of prewashed magnetic beads, Dynabeads MyOne Streptavidin C1 (Invitrogen), and further processed as described in (30). Following the RNA capture, the magnetic beads were washed four times with Streptavidin wash buffer containing 0.25% Triton and then three times with H_2_O. The RNA 3′-adaptor, containing an 11 nt UMI sequence, was preadenylated using the 5′ DNA Adenylation Kit (New England BioLabs), and 13 PCR cycles were performed.

For the total RNA library, rRNAs were depleted using the RiboMinus Bacteria 2.0 Transcriptome Isolation Kit (Invitrogen). The remaining RNA was incubated for 2 min at 75°C in the RNA fragmentation buffer containing 10 mM Tris-HCl (pH 7.4) and 10 mM ZnCl_2._ The obtained 100–400 nt fragments were dephosphorylated using T4 PNK (Thermo Fisher Scientific) in buffer B for 1 h at 37°C. The RNA library was prepared from 140 ng of fragmented and dephosphorylated RNA according to the NEXTflex Small RNA-seq Kit v3 protocol (PerkinElmer) with the following modifications: the incubation time at 42°C and 72°C was extended to 60 min (steps E and G of the manual); the fragments were amplified for 9 PCR cycles (step G); and steps F and H1 were performed without size selection as described in the alternative library prep protocol. RNA libraries up to 500 nt in length were purified from PAA gel as outlined in step H2.

The size distribution of prepared libraries was evaluated by capillary electrophoresis (Agilent High Sensitivity DNA Kit, Agilent Technologies) and quantified by the KAPA Library Quantification Kit (Roche). Deep bi-directional sequencing of NGS libraries was performed at EMBL Genomics Core Facilities using NextSeq 1000/2000 P2 Reagents (100 Cycles) v3 (Illumina).

The quality of raw sequencing reads was evaluated using the FASTQC program v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). RNA-seq raw reads were quality (PHRED threshold 20) and length (minimum length 20) filtered using Trim Galore! v0.6.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). NAD captureSeq raw reads were trimmed with SeqPurge (66) (adapter removal and length filtering) and cutadapt (67) (poliG/poliA removal). Processed reads were mapped to the reference *E. coli* BW25113 strain K-12 (NZ_CP009273.1) genome using hisat2 v2.2.0 (68) (options --no-unal --no-spliced-alignment -X 500 --no-mixed --no-discordant for the RNA-seq data and --score-min L,0,–0.3 --no-unal --no-mixed --no-spliced-alignment for the NAD captureSeq). UMI barcode identification and the deduplication of the mapped data were performed using UMI tools v1.0.1 (69). All work with SAM/BAM files was done using Samtools (v1.9) (70). Gene expression was evaluated using StringTie (71) with the NCBI gene annotation. Differentially expressed genes were identified by the DESeq2 package (72) using a *P* value of 0.05 (adjusted with the Benjamini and Hochberg method) and a fold change of 2. Gene annotations (GO and KEGG ids) were manually transferred from *E. coli* K-12 substr. MG1655 (NCBI:NC_000913) annotation using an in-house script and manual curation. GO and KEGG enrichment analyses were performed using clusterProfiler (73). Statistical analysis was performed using R 4.0.3 (74).

### Northern hybridization

Bacterial cultures were grown in LB medium at 37°C or 24°C till the late exponential growth phase. Total RNA was isolated using RNazol RT (RN 190) (Molecular Research Center, Inc.) as described previously and fractionated on an 8% denaturing polyacrylamide gel with or without acryloylaminophenyl boronic (APB) acid (0.5% final concentration) (75). 2.5× TBE was used for standard denaturing gels and 1 TAE for those with APB. Gels were electroblotted for 2 h at 150 mA on Hybond nitrocellulose membrane (Amersham). After UV cross-linking, membranes were prehybridized in 0.5 M Na_2_HPO_4_ × 2H_2_O, 1 mM EDTA, 7% SDS, and 1% BSA for 2 h at 42°C. Hybridization was performed by adding T4 PNK (Thermo Fisher Scientific) ^32^P-labeled specific oligonucleotides and incubating overnight at 42°C. After hybridization, membranes were washed for 15 min with four different wash solutions containing 0.1% SDS and 2×, 1× (twice), or 0.1 × SSC, respectively. Membranes were exposed to phosphoimager screens that were later visualized using a Fujifilm FLA-5100 scanner and analyzed with Multi Gauge V3.0 software. To determine the relative amount of each sRNA, the membranes were stripped in a boiling 0.1% SDS solution and, starting with the prehybridization step, repeatedly hybridized with ^32^P-labeled oligonucleotides complementary to 5S rRNA. The significance of the obtained results was calculated from three biological replicates using a logistic regression model with PAST3 software after normalization.

### Bacterial motility assays

The bacterial cultures were incubated on a solid LB medium containing an appropriate antibiotic and inducer (arabinose or IPTG, as necessary). The individual colonies were pick-inoculated into semi-solid motility media (1% tryptone, 0.25% NaCl, 0.25% agar). The plates with bacteria were then packed into the airtight, humid containers and incubated at 37°C or 24°C for 16 and 20 h, respectively. The motility was quantified by measuring the diameter of three biological replicates in a halo around the inoculation site.

## Data Availability

The proteomic data are available via the MassIVE database with the identifier MSV000089861. The RNA-seq and NAD captureSeq data have been uploaded to the GEO database (accession number GSE224608).

## SUPPLEMENTAL MATERIAL

Data S1 msystems.00718-23-s0001.xlsx Results of UPLC-MSE analysis of NudC interactome.

Data S2 msystems.00718-23-s0002.xlsx List of NAD-RNAs identified in wt, Δ*nudC*, and Δ*csdA* strains using NAD-Seq.

Data S3 msystems.00718-23-s0003.xlsx Change in gene expression in Δ*nudC* strain compared to wt.

Supplementary material msystems.00718-23-s0004.pdf Interplay between bacterial 5’-NAD-RNA decapping hydrolase NudC and DEAD-box RNA helicase CsdA in stress-responses.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Interplay between bacterial 5′-NAD-RNA decapping hydrolase NudC and DEAD-box RNA helicase CsdA in stress responses
**Source:** mSystems. 2023 Sep 14;8(5):e00718-23. doi: 10.1128/msystems.00718-23
**Supplement:** Supplementary material — Interplay between bacterial 5’-NAD-RNA decapping hydrolase NudC and DEAD-box RNA helicase CsdA in stress-responses.

SUPPLEMENTARY DATA

Interplay between bacterial RNA 5'-termini deNADding protein NudC and DEAD-box RNA helicase CsdA in stress-responses

Milda Mickutė¹, Renatas Krasauskas¹, Kotryna Kvederavičiūtė¹, Gytė Tupikaitė¹, Aleksandr Osipenko¹, Algirdas Kaupinis², Monika Jazdauskaitė¹, Raminta Mineikaitė¹, Mindaugas Valius², Viktoras Masevičius^{1,3} and Giedrius Vilkaitis^{1,*}

This PDF file includes:

Supplementary Methods
Supplementary Figures S1 to S19
Tables S1 to S6
References (2)

Other Supplementary Materials for this manuscript include the following:

Data S1 to S3

SUPPLEMENTARY METHODS

Quantification of cellular NAD⁺

The concentration of cellular NAD⁺ was evaluated using NAD/NADH Quantification Kit (Sigma-Aldrich) starting with 5,6×10⁸ CFUs of *E. coli* grown in LB medium at 37°C or 24°C and collected at selected growth points. Samples were lysed as indicated in the protocol and deproteinized by filtering through a Microcon-3 kDa filter (Millipore). The assay was prepared based on manufacturer's recommendations and the concentration of NAD⁺ was calculated from three biological and two technical replicates. The significance of the results obtained was evaluated using the Welch t-test and pairwise comparisons.

Construction of plasmids for affinity assays

The concentration of cellular NAD⁺ was evaluated using NAD/NADH Quantification Kit (Sigma-Aldrich) starting with 5,6×10⁸ CFUs of *E. coli* grown in LB medium at 37°C or 24°C and collected at selected growth points. Samples were lysed as indicated in the protocol and deproteinized by filtering through a Microcon-3 kDa filter (Millipore). The assay was prepared based on manufacturer's recommendations and the concentration of NAD⁺ was calculated from three biological and two technical replicates. The significance of the results obtained was evaluated using the Welch t-test and pairwise comparisons.

To construct the plasmid pET-28a-NudC-His, NudC encoding gene was firstly amplified from BW25113 genomic DNA using primer pair NudC-Fw/NudC-Rv, cut with NcoI and HindIII and ligated into the pET-28a plasmid pre-cut with the same restriction endonucleases (REs).

A fragment encoding *nudC* gene was cut from pET-28a-NudC-His plasmid using NcoI and HindIII, blunted with T4 polymerase and used to construct the following plasmids: (i) to construct the plasmid pUT18C-NudC it was blunt-ligated into the pUT18C plasmid that was previously cut with HincII and Ecl136II; (ii) to construct the plasmids pUT18-NudC and pKNT25-NudC the fragment was blunt-ligated into the pUT18C or pKNT25 plasmid that was pre-linearised with Ecl136II; (iii) to construct the plasmid pKT25-NudC the fragment was blunt-ligated into the pKT25 plasmid that was previously cut with PstI and KpnI and blunted with T4 polymerase.

pET28a-NudC-N-His - fragment encoding NudC N-terminal region was amplified from the pET-28a-NudC-His plasmid using primer pair NudC-Fw/NudC-Rv-HindIII. The fragment was cut with NcoI and HindIII and ligated into the plasmid pET-28a-NudC-His that was previously cut with the same REs.

pET28a-NudC-C-His – a fragment encoding NudC C-terminal region was amplified from the pET28a-NudC-N-His plasmid using primer pair NudC-Fw-NcoI/NudC-Rv. PCR product was cut with NcoI and HindIII and ligated into the plasmid pET-28a-NudC-His that was previously cut with the same REs.

pET-15b-His-CsdA - a DNA fragment encoding *csdA* gene was amplified from *E. coli* K-12 MG1655 strain using primer pair CsdA-Fw/CsdA-Rv. PCR product was cut with BamHI and NdeI and ligated into the pET-15b plasmid that was previously cut with the same REs.

pET28a-His-CsdA – a fragment encoding *csdA* gene was cut from the pET-15b-His-CsdA plasmid using NcoI and BamHI. DNA fragment was ligated into the pET-28a plasmid that was previously also cut with the same REs.

pET-28a-His-CsdA-N – a fragment encoding CsdA N-terminal region was amplified from pET28a-His-CsdA plasmid using primer pair CsdA-Fw3/CsdA-444-Pro-Rv. PCR product was blunt-ligated into the pET28a-His-CsdA plasmid that was previously cut with NdeI and BamHI and then blunted with T4 polymerase.

pET28a-His-CsdA-C – a fragment coding CsdA C-terminal region was amplified from pET-28a-His-CsdA plasmid using primer pair NudC-SacI-Rv2/CsdA-444-NdeI-Fw. PCR product was ligated into the pET28a-His-CsdA plasmid that was previously cut with NdeI and BamHI.

Construction of BATCH plasmids

pKT25, pKNT25, pUT18C, pUT18 plasmids were restricted using XbaI/SmaI and plasmid backbone is extracted from agarose gel using GeneJET™ Gel Extraction Kit (Thermo Fisher), precipitated with ethanol and dephosphorylated with FastAP (Thermo Fisher) according to manufacturer. Insert is prepared by PCR reaction from *E. coli* BW25113 strain using Phusion polymerase (Thermo Fisher) with Hfq-XbaI-Fw and Hfq-SmaI-Rv primers, PCR product is cleaved with XbaI and SmaI FD restriction endonucleases (Thermo Fisher) according to manufacturer's recommendations and extracted from agarose gel using GeneJET™ Gel Extraction Kit. 50 ng of insert is ligated with 100 ng of backbone (5 : 1) using T4 DNA ligase (Thermo Fisher) for 2 hours in room temperature. Ligate is transformed in *E. coli* ER1727 competent cells, bacteria were grown on LB medium for 16 hours in 37°C. Colony PCR was performed to select bacteria with inserts with Dream Taq Polymerase (Thermo Fisher) according to manufacturer using pUC19-dir and pUC19-rev primers for pKT25-Hfq or pUC19-rev and pUT18C-Rv primer for pKNT25-Hfq, pUT18-Hfq and pUT18C-Hfq plasmids. Selected colonies were inoculated in LB and grown overnight in 37°C, plasmids were extracted using GeneJet Plasmid Miniprep (Thermo Fisher) and sequenced.

To construct the plasmid pKNT25-NudC-N a fragment encoding NudC N-terminal region was amplified from the pET28a-NudC-N-His plasmid using primer pair NudC-Fw2/NudC-Rv-HindIII. PCR product was cut with HindIII, blunted with T4 polymerase and phosphorylated using T4 Polynucleotide Kinase. The fragment was blunt-ligated into the pKNT25 plasmid that was previously cut with Ecl136II and PstI.

pKNT25-NudC-C – a fragment encoding NudC C-terminal region was cut from pET28a-NudC-C-His plasmid with NcoI and HindIII and blunted with T4 polymerase. DNA fragment was blunt-ligated into the pKNT25 plasmid that was previously linearised with Ecl136II.

pUT18C-CsdA – a fragment encoding *csdA* gene was cut from the pET-15b-His-CsdA plasmid with NdeI and BamHI and blunted with T4 polymerase. The fragment was blunt-ligated into the pUT18C plasmid that was previously cut with HincII and Ecl136II.

pUT18-CsdA and pKNT25-CsdA - fragment encoding *csdA* gene was amplified from the pET-15b-His-CsdA plasmid using primer pair CsdA-HindIII-Fw/CsdA-SacI-Rv. PCR product was cut with HindIII/SacI and ligated into the pUT18 or pKNT25 plasmid pre-cut with the same REs.

pKT25-CsdA - pET-15b-His-CsdA encoding *csdA* gene was cut with NdeI, blunted with T4 polymerase and then cut again with BamHI. Prepared fragment was ligated to pKT25 plasmid, which was pre-linearised with PstI, blunted with T4 polymerase and then cut again with BamHI.

pUT18C-CsdA-N – a fragment encoding CsdA N-terminal region was cut from pET28a-His-CsdA-N plasmid with NdeI and BamHI and blunted with T4 polymerase. DNA fragment was blunt-ligated into the pUT18C plasmid that was previously linearised with Ecl136II.

pUT18C-CsdA-C - a fragment encoding CsdA C-terminal region was cut from pET28a-His-CsdA-C plasmid with NdeI and BamHI and blunted with T4 polymerase. DNA fragment was blunt-ligated into the pUT18C plasmid that was previously linearised with Ecl136II.

pACYC184-NudC-His - a fragment encoding *nudC* gene with six histidine residues was amplified from pET28a-NudC-His plasmid using primer pair NudC-Fw2/NudC-SacI-Rv2, cut with KpnI, and blunted with T4 polymerase. This fragment was blunt-ligated to pACYC184 plasmid that was previously amplified with a primer pair pACYC184-SacI-Fw/pACYC184-Rv2, cut with SacI and blunted with T4 polymerase.

Plasmids and primers used in this work are provided in Supplementary Table S4 and Supplementary Table S5, respectively.

NudC activity assay

The hydrolase activity of NudC was measured in a reaction buffer containing 25 mM Tris/HCl (pH 7.5), 50 mM NaCl, 50 mM KCl, 10 mM MgCl₂, 1mM DTT, 0,1 mM BSA, 1U/μl RiboLock (Thermo Fisher Scientific), 0,2 μM in vitro transcribed 5'-PPP- or 5'-NAD-RNA and 2 μM of NudC-His. After 30 min of incubation at 37°C samples were fractionated on a 13% denaturing PAA gel and visualized after staining with SybrGold (Thermo Fisher Scientific).

Construction of double *E. coli* BW25113 $\Delta nudC\Delta csdA$ mutant strain

Double *E. coli* BW25113 $\Delta nudC\Delta csdA$ mutant strain was constructed by eliminating the kanamycin resistance cassette from *E. coli* BW25113 $\Delta nudC$ (BW25113 $\Delta nudC::FRT-Km^R-FRT$) and replacing its *csdA* gene with kanamycin cassette from *E. coli* BW25113 $\Delta csdA$. The construction was performed using Quick & Easy *E. coli* Gene Deletion Kit (Gene Bridges GmbH). After chemically transforming *E. coli* BW25113 $\Delta nudC$ with 708-FLPe plasmid, the removal of kanamycin resistance cassette was confirmed by PCR using NudC-Km-Fw and NudC-Km-Rv primers. The fragment encoding the kanamycin resistance cassette at the *csdA* gene site was PCR amplified from *E. coli* BW25113 $\Delta csdA$ (BW25113 $\Delta csdA::Km^R$) strain with CsdA-Fw/CsdA-Rv primer pair.

Plasmid construction for analysis of bacteria growth phenotype

For the pACYC184-NudC plasmid, the NudC-encoding gene was PCR-synthesized using BW25113 genomic DNA and NudC_prom_Fw/NudC_prom_Rv primers pair. PCR product was ligated into the pACYC184 plasmid that was previously cut with *E*heI and *B*us15I.

To prepare the plasmid pACYC184-DeaD a fragment coding CsdA region was amplified from pET28a-His-deaD plasmid using primers pair CsdA-Fw4/NudC-SacI-Rv2 and cut with *B*amHI. PCR product was blunt-ligated into the pACYC184 plasmid that was PCR-amplified with pACYC184-SacI-Fw/pACYC184-Rv2 primer pair and cut with *S*acI.

Analysis of bacteria growth phenotype on LB agar medium

The growth of *E. coli* strains under different conditions was examined by a spotting assay. Overnight cultures were serially diluted from 1 to 10^{-5} final absorbance at 600 nm. 3 μ L of each dilution were spotted onto standard LB agar medium plates. The experiments were also performed on LB medium containing 2mM H_2O_2 or different pH level (pH=5; pH=9) and repeated for three times. The formation of colonies on the agar was observed after 12 h, 18 h and 16 h incubation at 37°C, 24°C or 42°C temperature, respectively.

Plasmid construction for protein localization analysis

Plasmid pZA_ecfp was made by amplifying the *ecfp* gene from pECFP and blunt cloning it into pZA-3 plasmid. Plasmids pZA-NudC_ecfp, pZA-CsdA_ecfp, pL9_ecfp, were blunt-cloned by amplifying the respective gene as well as *ecfp* gene, overlapping and ligating them into pZA-3 plasmid via *K*pnI site. To construct the plasmid pZS_RNaseE_eyfp_tetR, RNaseE encoding gene was firstly amplified, overlapped with *eyfp*, cut with *B*sp120I, and blunt-ligated into pZS24-MCS1 plasmid via *K*pnI site. The plasmid pZS_eyfp_tetR was obtained by blunt-cloning *A*paI cut *eyfp* into pZS24-MCS1 plasmid via *K*pnI. Both pZS plasmids were then used as a recipient for the tetracycline gene that was cut with *X*baI and *E*co88 from pACYC184 plasmid and blunt ligated via *N*deI site. Plasmid pZA-NudC was obtained by cloning amplified *nudC* gene into pZA-3 plasmid via *K*pnI site. Plasmids and primers used in the work are provided in Supplementary Table S4 and Supplementary Table S5, respectively.

Analysis of bacterial growth curves

Overnight cultures of *E. coli* grown in 5 mL LB media at 37 °C were diluted with fresh media with the selective antibiotic and an inducer (arabinose or IPTG, as necessary) to a cell density of 10^7 CFU/mL, transferred to the 96-well polystyrene plates (Nerbe) in a total volume of 200 μ L per well, and grown at 37°C or 24°C with shaking at 200 rpm. The growth of cultures was monitored using a Synergy H4 microplate reader. The experiment was repeated three times in three technical replicates.

Transmission electron microscopy (TEM)

Overnight bacterial cultures were diluted 100-fold with fresh liquid motility media containing 10 g/L tryptone and 2.5 g/L NaCl. Then, an appropriate inducing agent (arabinose and/or IPTG) was added. The cultures were grown to mid-log ($OD_{600} \sim 0.5$), centrifuged at $1,000 \times g$ for 10 min, and gently resuspended in 50 μ l PBS. Suspensions were absorbed onto formvar carbon-coated copper grids for 5 min. Excess liquid was removed using filter paper before staining with 2% uranyl acetate (pH 4.5). Samples were air-dried and examined in a Tecnai G2 F20 X-TWIN (FEI) transmission electron microscope equipped with an 11 MPix ORIUS SC1000B (Gatan) CCD camera. At least 3 images representing the population seen were taken.

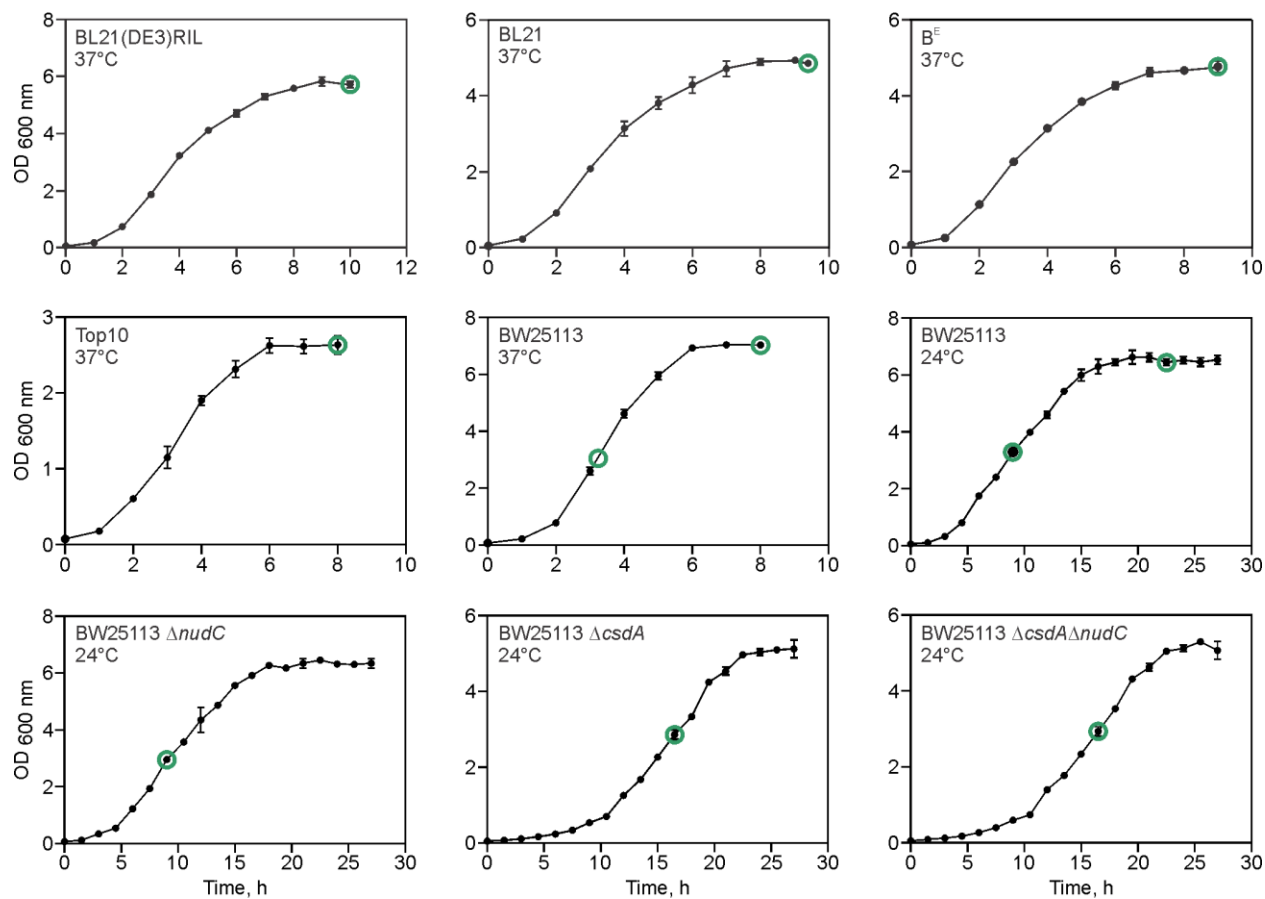

Supplementary Figure S1. The growth curves of *E. coli* strains used for the quantification of 5'-NAD⁺-RNA and cellular level of NAD⁺. Mean values $\pm$ SD were obtained from three biological replicates. Green circles indicate biomass collection points.

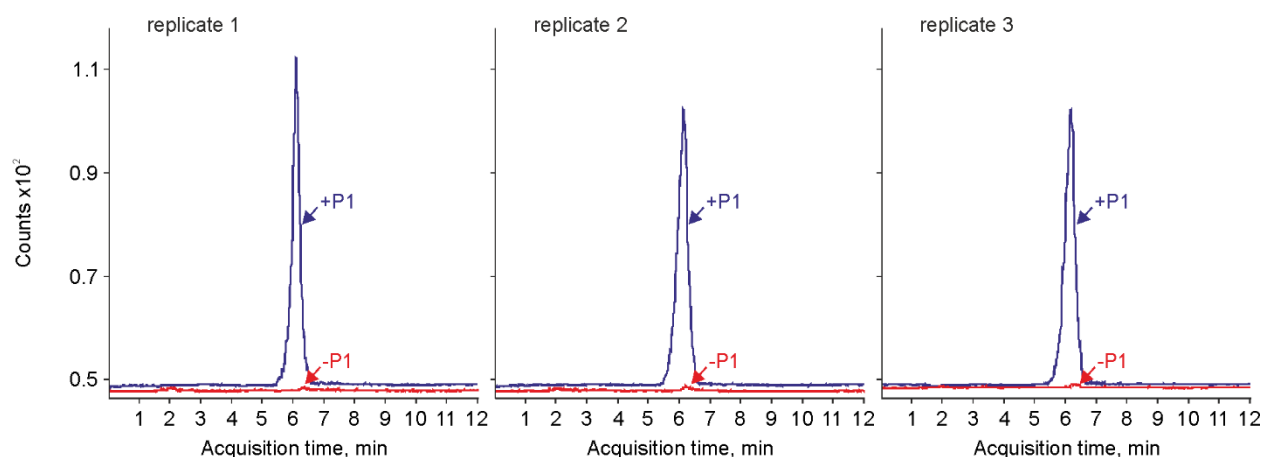

Supplementary Figure S2. Exemplary HPLC-MS/MS measurements, which were used for the quantification of 5'-NAD⁺-RNA in *E. coli* BL21(DE3)RIL presented in Figure 1. The intensity of the modification-specific ion transition (m/z 664.1 $\rightarrow$ 542.1) was recorded. The results for three biological replicates, both treated (+P1) and untreated (-P1) with Nuclease P1, are presented.

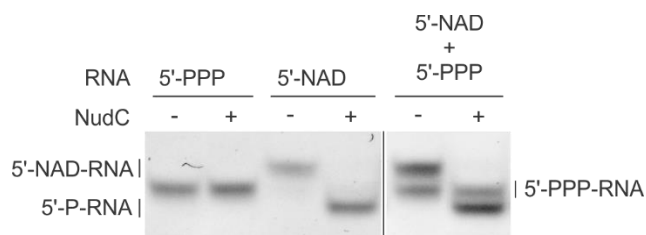

Supplementary Figure S3. The hydrolase activity of purified NudC-His bait-protein used in pull-down experiments. 0,2 μ M of *in vitro* transcribed RNA was incubated with 2 μ M of NudC for 30 min at 37°C and analysed on 13% PAA gel. At least three independent replicates were made and the representative results are shown.

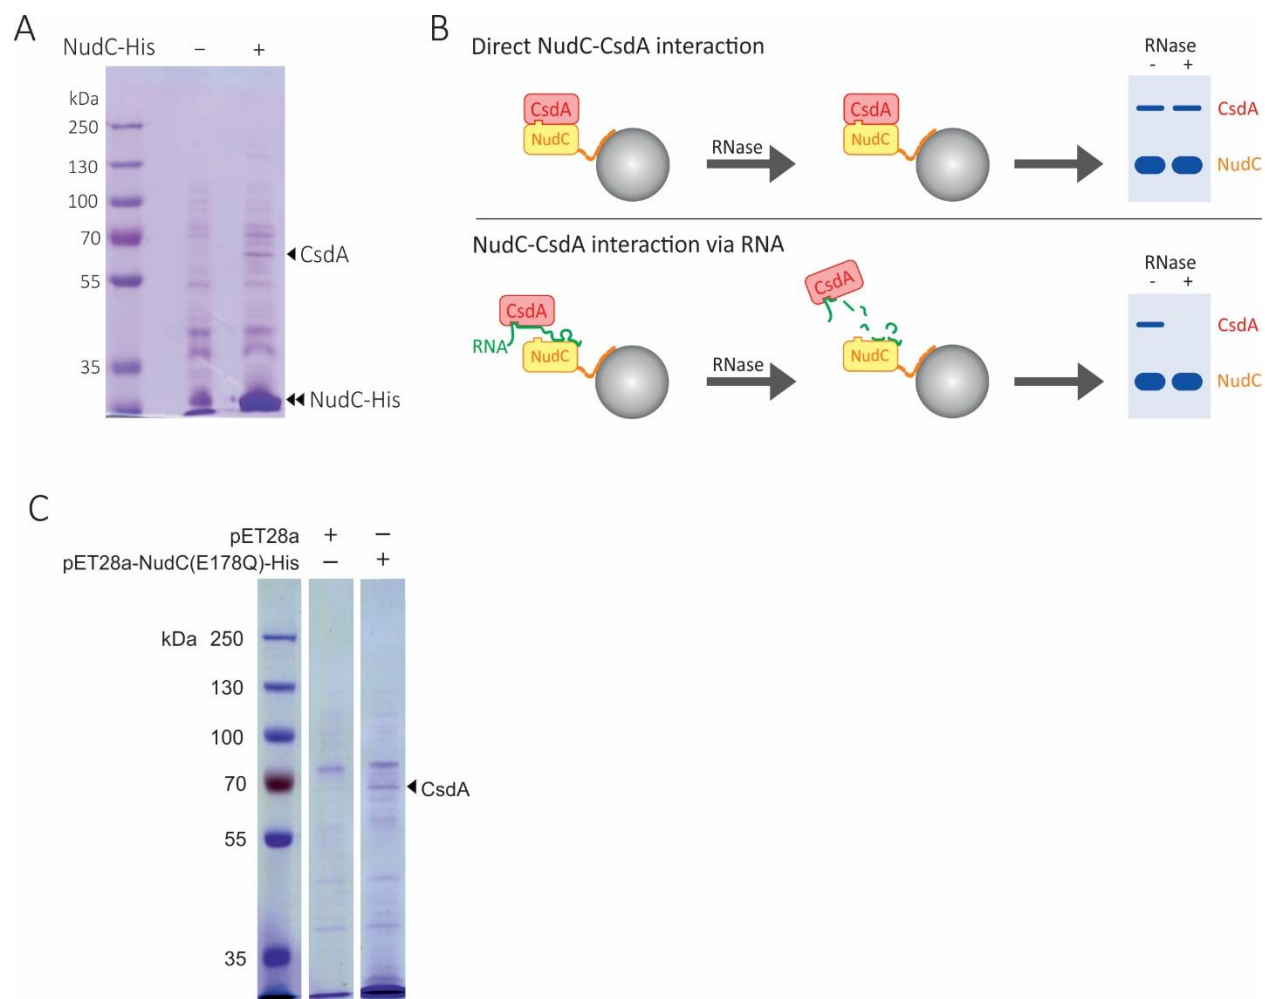

Supplementary Figure S4. Investigation of NudC interaction with CsdA. (A) NudC-His added to lysate pulled-down CsdA protein in *E. coli* BW25113 strain at 16°C temperature. Two independent experiments were conducted and the representative results are shown. (B) The scheme of the experiment presented in Figure 2B. Lysate-extracted proteins coupled to sepharose beads are treated with RNase A and analysed on SDS-PAGE. In case of RNA-mediated interaction CsdA protein would not be extracted with the beads. (C) NudC(E178Q)-His expressed in *E. coli* BW25113 strain pulled-down CsdA protein at 16°C temperature. The experiment was repeated twice and the representative results are provided.

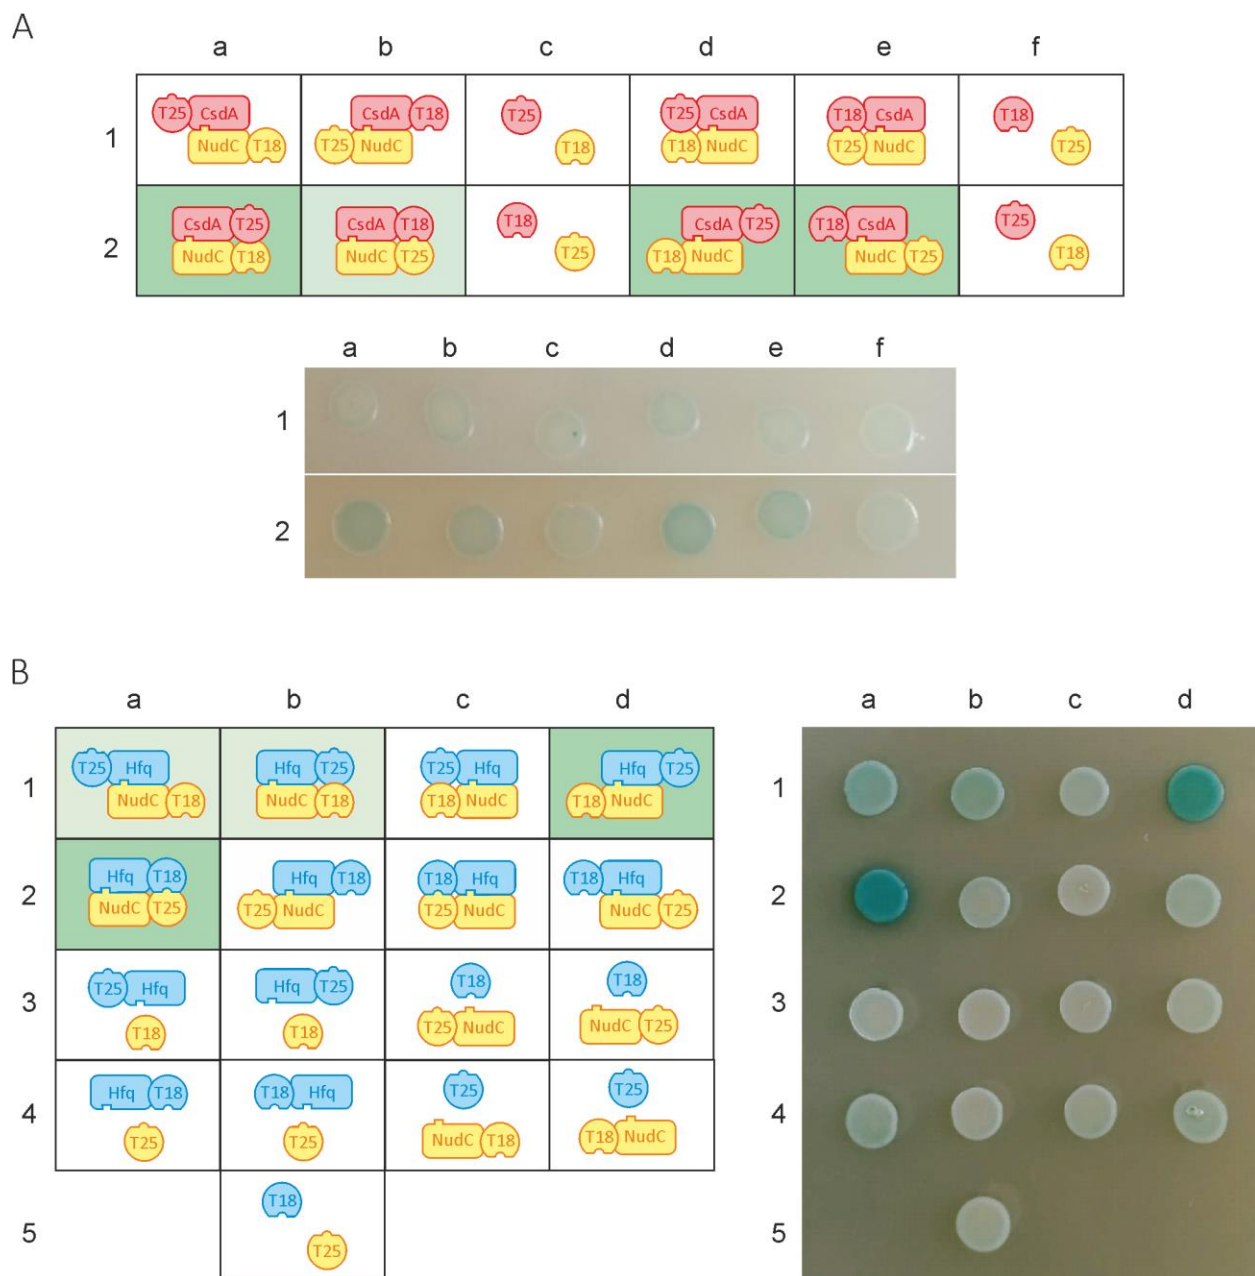

Supplementary Figure S5. BATCH analyses of variant fusion constructs of full-length NudC, CsdA and Hfq. (A) NudC interacts with CsdA. The adenylate cyclase activity using T18 and T25 subunits was reconstituted in samples a2, b2, d2, e2. At least three independent transformations were made and representative results are shown. **(B)** NudC interacts with Hfq (a1, b1, d1, a2).

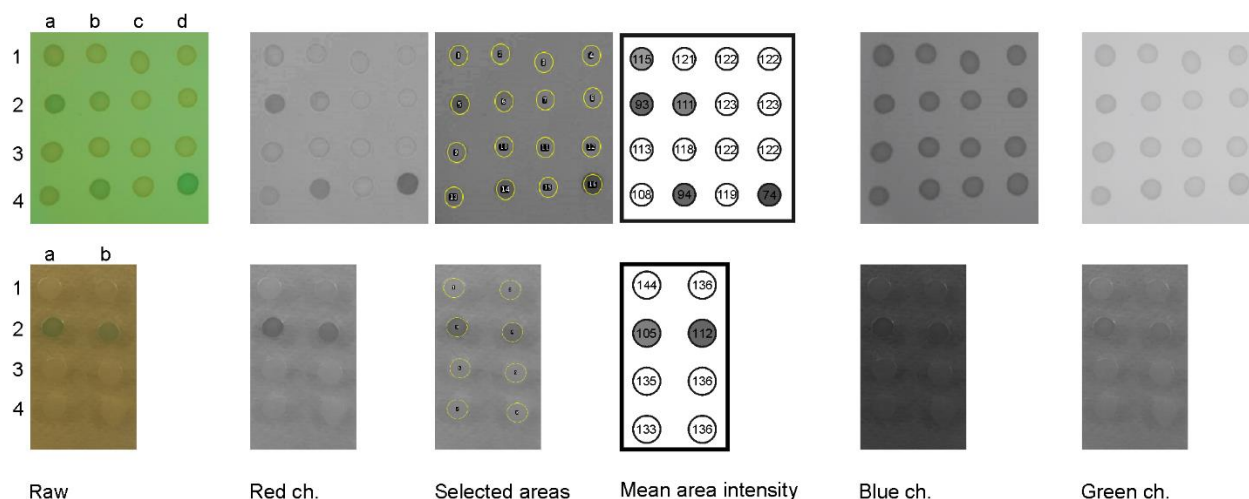

Supplementary Figure S6. Analysis of the BATCH images depicted in Fig. 2C (top row) and Fig. 3A (bottom row) using Fiji software version 1.53c (1). The JPG images were split into red, green, and blue image channels. The entire colony in the red channel was selected using an oval tool, and the pixel intensity of its area was evaluated. The figure shows the original image, its colour channels, the selected areas for assessment, and the quantitative values of colonies in the red channel.

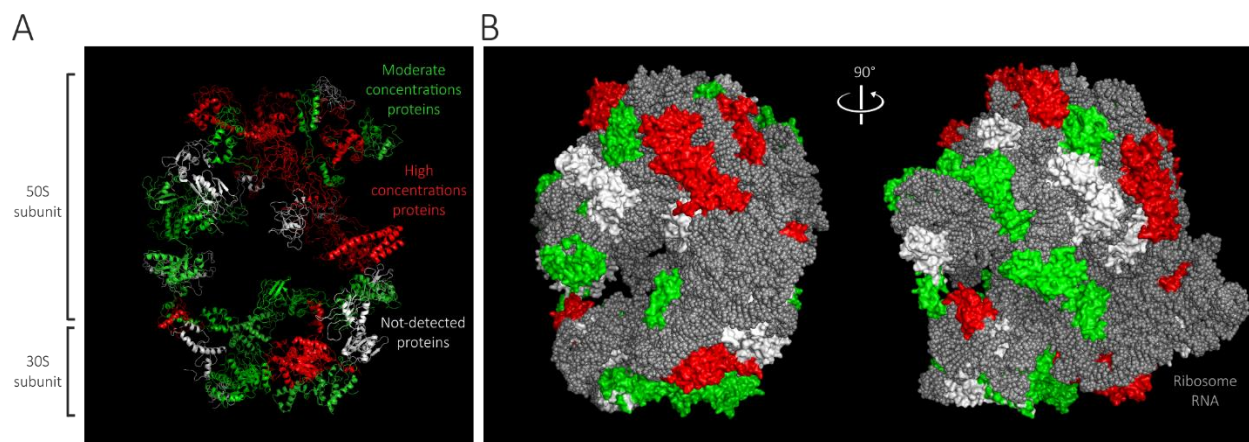

Supplementary Figure S7. Ribosome proteins determined in the NudC interactome. (A) About 80% of ribosome proteins were co-purified with NudC-His expressed in *E. coli* BL21-CodonPlus (DE3)-RIL cells at 16°C. UPLC-MS^E-detected ribosome proteins are depicted in red (>5 fmol) and green (0.5-5 fmol), not-detected – in white. **(B)** The model including ribosomal RNAs in grey. The structure of 70S elongation competent ribosome was taken from RCSB Protein Data Bank (PDB: 6O9J).

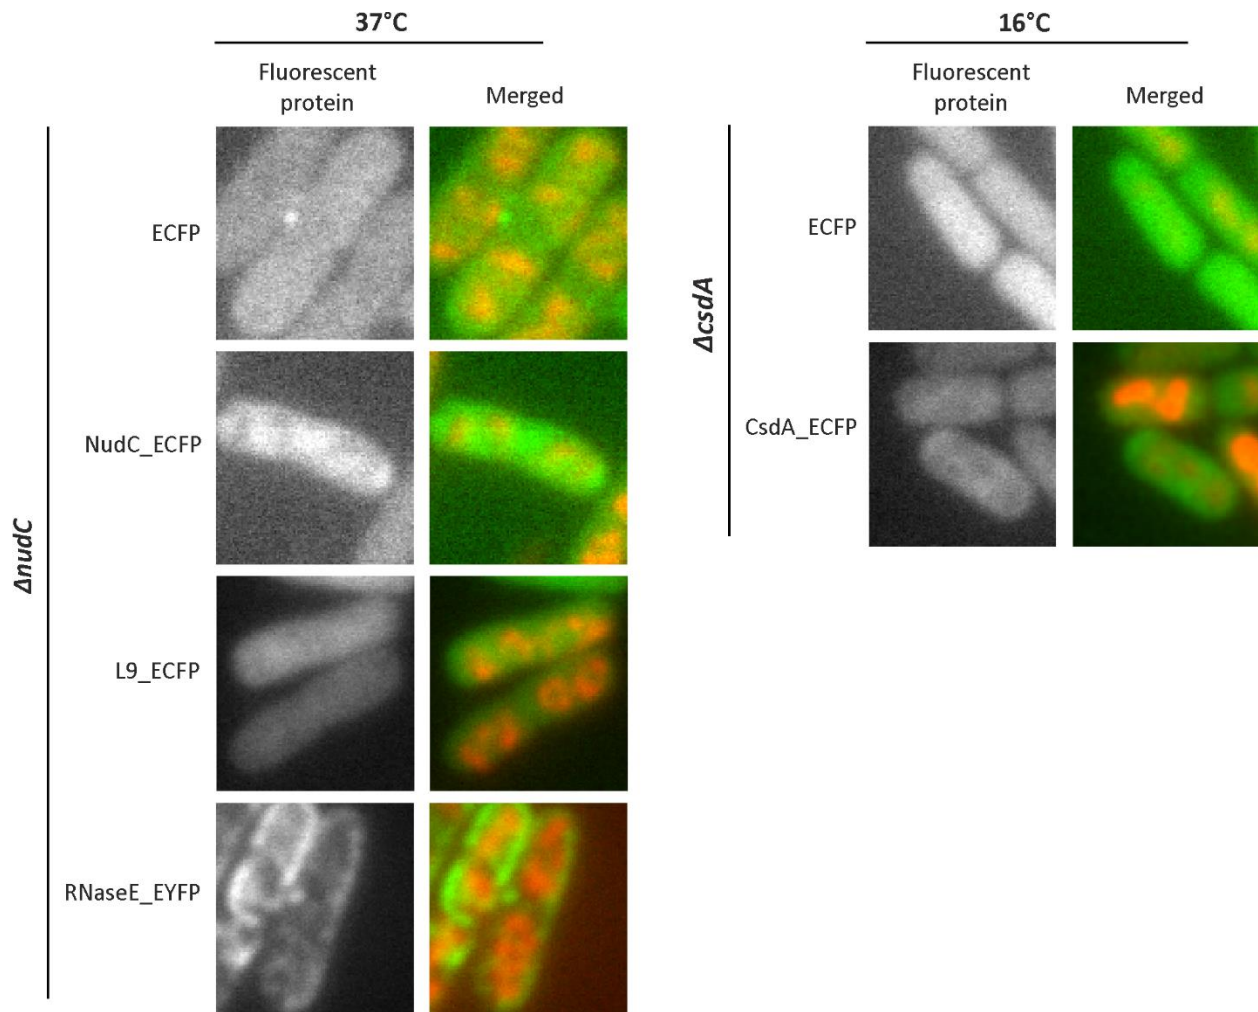

Supplementary Figure S9. Cellular localization of ECFP and EYFP tagged ribosome and degradosome components in wild-type strain BW25113 and its *ΔnudC* and *ΔcsdA* mutant derivatives deficient in NudC and CsdA, respectively. The strains were complemented with inducible plasmids encoding either fluorophore (EYFP) or C-terminal fluorophore (ECFP or EYFP) tagged versions of RNaseE and ribosomal L9 proteins. Constructs were induced with varying concentrations of arabinose. Localisation was evaluated in either 37°C (**A**) or after 30 min shock in 16°C (**B**). Representative pictures out of two independent replicas are shown. Nucleoids were stained with DAPI. Scale bar: 5 μm.

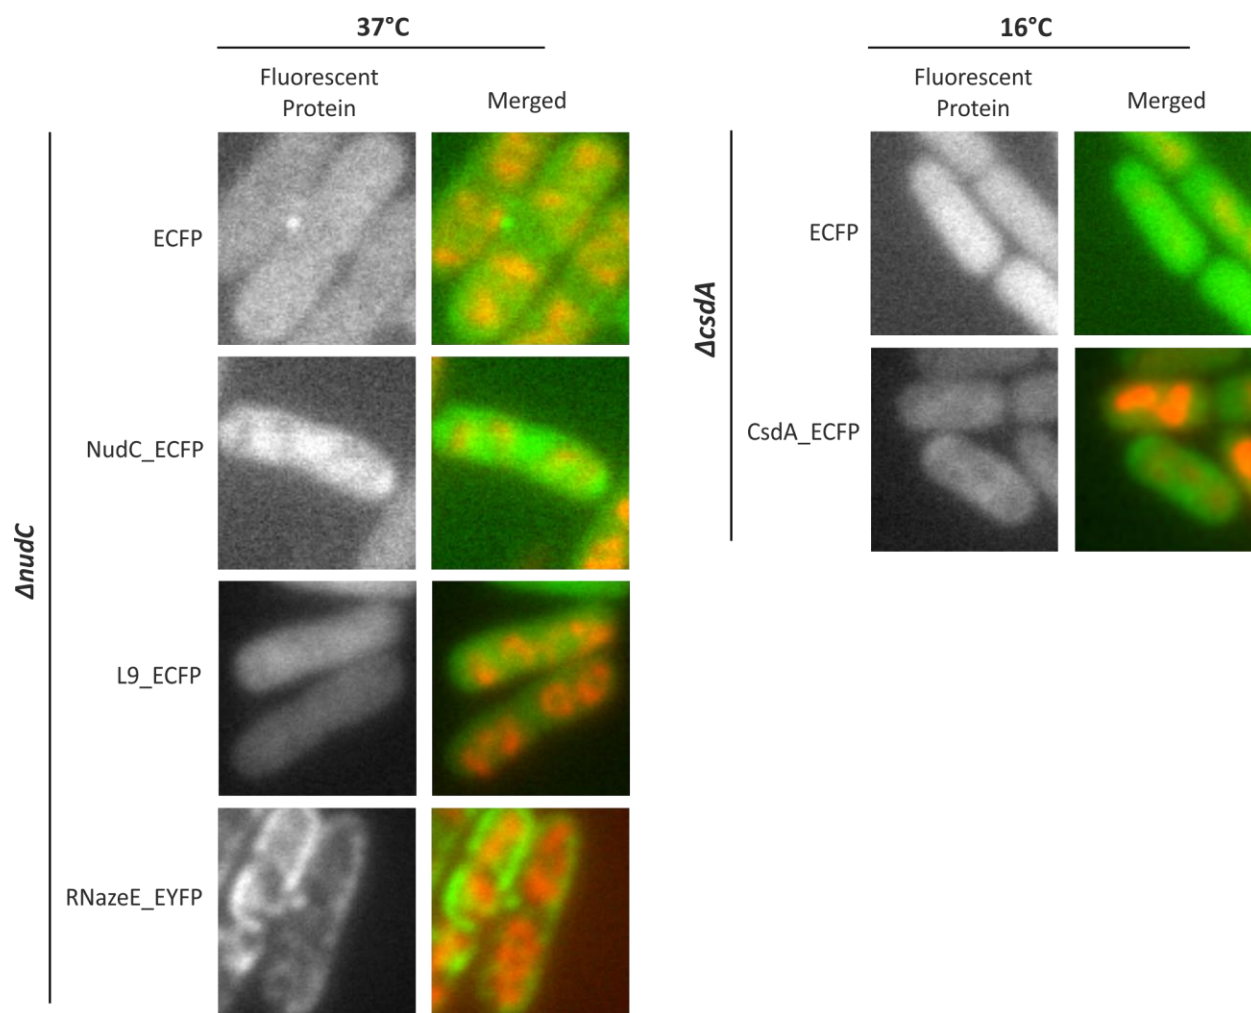

Supplementary Figure S10. Magnification of certain areas within the selected images presented in the Figure 4. Fluorescent protein images display subcellular distribution of fluorescent protein ECFP alone or C-terminal ECFP fused to NudC, CsdA and L9. RNaseE was fused to EYFP. Merged images show both fluorophore and DNA-specific DAPI stained nucleoids.

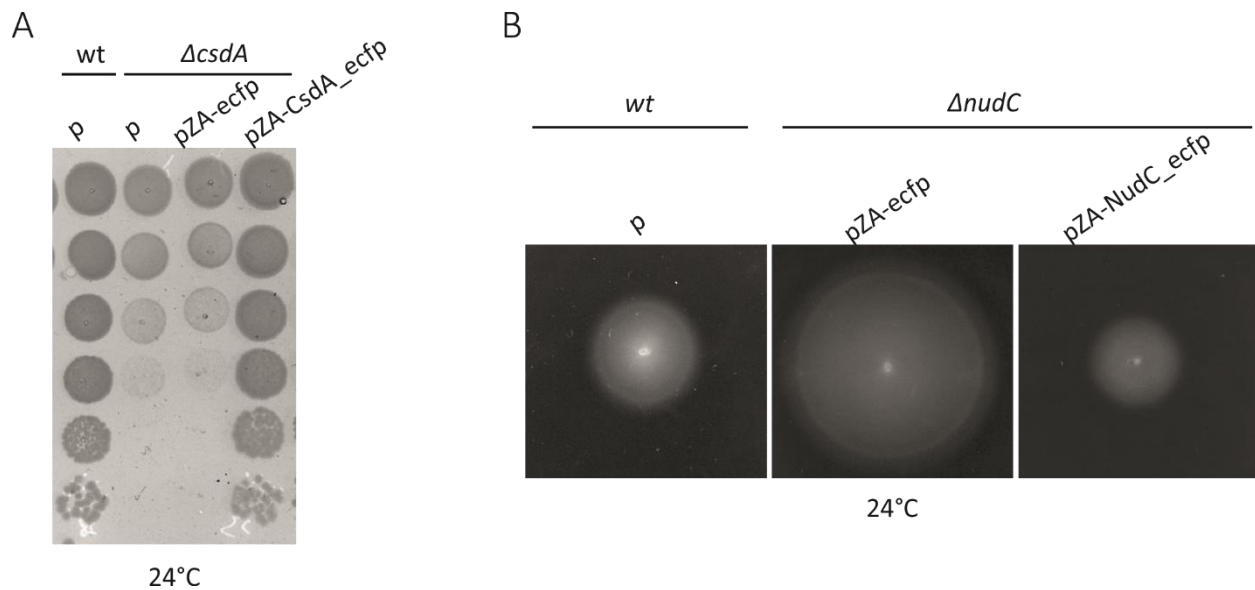

Supplementary Figure S11. Phenotypic rescue of growth and swimming defects by chimeric CsdA-ECFP NudC-ECFP proteins, respectively. (A) Serial dilutions of overnight grown wt and $\Delta csdA$ cells were spotted on LB agar plates containing 0.02% arabinose and incubated overnight at 24°C. (B) Cells were spotted on soft agar (0.25%) and incubated for 24h at 24°C. NudC-ECFP expression in $\Delta nudC$ strain was induced by adding 0.02% arabinose. p – pZA-3 vector; pZA-ecfp encodes fluorescence protein only; pZA-NudC_ecfp and pZA-CsdA_ecfp encode NudC and CsdA tagged with ECFP, respectively.

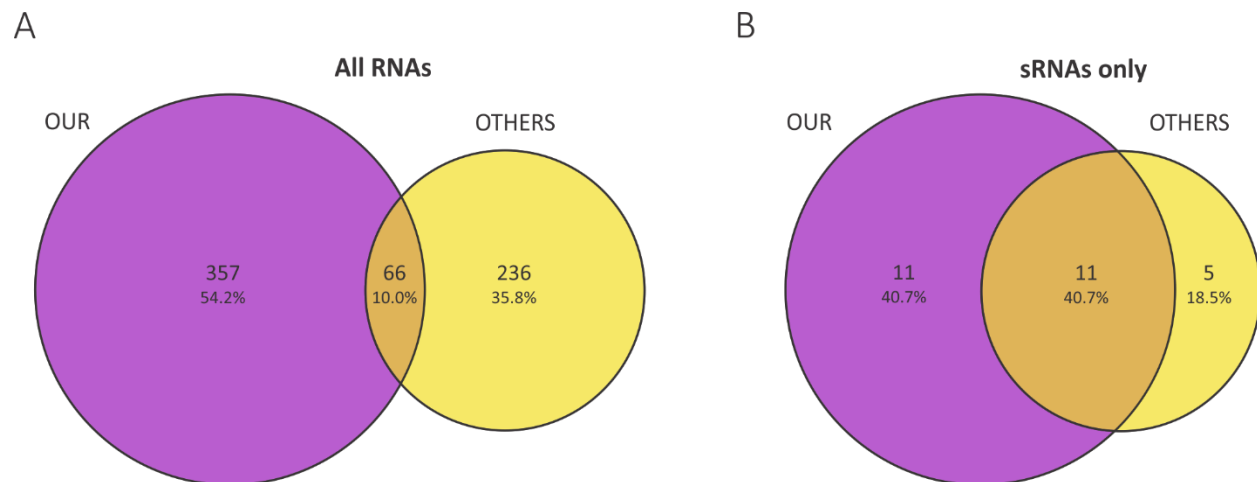

Supplementary Figure S12. Comparison of 5'-NAD-RNAs identified in this study with combination of three earlier published datasets. (A) Venn diagram depicting overlap of all RNAs. (B) Overlap of sRNAs.

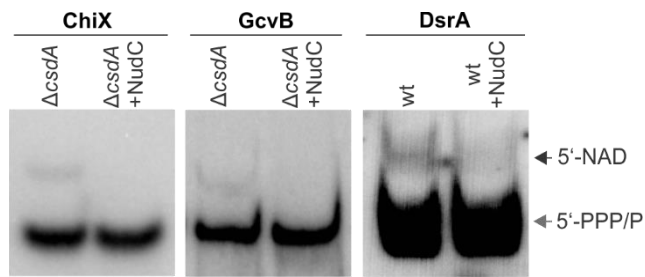

Figure 13. NudC catalyzed decapping confirmed the presence of 5'-NAD modification on ChiX, GsvB and DsrA sRNAs. Intact or treated with NudC hydrolase (+NudC samples) 6 μ g of total RNA purified from *E. coli* BW25113 (wt) and its derivative strain $\Delta csdA$ grown at 24°C was fractionated on an 8% denaturing PAA gel copolymerized with 0.5% acryloylaminophenyl boronic acid (APB). Individual sRNAs were detected by Northern blotting.

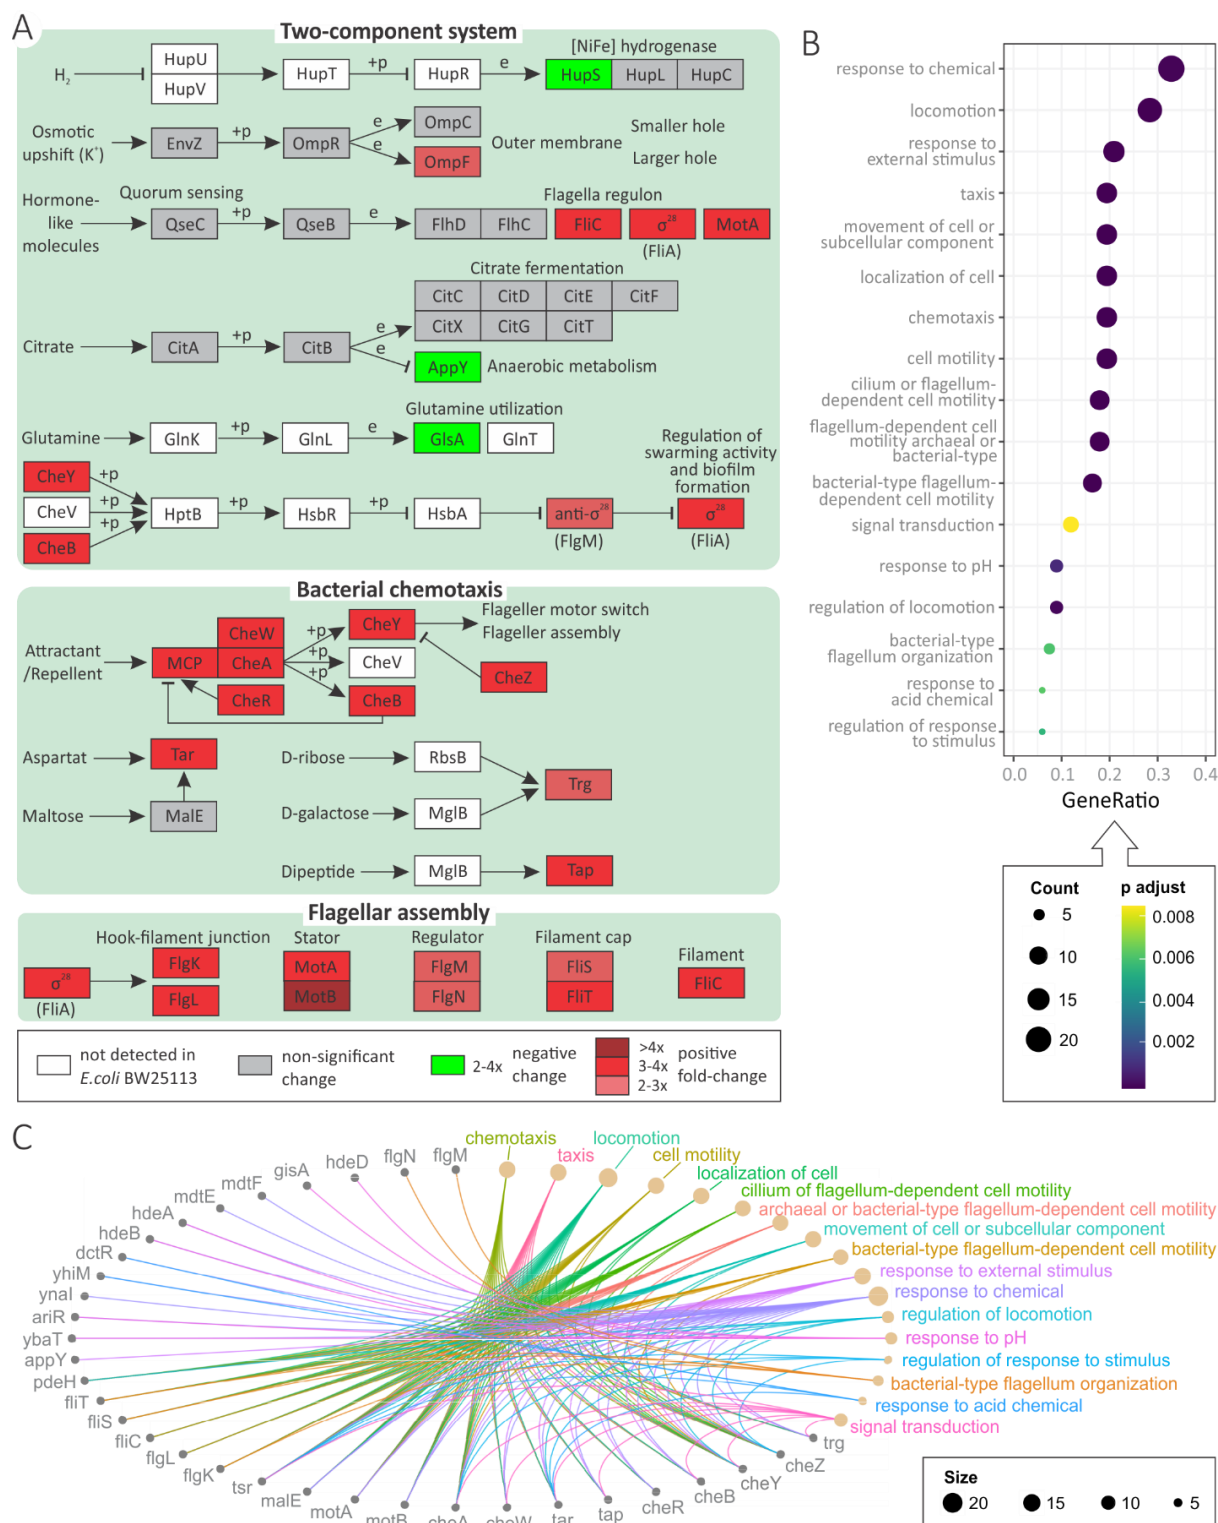

Supplementary Figure S14. Overview of the RNA sequencing results. (A) Affected genes in KEGG gene pathways. (B) GO pathway functional classification of all the differentially expressed transcripts. (C) GO umbrella analysis of all the detected genes. Adj p-values <0.05 and log₂ fold-change cut-off of ≥1.

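Among genes of two-component systems, ompF, the gene of an outer membrane porin under EnvZ and OmpR, rose from 394 ± 71.8 to 1231 ± 142 scaled FPKM (SD, n = 3; log2 fold change 1.65, standard error 0.143, adjusted p = 0.000145 from limma). ompC, the other porin under OmpR, had 3676 and 3032 (log2 fold change -0.28, standard error 0.087, adjusted p = 0.0958). appY, a regulator of genes used in anaerobic growth, had a log2 fold change of -1.35 (standard error 0.168, adjusted p = 0.00132), which was -0.76 with TPM and -0.68 with a pseudocount of 10, both under the threshold of fold change. glsA, an acid-activated glutaminase, fell with a log2 fold change of -1.82 (standard error 0.120, adjusted p = 3.6e-05). hyaA, a subunit of hydrogenase, had means of 5.46 and 1.78, under the minimum level, and a log2 fold change of -1.22 (adjusted p = 0.0101) with no filter, where it was called.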

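Genes of glutamate-dependent acid resistance fell in ΔnudC without exception. All 17 tested genes of this list were lower, also when adjusted over the list alone, with log2 fold changes from -3.00 (gadA) to -1.57 (gadW) and a median of -2.43 (camera adjusted p = 1.3e-32, and adjusted p = 0.078 with an estimated correlation). Several of its genes had been seen in the paper's tables and figures before the list was written, so its direction is not independent evidence. gadB and gadC, a glutamate decarboxylase and the glutamate antiporter, had log2 fold changes of -2.87 (standard error 0.157, adjusted p = 2.0e-05 from limma) and -2.73 (standard error 0.166, adjusted p = 2.8e-05). gadE and gadX, activators of these genes, had -2.87 (adjusted p = 2.8e-05) and -2.82 (adjusted p = 1.2e-05), with gadE at 935 ± 218 scaled FPKM (SD, n = 3) in wt and 126 ± 23.1 in ΔnudC. hdeA, a periplasmic acid chaperone, fell from 11581 ± 1871 to 2158 ± 399 (log2 fold change -2.43, standard error 0.155, adjusted p = 3.4e-05). yhiD, hdeD, yhiM and mdtE had -2.63, -2.45, -2.26 and -2.19, and slp, an outer membrane lipoprotein gene, -2.06. ynaI, a mechanosensitive channel gene, fell with -1.26 (adjusted p = 0.00244). The genes gadW, yhiM, mdtE, slp and ynaI were chosen after their values were seen. Of 15 tested genes of curli, fimbriae and biofilm, 2 rose, 0 fell and 13 were not called, also when adjusted over the list alone (camera adjusted p = 0.26). The genes that rose, ymgC and ariR of one operon of biofilm and acid regulators, had log2 fold changes of 1.29 (adjusted p = 0.00255) and 1.13 (adjusted p = 0.0127). ymgA beside them had 0.87 (adjusted p = 0.0440), and 1.08 with TPM, 1.02 without ΔnudC replicate 3 and 1.09 without wt replicate 3. csgA, the main curli subunit, had -0.86 (adjusted p = 0.279). ariR was not called without wt replicate 2 (adjusted p = 0.0510) or ΔnudC replicate 2 (log2 fold change 0.90), each of which left 1 gene of the list higher.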

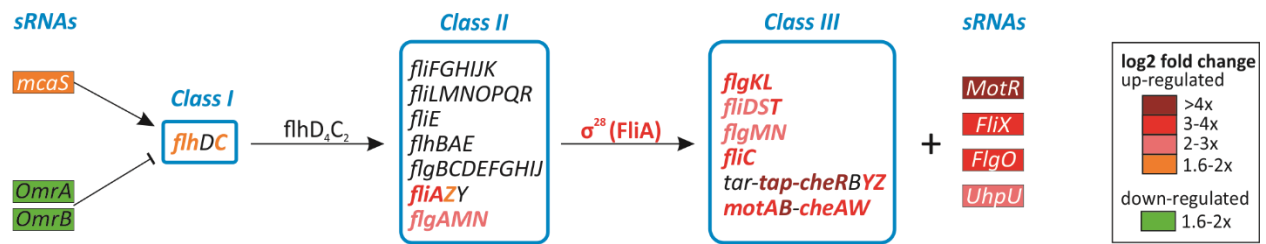

Supplementary Figure S15. Operons of flagellar regulatory cascade affected in $\Delta nudC$ strain.

Differentially regulated protein coding genes are depicted in bold (fold-change level is denoted by the colours), sRNAs – in colour-graded rectangles (significance p_{adj} value cut-off of <0.05). The operons are assigned to three temporally regulated transcriptional classes: I - early, II - middle, and III – late.

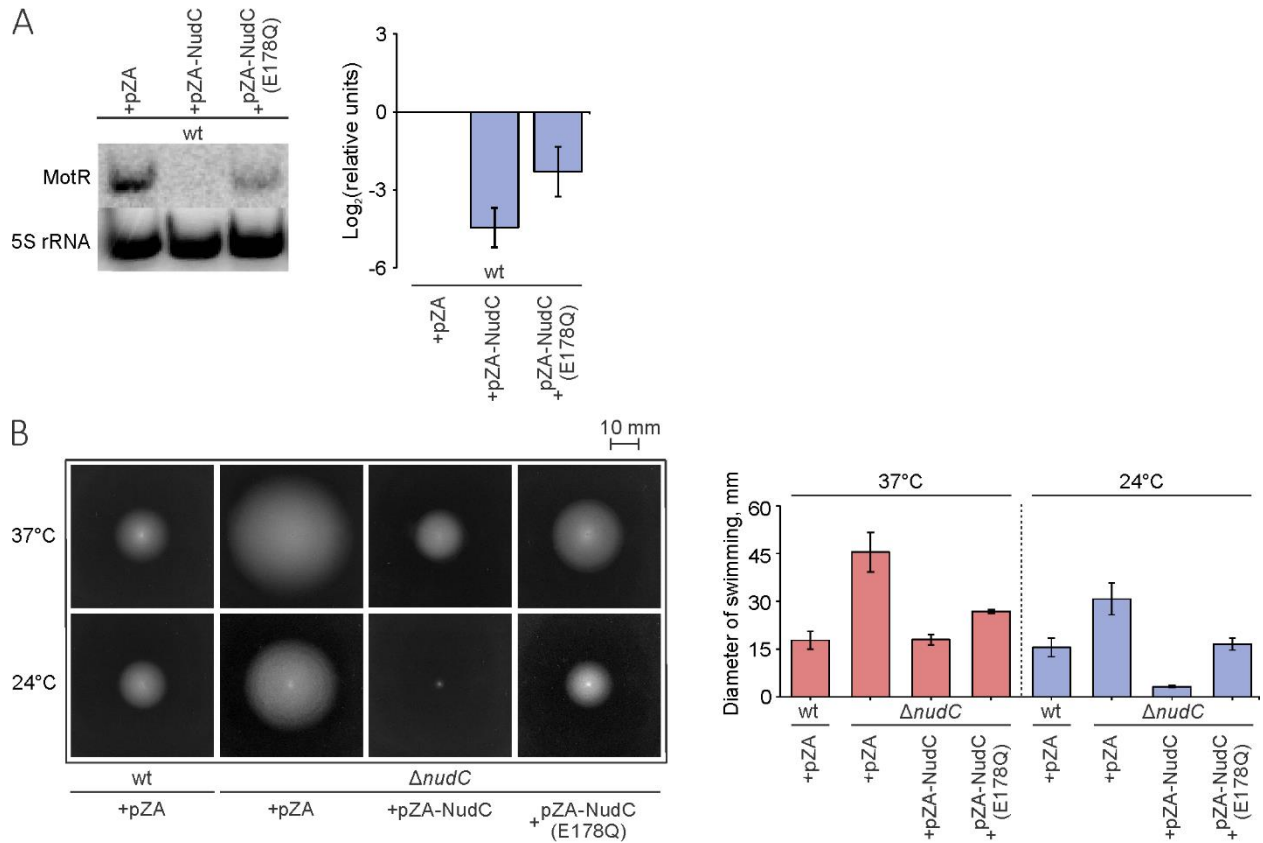

Supplementary Figure S16. Effect of NudC(E178Q) protein on bacterial motility and MotR sRNA expression. **(A)** The amount of MotR sRNA decreases in wild-type BW25113 when NudC and NudC(E178Q) proteins are expressed. 5S rRNA was used as a quantity control. Three independent biological replicates were used to calculate the mean $\pm$ SD. **(B)** Images of a colony spreading of strains with empty pZA vector, plasmid-mediated expression of NudC or NudC(E178Q) protein in wild-type BW25113 and $\Delta nudC$ knockout strain. Cells were spotted on soft agar (0.25%) with IPTG and incubated for 16 h and 20 h at 37°C and 24°C, respectively. The mean swimming diameter $\pm$ SD for each strain was calculated from three biological replicates.

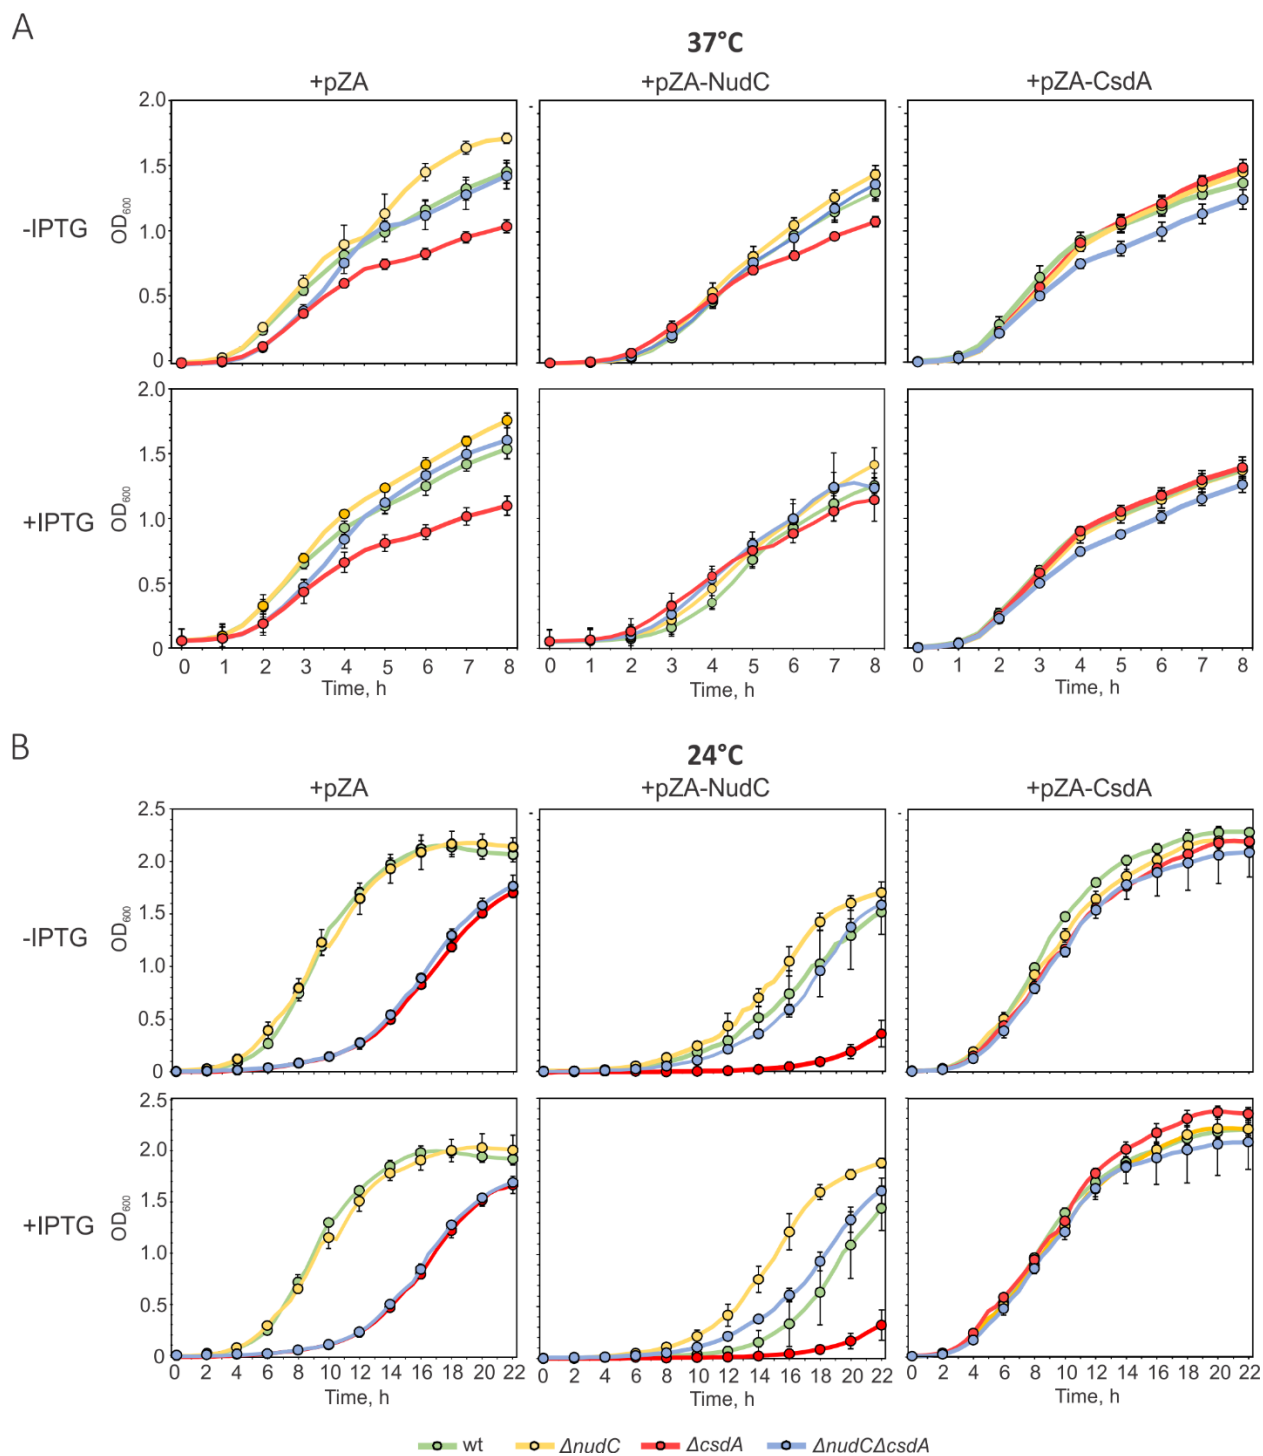

Supplementary Figure S17. Restoration of growth of *E. coli* BW25113 and its mutant strains at 37°C (A) or 24°C (B) temperature. BW25113 wild-type (wt) or its variants with deletions ($\Delta csdA$, $\Delta nudC$, and $\Delta nudC\Delta csdA$) were transformed with plasmid pZA-3 (left row), pZA-NudC (centre row) or pZA-CsdA_ecfp (right row). The curves were obtained from diluted overnight cultures in LB media without (control) or with inducer IPTG (these conditions correspond to those used in the Figure 8).

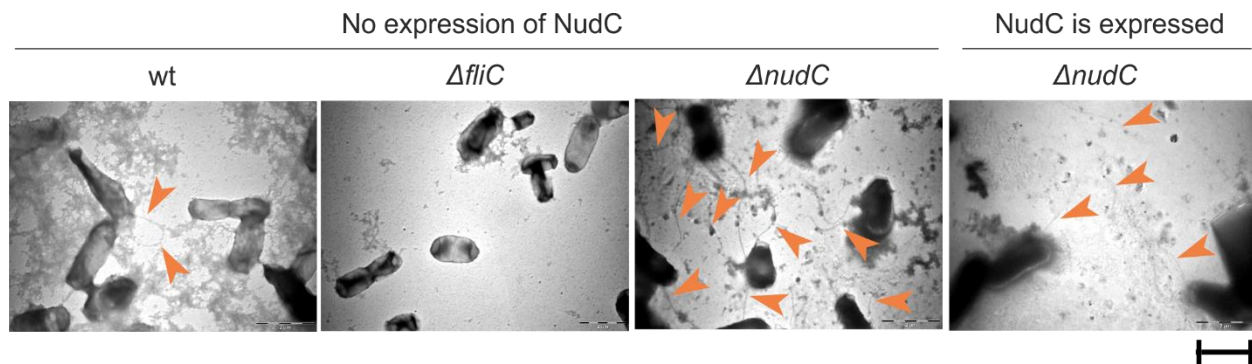

Supplementary Figure S18. Detection of bacterial flagella in wild-type BW25113 and its mutant strains by transmission electron microscopy (TEM). The $\Delta nudC$ strain was evaluated without or with complementing plasmid pZA-NudC encoding NudC. The $\Delta fliC$ mutant lacking flagella was used as a negative control. All cells were obtained from the edges of moving colonies on motility plates. Orange arrows mark bacterial flagella. Scale bar: 2 μ m.

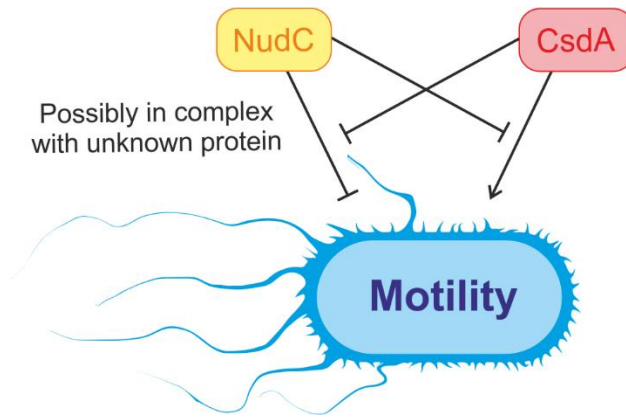

Supplementary Figure S19. The proposed model of the NudC and CsdA roles in regulation of bacterial motility. Free or in complex with unknown protein NudC is postulated to trigger decrease in bacterial motility (it is possible that dose effect occurs). In contrast, CsdA promotes *E. coli* motility. The effect of both proteins is neutralized when NudC forms a complex with CsdA.

Supplementary Table S1. 5'-NAD⁺-RNA and cellular levels of NAD⁺ detected using HPLC-MS analysis and colorimetric quantification, respectively. The results are the mean of at least three biological replicates.

Strain	5'-NAD ⁺ -RNA ± SD (fmol/μg total RNA)			
	Stationary growth phase		Exponential growth phase	
	37°C	24°C	37°C	24°C
BL21(DE3)RIL	26.6 ± 1.3			
BL21	14.5 ± 2.9			
B ^E	9.7 ± 2.2			
Top10	4.2 ± 1.1			
BW25113 (wild type and mutant derivatives):				
wt	2.9 ± 0.2	8.2 ± 1.3	3.9 ± 0.4	5.0 ± 0.3
Δ <i>nudC</i>				10.7 ± 1.2
Δ <i>csdA</i>				5.5 ± 0.1
Δ <i>nudC</i> Δ <i>csdA</i>				9.5 ± 0.8
	Free cellular NAD ⁺ ± SD (pmol/10 ⁸ cells)			
	Stationary growth phase		Exponential growth phase	
	37°C	24°C	37°C	24°C
BW25113	100.4 ± 10.1	93.0 ± 8.9	43.5 ± 10.6	100.6 ± 11.4

Supplementary Table S2. Changes in 5'-NAD⁺ modification level and sRNA amount under different temperature and genetical background. The means were obtained from three biological replicates analysed by Northern blotting. Fold changes were calculated relative to wild type BW25113 cells at 24°C (○).

Strain	ChiX			DsrA			GcvB		
	5'-NAD-sRNA		sRNA	5'-NAD-sRNA		sRNA	5'-NAD-sRNA		sRNA
	Mean, % ¹	Fold ± SD	Fold ± SD	Mean, % ¹	Fold ± SD	Fold ± SD	Mean, % ¹	Fold ± SD	Fold ± SD
37°C wt	4.7	-1.1 ± 0.1	1.6 ± 0	4.6	-2.0 ± 0.2	-6.5 ± 1.3	5.0	1.1 ± 0.1	-5.6 ± 2.4
24°C wt	5.0	○	○	9.1	○	○	4.7	○	○
<i>ΔnudC</i>	2.1	-2.7 ± 1.5	1.6 ± 0.3	14.5	1.6 ± 0.2	-1.5 ± 0.4	8.8	1.8 ± 0.6	-3 ± 1.2
<i>ΔcsdA</i>	3.0	-1.8 ± 0.5	-1.6 ± 0.4	1.8	-5.3 ± 1.1	-1.8 ± 0.4	5.4	1.0 ± 0.7	3.7 ± 1
<i>ΔnudCΔcsdA</i>	1.9	-2.8 ± 0.8	-1.1 ± 0.2	12.5	1.4 ± 0.2	-2.0 ± 0.3	3.8	-1.5 ± 0.6	-2.0 ± 2.1

¹ p ≤ 0.001 - 0.05

Supplementary Table S3. Effect of *nudC* and *csdA* on bacterial motility at 37°C and 24°C. The motility diameter (mean ± SD, mm) was measured as shown in Figure 8.

Strain	37°C			24°C		
	+pZA	+pZA-NudC	+pZA-CsdA	+pZA	+pZA-NudC	+pZA-CsdA
wt	17.8 ± 2.8	5.2 ± 0.4	11.5 ± 1.3	15.5 ± 2.9	1.6 ± 0.1	25.9 ± 4.5
<i>ΔnudC</i>	45.4 ± 6.2	18.0 ± 1.6	40.9 ± 2.8	30.7 ± 5.0	3.2 ± 0.3	34.2 ± 4.4
<i>ΔcsdA</i>	26.5 ± 1.7	18.0 ± 4.3	36.6 ± 4.1	7.2 ± 1.0	0.8 ± 0.1	33.0 ± 5.8
<i>ΔnudCΔcsdA</i>	25.5 ± 0.8	14.7 ± 4.6	39.5 ± 3.3	7.2 ± 0.3	1.0 ± 0.2	35.0 ± 4.9

Supplementary Table S4. List of plasmids used in the current work.

**Name**	**Source**	**Purpose**
708-FLPe	Gift from Prof. Dr. Rolandas Meškys	$\Delta nudC\Delta csdA$ mutant strain construction
pACYC184	Laboratory collection	Source of tetracycline resistance gene
pACYC184-CsdA	This work	Complementation
pACYC184-NudC	This work	Complementation
pACYC184-NudC-His	This work	Affinity-tag pull-down
pCasper-4xMTo-EYFPb	Gift from Dr. Danguolė Žiogienė	Source of <i>eyfp</i>
pECFP	Gift from Dr. Danguolė Žiogienė	Source of <i>ecfp</i>
pET-15b	Laboratory collection	BACTH assay
pET-15b-His-CsdA	Laboratory collection	Source of CsdA protein coding gene
pET28a	Laboratory collection	PUMC
pET28a-His-CsdA	Laboratory collection	Source of CsdA protein coding gene
pET28a-His-CsdA-C	This work	Source of <i>csdA</i> C-terminal region
pET28a-His-CsdA-N	This work	Source of <i>csdA</i> N-terminal region
pET28a-NudC-C-His	This work	Source of <i>nudC</i> C-terminal region
pET28a-NudC-His	Laboratory collection	Affinity-tag pull-down and BACTH assay
pET28a-NudC-N-His	This work	Source of <i>nudC</i> N-terminal region
pKNT25	Gift from Dr. Julija Armalytė	BACTH assay
pKNT25-CsdA	This work	BATCH assay
pKNT25-CsdA-C	This work	BATCH assay
pKNT25-CsdA-N	This work	BATCH assay
pKNT25-Hfq	This work	BATCH assay
pKNT25-NudC	This work	BATCH assay
pKNT25-NudC-C	This work	BATCH assay
pKNT25-NudC-N	This work	BATCH assay
pKT25	Gift from Dr. Julija Armalytė	BACTH assay
pKT25-CsdA	This work	BATCH assay
pKT25-Hfq	This work	BACTH assay
pKT25-NudC	This work	BATCH assay
pRedET	Gift from Prof. Dr. Rolandas Meškys	$\Delta nudC\Delta csdA$ strain construction
pUT18	Gift from Dr. Julija Armalytė	BACTH assay
pUT18C	Gift from Dr. Julija Armalytė	BACTH assay
pUT18C-CsdA	This work	BATCH assay
pUT18C-CsdA-C	This work	BATCH assay
pUT18C-CsdA-N	This work	BATCH assay
pUT18C-Hfq	This work	BACTH assay
pUT18C-NudC	This work	BATCH assay
pUT18-CsdA	This work	BACTH assay
pUT18-Hfq	This work	BACTH assay
pUT18-NudC	This work	BATCH assay
pZA-3	Laboratory collection	(2)
pZA-CsdA_ecfp	This work	Localisation and motility
pZA-ecfp	This work	Localisation

pZA-L9_ecfp	This work	Localisation
pZA-NudC	This work	Complementation
pZA-NudC_ecfp	This work	Localisation
pZS*24_MCS1	Laboratory collection	(2)
pZS-eyfp_tetR	This work	Localisation
pZS-RNaseE_eyfp_tetR	This work	Localisation

Supplementary Table S5. List of DNA primers used in the current work.

Name	Sequence
F_ecfp_ecfp_control_bseSI	ATTAGGGCCCATGGTGAGCAAGGGCGAG
R_ecfp_eyfp_mcherry_bseSI	ATTAGGGCCCTTACTTGTACAGCTCGTCC
F_ecfp_eyfp_C_nudC	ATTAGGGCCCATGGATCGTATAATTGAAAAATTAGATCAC
R_ecfp_eyfp_C_nudC	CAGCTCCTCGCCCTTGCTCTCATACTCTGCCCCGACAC
F_eyfp_ecfp	AGCAAGGGGCGAGGAGCTG
F_CsdA_ecfp_eyfp_C_bseSI	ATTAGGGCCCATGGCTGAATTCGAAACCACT
R_CsdA_ecfp_eyfp_C	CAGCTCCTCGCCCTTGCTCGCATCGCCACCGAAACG
F_rne_orf_start	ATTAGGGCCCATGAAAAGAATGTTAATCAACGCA
R_rne_C_eyfp	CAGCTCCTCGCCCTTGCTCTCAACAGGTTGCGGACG
L9Fw	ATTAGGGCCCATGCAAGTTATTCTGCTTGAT
L9Rv_ecfp_eyfp	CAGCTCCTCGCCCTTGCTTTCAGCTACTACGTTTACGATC
Hfq-XbaI-Fw	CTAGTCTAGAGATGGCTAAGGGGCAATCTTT
Hfq-SmaI-Rv	ATCCCGGGGTTTCGGTTTCTTCGCT
pUT18C-Rv	TGGCTTAACCTATGCGGCATC
pUC19-dir	GCCAGGGTTTTCCCAGTCACGA
pUC19-rev	GAGCGGATAACAATTTACACAGG
pACYC184-SacI-Fw	GAGAGCTCGCCGGCGG
pACYC184-Rv2	ACACGGTGCCTGACTGCGTTAG
NudC_prom_Fw	TAATCGATACCAGGCTCTGACAAAAATC
NudC_prom_Rv	GCCAGTTCGGTCATTTTGGCTGTTT
NudC_pZA_Fw	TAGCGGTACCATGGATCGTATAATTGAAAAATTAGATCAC
NudC_pZA_Rv	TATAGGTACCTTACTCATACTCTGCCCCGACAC
NudC-Km-Fw	TCCGGCAGACAAGTAATCGA
NudC-Km-Rv	ACGGTGAGGATATCGGAAAA
CsdA-Fw	GTACCATATGGCTGAATTCGAAACCAC
CsdA-Fw4	ATGGCTGAATTCGAAACCAC

CsdA-Rv	AGGATCCTTACGCATCACCACCG
NudC-Fw2	ATGGATCGTATAATTGAAAAATTAG
NudC-Rv-HindIII	TGTTAAGCTTTTGCGGGTAGTAACGCTC
CsdA-HindIII-Fw	CGGAAGCTTGATGGCTGAATTC
CsdA-SacI-Rv	GGAGCTCGGCGCATCA
NudC-Fw	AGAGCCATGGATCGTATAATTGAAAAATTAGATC
NudC-Rv	ATTCCATGGGACAAATCGCCCCCTGC
NudC-Fw-NcoI	TGTAAAGCTTCTCATACTCTGCCCCGACAC
CsdA-Fw3	TGGCTGAATTCGAAACCAC
CsdA-444-Pro-Rv	CTTACGCATCTGGCGGTAC
CsdA-SacI-Rv2	AAGGTACCTCAGTGGTGGTG
CsdA-444-NdeI-Fw	ATACATATGCCGATGCGTCCGAAAC
5S rRNR_N._blot	CGGCGCTACGGCGTTTCACTTCTG
ChiX_N._blot	GCTATTGGCCCGTCAAAGAG
DsrA_N._blot	TTCGTTACACCAGGAAATCTGATGTGTT
GadY_N._blot	AAGAGGATAGTCTGCCGTCTCCAGACTAAT
GcvB_N._blot	CACAACAACACAACATCACAACCGTAAGC
McaS_N._blot	CCAGACTCTACAGTACACACAGCAG
MotR_N._blot	TTGCGCCTCACCGTATCAGTTAAACA
SibD_N._blot	CGTAAGTTTCGCAGCTTATTAACAGCCA
SibE_N._blot	GTAAAGTTTCCCGACTTACTAACAACCTC

Supplementary Table S6. List of *E. coli* strains used in the current work.

Strain	Genotype	Source
<i>E. coli</i> BL21(DE3)CodonPlusRIL	F ⁻ , <i>ompT</i> , <i>hsdS</i> (<i>rB</i> – <i>mB</i> –), <i>dcm</i> ⁺ , <i>Tetr</i> <i>gal</i> λ(<i>DE3</i>), <i>endA</i> , <i>The</i> , [<i>argU</i> <i>ileY</i> <i>leuW</i>] <i>Camr</i>	Invitrogen
<i>E. coli</i> BTH101	F ⁻ , <i>cya</i> -99, <i>araD</i> 139, <i>galE</i> 15, <i>galK</i> 16, <i>rpsL</i> 1 (<i>Str r</i>), <i>hsdR</i> 2, <i>mcrA</i> 1, <i>mcrB</i> 1	Euromedex
<i>E. coli</i> BW25113	F ⁻ , Δ(<i>araD</i> - <i>araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD</i> - <i>rhaB</i>)568, <i>hsdR</i> 514	Dharmacon
<i>E. coli</i> BW25113 Δ <i>nudC</i>	F ⁻ , Δ(<i>araD</i> - <i>araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD</i> - <i>rhaB</i>)568, Δ <i>nudC</i> 767::kan, <i>hsdR</i> 514	Dharmacon
<i>E. coli</i> BW25113 Δ <i>csdA</i>	F ⁻ , Δ(<i>araD</i> - <i>araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD</i> - <i>rhaB</i>)568, Δ <i>csdA</i> 774::kan, <i>hsdR</i> 514	Dharmacon
<i>E. coli</i> BW25113 Δ <i>nudC</i> (Δ <i>nudC</i> ::FRT)	F ⁻ , Δ(<i>araD</i> - <i>araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD</i> - <i>rhaB</i>)568, Δ <i>nudC</i> 767::FRT, <i>hsdR</i> 514	This work
<i>E. coli</i> BW25113 Δ <i>nudC</i> Δ <i>csdA</i>	F ⁻ , Δ(<i>araD</i> - <i>araB</i>)567, Δ <i>lacZ</i> 4787(:: <i>rrnB</i> -3), λ ⁻ , <i>rph</i> -1, Δ(<i>rhaD</i> - <i>rhaB</i>)568, Δ <i>nudC</i> 767::FRT, Δ <i>csdA</i> 774::kan, <i>hsdR</i> 514	This work

Separate files:

Data S1. Results of UPLC-MSE analysis of NudC interactome.

Data S2. List of NAD-RNAs identified in wt, Δ*nudC* and Δ*csdA* strains using NAD-Seq.

Data S3. Change in gene expression in Δ*nudC* strain compared to wt.

References

1. J. Schindelin, I. Arganda-Carreras, E. Frise, V. Kaynig, M. Longair, T. Pietzsch, S. Preibisch, C. Rueden, S. Saalfeld, B. Schmid, J.-Y. Tinevez, D. J. White, V. Hartenstein, K. Eliceiri, P. Tomancak, A. Cardona, Fiji: an open-source platform for biological-image analysis. *Nat. Methods*. **9**, 676–682 (2012).
2. R. Lutz, H. Bujard, Independent and tight regulation of transcriptional units in *Escherichia coli* via the LacR/O, the TetR/O and AraC/I1-I2 regulatory elements. *Nucleic Acids Res.* **25**, 1203–1210 (1997).

How the deposited data were processed for this re-analysis (not part of the article)

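RNA-seq of 6 samples of E. coli grown in LB at 24°C to exponential phase was analysed, 3 of BW25113 (wt) and 3 of ΔnudC. Samples were grouped by strain, with the replicate numbers of the labels. The authors checked the reads with FastQC 0.11.9, trimmed them with Trim Galore 0.6.5 (Phred 20, reads of at least 20 bases), aligned them with HISAT2 2.2.0 to the BW25113 genome (fragments of up to 500 bases, with no spliced, mixed or discordant alignments), removed duplicates by molecular identifiers with UMI-tools 1.0.1, handled alignments with Samtools 1.9 and estimated expression with StringTie, whose version is not given in the sources used here, from the NCBI annotation and curated sRNAs of EcoCyc. The authors then used DESeq2 and clusterProfiler in R 4.0.3. The deposited values are FPKM, fragments per length of transcript and size of library, and a signal, the mean coverage of each transcript, for 4624 transcripts in each library. The authors made both with StringTie for each library separately. Ratios of expression, as fold changes in log2, were computed here from the deposited FPKM and are not the authors' values, except where a value is named as the paper's.

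The values were not counts, so no count model was run, and the alternatives laid down for counts were not run either. Shares of tRNA, rRNA and sRNA in percent were computed here from the deposited coverage multiplied by length. TPM were computed here from the deposited FPKM. FPKM were scaled by the median of ratios over transcripts above 0 in every library. Transcripts with a mean of at least 5 FPKM over the 6 libraries were tested, 3284 in all, on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with Benjamini-Hochberg adjustment over all transcripts tested. A transcript was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the paper's thresholds. The script was tested on simulated data for this comparison, with 200 of 3284 transcripts changed. Of 50 transcripts at each size it called 50 at a log2 fold change of -2, 50 at -1.5, 49 at 1.5 (98%) and 50 at 2, and it called 1 of the 3084 unchanged. The noise was independent between transcripts and drawn from the variances of the fit itself, and no smaller change was simulated. The simulation thus checks the script and says nothing of calls nearer the threshold or of correlated transcripts. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

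Depth is known only as aligned bases, since no counts were used, and limits the precision most for low transcripts. The replicate numbers are shared by the strains, but libraries of the same number did not deviate together, so the main test has no block. Principal components were computed from the 500 most variable transcripts, and single values were compared with 2-sided exact permutation tests, whose smallest p with 3 against 3 is 0.1.

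Most genes named were chosen by a rule set before the data were examined, as were the main test, the gene lists and the alternatives, apart from those named below. The rule takes every gene the paper's RNA-seq text and figures name, the 10 largest rises and 10 largest falls among called transcripts whose libraries do not overlap, up to 4 members of each list with the largest change, the sRNAs of the paper's Northern blots and the genes next to nudC. The paper's Data S3 and Fig. 7 had been seen when it was written. Named outside the rule, after their values were seen, were gadF, arrS, isrB, the narK sRNA, narK, the called RNAs without a symbol other than BW25113_RS18205, aer, dppA, mglB, rbsB, rdcB, flxA, ycgR, ymdA, fliE, fliQ, arcZ, oxyS, gadW, mdtE, slp, yhiM, ynaI, ryeA, sdsR, csrC, BW25113_RS26265, yqfE and the genes given only for an overlap. Gene lists came from textbook knowledge of E. coli. The motility lists were flagellar class I, class II, class II and III and class III, σ28-dependent sRNAs, chemotaxis and flagellar assembly. Stress and RNA lists were acid resistance, RpoS general stress, cold shock, heat shock, RNA decay, Northern blot sRNAs and sRNA regulators of flhDC. Metabolic lists were sulfate assimilation, anaerobic respiration, Nudix hydrolases, NAD metabolism, maltose uptake, the tricarboxylic acid cycle and iron uptake. The others were ribosomal proteins, curli with fimbriae and biofilm, the NudC interactome, genes next to nudC and genes deleted in the parent strain. These 26 lists were tested with camera (preset correlation 0.01) where at least 2 members were tested, which held for 24. By camera 18 of the 24 had an adjusted p under 0.05, and 0 of 24 with a correlation estimated from the data. Another split of the 6 libraries, with the strains mixed, still put 14 lists under an adjusted p of 0.05 by camera. Passing camera with the preset correlation is thus weak evidence by itself.

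Transcript names come from the files. Of 125 sRNAs that the files name by coordinates, 88 were given a symbol from an MG1655 annotation table by place and length and 17 a name that only Data S3 gives, and 4296 transcripts have a place in that table, which was used for names and neighbours. The paper's Data S3 was used in part, the first 1998 of its 4518 rows, so no overlap was tested on it. Coordinates are those of the files, on BW25113.

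The alternatives were other scalings (FPKM with no further scaling, TPM, upper quartile, quantile), pseudocounts of 0.1 and 10, no filter, a minimum mean of 50 FPKM, limma without the trend or with a robust prior, limma voom on coverage times length divided by 100 bases, transcripts of at least 200 bases, the replicate number as a block, and each library left out in turn; the gene lists were also tested with an estimated correlation, with fry and with a one-sided Fisher's exact test. A test without tRNA and rRNA and a sum of the class II and III genes without fliY were added after the data were seen. NAD captureSeq, Northern blots, motility assays, mass spectrometry and electron microscopy were not analysed here.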

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

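The comparison of hemE with yjaG was chosen only after the result was seen.

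Genes after nudC on its strand were higher in ΔnudC, and the paper's text does not discuss them: hemE had a log2 fold change of 2.28, nfi of 2.04 and yjaG of 0.98 (3 libraries against 3). A general rise of haem synthesis is argued against by 11 other haem synthesis genes, whose median log2 fold change was 0.00263 (quartiles -0.07 and 0.03) and of which limma called 0. Transcription from the kanamycin cassette into the genes after it may account for the pattern: the excess of hemE over yjaG, farther from nudC, was 1.30 (standard error 0.127), and the cassette was not measured. An effect of the loss of NudC on these genes themselves stays open, and so does the fall of rsd (-1.23), on the other strand beside nudC, whose cause was not tested.

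Genes of acid resistance were lower in ΔnudC, and the paper's text does not discuss them: gadA had a log2 fold change of -3.00, BW25113_RS18205 of -2.89, gadB of -2.87, gadE of -2.87, gadX of -2.82, gadC of -2.73 and yhiD of -2.63 (3 libraries against 3). A fall of all RpoS-dependent genes, as from a difference in culture density, is argued against as the whole cause by the RpoS list, whose median was -0.26 (quartiles -0.40 and -0.17), though 19 of its 32 genes were lower in every ΔnudC library and its sum was 0.752 times that of wt, so that a share of the fall from this cause stays open. Scaling is argued against too, since all 17 of the 17 acid resistance genes were called lower under each of the 4 other scalings. The fall may follow from the loss of NudC, which remains a hypothesis found in these data and was not tested. A difference between the cultures other than in RpoS-dependent genes was not tested either. gadA and gadB can share reads, and BW25113_RS18205 lies over gadF on the opposite strand, so their values are uncertain.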

How the results depend on the processing

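The test without tRNA and rRNA and the sum without fliY were chosen only after the result was seen. The test without tRNA and rRNA called 46 transcripts higher and 45 lower, and all 91 calls were shared with the test of all transcripts; upper quartile scaling and a robust prior also shared 91. limma voom shared 86 of its 90 calls, no filter 89 of 94, a pseudocount of 0.1 91 of 97, quantile normalization 87 of 88, FPKM as deposited 85 of 107 and TPM 66 of 80. A pseudocount of 10 gave 27 higher transcripts, and a minimum mean of 50 FPKM, which tests 1297 transcripts, 15 higher and 28 lower. TPM gave 27 lower; there limma's prior gave every transcript the variance of the trend, FPKM exceed TPM 5.48-fold so the pseudocount weighs more, and which of these lowered the count was not tested. Leaving out each library in turn gave 42 to 50 higher, 41 to 49 lower and 185 to 258 past an adjusted p alone. The first principal component held 53.1% of the variance when all transcripts that passed the filter were used. Over the 500 most variable transcripts it held 73.2% with a pseudocount of 10, 47.3% with no filter and 75.3% with a minimum mean of 50 FPKM. Without each library it held 62.3 to 67.7%. The cause of these differences was not tested. Of the gene lists, 18 passed with camera, 0 with an estimated correlation, 19 with fry and 9 with Fisher's exact test. The replicate block gave 45 higher, 47 lower and 211 past an adjusted p alone, with 90 of the 91 calls shared; correlations of the deviations of same-numbered libraries were -0.037, -0.030 and -0.069, so the numbers do not pair the samples. Directions turned for transcripts that were not called: ydfK (-0.0615 without wt replicate 2, 0.656 without wt replicate 3), hslR (0.0108 without wt replicate 1, -0.381 without wt replicate 3), hupA (-0.0410 without wt replicate 3, 0.0815 without wt replicate 2) and chiX (0.0566 with FPKM as deposited, 0.15 with TPM, 0.13 with quantile normalization, 0.0495 without wt replicate 3 and -0.182 without wt replicate 1). The NAD metabolism list turned by fry (adjusted p = 0.298). The count alternatives were not run. Depth limits what can be said of transcripts with few aligned bases, such as the class II flagellar genes.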

Differences from the paper's values

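The ratio of means of BW25113_RS26265 was chosen only after the result was seen. The paper counts 2 pseudogenes among its differentially expressed transcripts, and limma called 0 of the 14 tested here. Of the alternatives set before the data were examined, the difference stays under each; the test with no filter called 1, yqfE (log2 fold change 1.73). The classes differ in part by annotation, since 4 called genes without a symbol stand apart here, and the paper's Data S3 was used in part.

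For flgK the paper's log2 fold change in Data S3 is 1.78, and the value here was 1.64. Of the alternatives set before the data were examined, FPKM as deposited (1.76), a pseudocount of 0.1 (1.78), limma voom (1.77) and leaving out wt replicate 2 (1.69) or ΔnudC replicate 3 (1.70) fall within the replicate error of the paper's value. The others do not, apart from the minimum mean of 50 FPKM, at which flgK is not tested. Over the 54 named transcripts with a value in the copy of Data S3 used here, the median absolute difference was 0.019 and 1 differed by more than the replicate error. The rows of that copy end before nudC and its neighbours on the chromosome, and before gadA, gadE, gadX and hdeA. These genes were thus not compared.

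The lowest log2 fold change among the called transcripts is about -5.7 in Fig. 7B, read by eye, in a point the figure does not name, and was -3.00 here, of gadA. Of the alternatives set before the data were examined, FPKM as deposited (-4.17) and TPM (-4.04) fall within the replicate SD of the lowest transcript, and the others do not. Without wt replicate 2 the lowest was -6.32. In these 3 alternatives the lowest is BW25113_RS26265, whose wt libraries differ 71.5-fold, so with all 6 libraries its replicate SD is wide and lying within it says little about agreement. It was not called with all 6 libraries scaled by the median of ratios, and the log2 of the ratio of its mean scaled FPKM was -5.73. The figure's point was not matched to a transcript.

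The paper's figures and the values here part at several genes. Fig. S14A draws malE as not significant, while it was called here at 1.01. It draws hyaA as regulated, while hyaA was under the minimum level here and was called with no filter (-1.22). Fig. 7E and Fig. S15 color fliD as higher, while fliD was under the minimum level here and had 0.90 (adjusted p = 0.0807 from limma) with no filter. Fig. S15 does not mark tar and cheB as differentially regulated, while they were called here at 1.92 and 2.06, and it does not mark flhD, which had 0.73 here (adjusted p = 0.0265). Fig. S14A marks rbsB and mglB as not detected, while they had 248 ± 23.3 and 193 ± 21.9 scaled FPKM in wt here (SD, n = 3). The shares of the first 2 principal components, 62.0% and 13.1% here against about 64% and about 11% in Fig. 7A, and the counts of higher (46 against 45), lower (45 against 45) and sRNA transcripts (10 against 10) lie within 1.5 times of the paper's. Under some alternatives these do not: the second component with no filter (17.8%), without wt replicate 3 (16.9%) and without ΔnudC replicate 1 (16.5%), the higher count with a pseudocount of 10 (27) and a minimum mean of 50 FPKM (15), the lower count with TPM (27) and that minimum (28), and the sRNA count with transcripts of at least 200 bases (2).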

Other observations

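The comparison of the signal summed over BW25113_RS26265 and csrC and the splits of the libraries for the counts of transcripts were chosen only after the result was seen.

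Among 32 RpoS-dependent genes of general stress, 3 fell in ΔnudC and 0 rose, also when adjusted over the list alone (camera adjusted p = 1.5e-07, and adjusted p = 0.239 with an estimated correlation): pfkB, a phosphofructokinase gene (-1.48, adjusted p = 4.4e-05 from limma), cbpA, a DNA-binding chaperone gene (-1.11), and yjbJ (8297 to 4085 scaled FPKM, -1.03). At an adjusted p under 0.05 alone 10 were lower and 0 higher (14 lower when adjusted over the list alone), and at an unadjusted p under 0.05 17 were lower and 1 higher. With FPKM as deposited and with TPM 1 of the list was called; yjbJ was under the threshold also with quantile normalization (-0.81) and without wt replicate 3 (-0.99) or ΔnudC replicate 1 (-0.93). pfkB and cbpA had been seen in Data S3, and ecnB, a toxin gene, had -0.57 (adjusted p = 0.0123). Of 9 tested genes of anaerobic respiration 1 fell, the sRNA fnrS, and 0 rose, also when adjusted over the list alone (camera adjusted p = 0.0122, and adjusted p = 0.239 with an estimated correlation). The other 24 of its 33 genes were under the minimum level, among them narK (-1.22) and hyaA (-1.22), which were called lower with no filter, so that 3 genes were lower there. Of all 33, 13 were lower and 0 higher in every ΔnudC library than in every wt library, where chance gives 10% in both directions together and 28.6% of all tested transcripts part in this way. Most of the list is under the minimum level and so outside that 28.6%, which leaves no like share to compare with. narK and hyaA had been seen in Data S3, and fnrS was not called with FPKM as deposited, TPM or a pseudocount of 10 or without wt replicate 2, wt replicate 3 or ΔnudC replicate 3. Of 24 iron uptake genes limma called 0 at a fold change of 2, and 4 had a higher value at an adjusted p under 0.05 (7 when adjusted over the list alone, 10 higher and 1 lower at an unadjusted p under 0.05): fiu 0.85, cirA 0.64, fepA 0.62 and entA 0.61, genes of receptors for iron chelators and of enterobactin synthesis (camera adjusted p = 0.000457, and adjusted p = 0.161 with an estimated correlation).

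Of 54 ribosomal protein genes limma called 0 and 6 had an unadjusted p under 0.05, with a median log2 fold change of 0.10 and rpmF highest at 0.25 (camera adjusted p = 0.000729, and adjusted p = 0.161 with an estimated correlation). Of 14 genes of the tricarboxylic acid cycle 0 were called and 2 had an unadjusted p under 0.05, and fumA, a fumarase gene, had 0.57 (adjusted p = 0.00343 from limma; camera adjusted p = 0.00552, and adjusted p = 0.45 with an estimated correlation). Of 18 heat shock genes 0 were called by limma and 4 had a lower value at an unadjusted p under 0.05, with hslV, a protease subunit gene, at -0.38 (camera adjusted p = 0.0123, and adjusted p = 0.386 with an estimated correlation). Among 12 Nudix hydrolase genes and 14 tested genes of NAD metabolism, nudC was the only one called by limma (camera adjusted p = 0.26 and 0.728); nudF had -0.39 and pncC 0.46, and the NAD list has a median of 0.08 but a mean of -0.11. Of 16 genes of proteins found with NudC 0 were called by limma and 7 had an unadjusted p under 0.05, with uspG, a universal stress protein gene, at -0.42 (adjusted p = 0.0874; camera adjusted p = 0.0999). Of the sRNAs that the paper blotted from stationary phase cultures, GcvB, DsrA and ChiX, the log2 fold changes in the exponential samples here were -0.48 for gcvB (adjusted p = 0.0186), -0.34 for dsrA (adjusted p = 0.0786) and -0.08 for chiX (adjusted p = 0.795), with 0 of 3 called by limma and 2 at an unadjusted p under 0.05 (camera adjusted p = 0.0395, and adjusted p = 0.343 with an estimated correlation). Of the 7 genes deleted in the parent strain, 3 are listed and 0 reached the minimum level.

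BW25113_RS26265, a gene of 229 bases from 4044360 to 4044588, had 8198, 122 and 8643 FPKM in wt replicates 1, 2 and 3 and 99.7, 145 and 101 FPKM in ΔnudC replicates 1, 2 and 3 (log2 fold change -4.30, standard error 1.39, adjusted p = 0.103 from limma). It was called without wt replicate 2 (-6.32, adjusted p = 6.6e-06), with FPKM as deposited (adjusted p = 0.0347) and with TPM (adjusted p = 3.0e-107). The TPM fit gave every transcript the variance of the trend (standard error 0.179 here), so its p leaves out the spread of this gene's wt libraries. BW25113_RS26265 was chosen after its values were seen. It shares 193 bases with csrC, an sRNA that binds the regulator CsrA, on the same strand, and csrC had 11122, 20066 and 11428 FPKM in wt and 15777, 14287 and 17156 in ΔnudC (log2 fold change 0.07, not called). The scaled signal, here scaled FPKM multiplied by transcript length in kilobases, was summed over both. This sum differed 1.50-fold between the highest and lowest library (1.14-fold among wt), and BW25113_RS26265 alone differed 71.5-fold among wt. The levels of both may thus come from how reads were divided between them, but the 1.50 lies only just under the bound of 1.5. The summed signal was 5021 ± 330 in wt and 3715 ± 175 in ΔnudC (SD, n = 3; 2-sided exact permutation test, p = 0.1), and no biological explanation was tested.

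The 6 libraries can be split in 10 ways, too few for a share under 0.05. The real split gave 46 transcripts higher, 45 lower and 280 past an adjusted p alone, and the highest of the other splits gave 1, 1 and 1. In each case 1 of the 10 splits reached the real count. Every other split puts libraries of both strains in each group, so a difference between the strains widens the spread within its groups. Low counts in those splits follow from that and do not show how many calls chance gives. For the gene lists the real split gave 18 past an adjusted p by camera and the highest of the others 14.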
